# The long noncoding RNA *CARDINAL* attenuates cardiac hypertrophy by modulating protein translation

**DOI:** 10.1172/JCI169112

**Published:** 2024-05-14

**Authors:** Xin He, Tiqun Yang, Yao Wei Lu, Gengze Wu, Gang Dai, Qing Ma, Mingming Zhang, Huimin Zhou, Tianxin Long, Youchen Yan, Zhuomin Liang, Chen Liu, William T. Pu, Yugang Dong, Jingsong Ou, Hong Chen, John D. Mably, Jiangui He, Da-Zhi Wang, Zhan-Peng Huang

**Keywords:** Cardiology, Development, Cardiovascular disease, Mouse models, Translation

## Abstract

One of the features of pathological cardiac hypertrophy is enhanced translation and protein synthesis. Translational inhibition has been shown to be an effective means of treating cardiac hypertrophy, although system-wide side effects are common. Regulators of translation, such as cardiac-specific long noncoding RNAs (lncRNAs), could provide new, more targeted therapeutic approaches to inhibit cardiac hypertrophy. Therefore, we generated mice lacking a previously identified lncRNA named *CARDINAL* to examine its cardiac function. We demonstrate that *CARDINAL* is a cardiac-specific, ribosome-associated lncRNA and show that its expression was induced in the heart upon pathological cardiac hypertrophy and that its deletion in mice exacerbated stress-induced cardiac hypertrophy and augmented protein translation. In contrast, overexpression of *CARDINAL* attenuated cardiac hypertrophy in vivo and in vitro and suppressed hypertrophy-induced protein translation. Mechanistically, *CARDINAL* interacted with developmentally regulated GTP-binding protein 1 (DRG1) and blocked its interaction with DRG family regulatory protein 1 (DFRP1); as a result, DRG1 was downregulated, thereby modulating the rate of protein translation in the heart in response to stress. This study provides evidence for the therapeutic potential of targeting cardiac-specific lncRNAs to suppress disease-induced translational changes and to treat cardiac hypertrophy and heart failure.

## Abstract 2

The cardiac-specific long noncoding RNA *CARDINAL* suppresses protein translation under stress conditions and provides a treatment target for cardiac hypertrophy and heart failure.

## Introduction

Heart failure is the common end stage for most cardiomyopathies and has both a high prevalence and mortality rate (1, 2). Although previous decades have witnessed great progress in short-term heart failure treatment, its long-term prognosis remains poor (2). Pathological cardiac hypertrophy is one of the driving forces in heart failure. Numerous studies have demonstrated that inhibition of cardiac hypertrophy under stress conditions contributes to the preservation of cardiac function (3).

Translation is enhanced during the development of cardiac hypertrophy (4); however, we have a limited understanding of the mechanisms regulating translation and few approaches for therapeutic intervention. In fact, most published mechanistic studies of cardiac hypertrophy have focused on transcriptional regulation (5). Unfortunately, these studies have limited value for the development of treatments for hypertrophy, since mRNA levels only moderately correlate with protein amounts (6). Our previous studies highlighted the importance of translational regulation in cardiac hypertrophy and the importance of its continued interrogation as a mechanism and potential target for clinical intervention (7, 8).

The imbalance of protein synthesis and degradation is the underlying cause for the increased heart weight reported in cardiac hypertrophy. Studies have confirmed that translational inhibition achieved by modulating regulatory protein activity is efficient in suppressing cardiac hypertrophy, whereas translation promotion exacerbates cardiac hypertrophy (9–11). However, most of these regulatory proteins were constitutively expressed, with functions in multiple tissues; the targeting of these molecules inevitably led to system-wide side effects. For example, mTOR is an important protein kinase that regulates the rate of translation (12). Preclinical and clinical data showed that mTOR inhibitors are effective in reversing cardiac hypertrophy (13–16). However, these therapies have potential to cause serious side effects, such as immunosuppression and thrombocytopenia, which is not an acceptable risk in treatments for heart failure (17). In principle, the characterization of cardiac-specific translational regulators would identify new, safer therapeutic targets for cardiac hypertrophy and heart failure. The underlying concepts that prompted our investigation of long noncoding RNA (lncRNA) molecules as potential cardiac-specific translational regulators included published reports demonstrating that (a) lncRNAs typically demonstrate a higher tissue specificity compared with protein coding genes (18), and (b) many lncRNAs without coding potential have been found to be associated with the ribosome, which indicates a potential role in regulating ribosomal function (19–21).

In this study, we investigate the function of a cardiac-specific, translation-altering lncRNA that was previously identified as a serum response factor–interacting lncRNA and named myocardin-adjacent lncRNA, abbreviated as *CARDINAL* (22). Here, we report that *CARDINAL* was associated with the ribosome to suppress translation in cardiomyocytes under stress conditions. Loss of *CARDINAL* exacerbated cardiac hypertrophy in response to stress. Mechanistically, we show that *CARDINAL* interacted with developmentally regulated GTP-binding protein 1 (DRG1), an enhancer of translation. We also demonstrate that *CARDINAL* promoted the degradation of DRG1 by preventing its interaction with the DRG1-stabilizing partner DRG family regulatory protein 1 (DFRP1).

## Results

### Screening and identification of CARDINAL as a cardiac-specific ribosome–associated lncRNA.

The objective of this analysis was to identify cardiac-specific, ribosome-associated lncRNAs in the human genome. To identify cardiac-specific lncRNAs, our initial analysis was performed using large RNA-Seq data sets generated from 7 major organs, in 7 species, across multiple developmental time points (23). Since the onset of cardiac hypertrophy and heart failure is more common in the older population, we focused on adult human samples; these included 2 heart samples, 9 brain samples, 9 cerebellum samples, 6 liver samples, and 6 testis samples (there were no kidney or ovary samples from human adults). To ensure cardiac specificity, we focused on lncRNAs in hearts with a fragments per kilobase per million mapped reads (FPKM) value 5 times greater than that in any of the other samples; this initial screening yielded 96 candidate lncRNAs (Figure 1A). Among these lncRNAs, we excluded 70 that did not have an Ensembl annotation and 18 that did not have an ortholog in the mouse (Figure 1, A and B). The remaining 8 lncRNAs were cross-checked for cardiac specificity using adult mice tissues to ensure their conservation in expression between humans and mice. Three lncRNAs were further excluded because of the low cardiac specificity of the mouse orthologs (Figure 1, A and C, and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI169112DS1).

We next examined the association of the 5 candidate lncRNAs with the ribosome. Lysates of human embryonic stem cell–derived cardiomyocytes (hESC-CMs) were subjected to polysome profiling to separate ribosome-free fractions and polysome fractions. RNA isolated from these fractions was subjected to RNA-Seq (24, 25). We detected 4 of the 5 candidates in the polysome fractions; among them, *CARDINAL* (LINC00670) exhibited the strongest association (Figure 1D); the ortholog of *CARDINAL* in mouse, Gm12295, was found to be associated with the ribosome and detected in the polysome fraction of heart (Figure 1E). Interestingly, polysome-associated *CARDINAL* increased during cardiac hypertrophy induced by transverse aortic constriction (TAC) (Figure 1E). To verify the association of *CARDINAL* with the ribosome, we performed polysome profiling followed by real-time quantitative PCR (RT-qPCR). We detected *CARDINAL* expression in the 40S, 60S, monosome, and polysome fraction, but not in the ribosome-free fraction (Figure 1F). This distribution pattern was distinct from that of the translated transcript for *Gapdh* mRNA, suggesting that the function of *CARDINAL* is linked to its association with the ribosome (Figure 1F). Together, these data demonstrate that *CARDINAL* is a ribosome-associated lncRNA.

*CARDINAL* was previously described as a cardiac-enriched lncRNA that interacts with SRF to regulate cardiac gene expression (22). We validated cardiac-specific expression of *Cardinal* in mice by RT-qPCR (Supplemental Figure 2). Furthermore, we found that the expression of *Cardinal* in the heart gradually increased from embryonic and postnatal stages to adulthood, with the highest expression detected in 6-month-old mouse hearts (Supplemental Figure 2), indicating a role in adult hearts. We separated cardiomyocyte and noncardiomyocyte fractions from adult mouse hearts using the Langendorff procedure and found that *Cardinal* was predominantly expressed in cardiomyocytes. As expected, the control markers cardiac troponin T (*cTnT*) and periostin (*Postn*) were expressed in cardiomyocyte and fibroblast fractions, respectively (Figure 1G). We confirmed that the full-length *Cardinal* transcript was approximately 3 kb in length using rapid amplification of cDNA ends (RACEs) and Northern blotting approaches (Figure 1H), as previously reported (22). Ribosome-sequencing (Ribo-Seq) data indicated that the first 2 exons were associated with the ribosome (26), but PhyloCSF scoring indicated no coding potential in these regions (Figure 1I); these results suggested that *Cardinal* was a noncoding RNA. This conclusion was supported by a previous large-scale cardiac translatomics study that did not annotate *CARDINAL* as a translated RNA in either mouse or human (26). Moreover, a previous report also described *CARDINAL* as a noncoding RNA expressed in the heart (22). Both mouse and human *CARDINAL* genes have 2 highly conserved regions near the transcriptional start site (Figure 1I), indicating that the transcription of *CARDINAL* is controlled by similar regulatory networks in both species.

The subcellular location of *Cardinal* was evaluated by single-molecule RNA FISH. *Cardinal* was detected in the nuclear and cytoplasmic compartments of both HL-1 cells and isolated adult mouse cardiomyocytes (Figure 1, J and K). As a control, we confirmed that expression of Neat1, a previously reported nuclear lncRNA (27), was restricted to the nucleus (Supplemental Figure 3). Quantification showed that more than 60% of the *Cardinal* signal was in the cytoplasm in both HL-1 cells and adult cardiomyocytes (Figure 1L). To confirm the above observations, we isolated cytosolic and nuclear factions from HL-1 cells and adult cardiomyocytes and detected *Cardinal* transcripts in both (Figure 1M). Cytosolic (*28s*, *Gapdh*, *Hprt*) and nuclear (*U6*, *Mhrt*, *Chaer*, *Neat1*) transcripts were detected in their expected fractions (Figure 1M).

### CARDINAL alters the translation rate in cardiomyocytes.

We assessed the effect of *CARDINAL* on protein translation in cardiomyocytes. Global translation was assessed by surface sensing of translation (SUnSET) (28). Before harvesting, cells were incubated in medium containing puromycin, which was incorporated into the nascent polypeptide chain. Western blotting of the puromycin-incorporated protein reflected the amount of newly synthesized protein within a period of time (i.e., the translation rate, Figure 2A). In isolated neonatal rat ventricular cardiomyocytes (NRVCs), overexpression of *Cardinal* did not alter the translation rate from the baseline under normal conditions (Figure 2, B and C). We then tested the effect of *Cardinal* under stress conditions using phenylephrine (PE), which is a hypertrophic agonist that also promotes the translation rate in cardiomyocytes (4). As expected, we observed an increase in the translation rate in NRVCs 24 hours after stimulation with PE; this PE-induced enhancement was suppressed by adenovirus-mediated overexpression of *Cardinal* (Figure 2, B and C). This observation was further supported using the FlUorescent Non-Canonical Amino acid Tagging (FUNCAT) assay (Figure 2, D and E). Since *Cardinal* is highly expressed in adult hearts, we also attempted to evaluate its effect on translation in isolated adult cardiomyocytes. As observed with the NRVCs, *Cardinal* was able to suppress the PE-induced translational increase (Figure 2, F and G). These data support a role for *CARDINAL* as a potent suppressor of translation in cardiomyocytes.

### Ribosome-bound CARDINAL is increased in cardiac hypertrophy.

Since increased translation is a major observation during cardiac hypertrophy, we asked whether the level of *CARDINAL* was altered during this process. We first analyzed transcriptomics data from more than 300 human heart samples and found that the level of *CARDINAL* was increased in failing hearts regardless of the heart failure etiology (Figure 3A). We validated these results by RT-qPCR using human diseased heart samples (Figure 3B). Similarly, we found that *Cardinal* expression was increased in a mouse model of pressure overload–induced cardiac hypertrophy (Figure 3C). *Cardinal* expression was also dramatically increased in hearts isolated from calcineurin A–transgenic (*CnA*-Tg) mice (Figure 3D). The cardiac hypertrophy induced by *CnA* overexpression is also associated with elevation of the hypertrophic markers *Bnp* and *Myh7* (29). As further support of this finding, we observed increased *Cardinal* expression in isolated adult mouse cardiomyocytes treated with PE to induce hypertrophy (Figure 3E).

To better understand how transcription of the *CARDINAL* gene is induced during cardiac hypertrophy, we examined the promoter regions of the *CARDINAL* gene. Pressure overload– induced cardiac hypertrophy was associated with increased H3K9 acetylation at the promoter regions of *Cardinal* in mouse hearts, indicating active transcription of *Cardinal* during cardiac hypertrophy (Figure 3F). As a positive control, we observed that the *Anp* genomic locus was also activated (Figure 3F). The sequences of these promoters were analyzed by the Find Individual Motif Occurrences tool to identify potential transcription factor binding sites at these regions (30). Analyses of the promoter sequences from both mouse and human genomes revealed multiple overlapping and conserved transcription factor binding sites, which included those for myocyte enhancer factor 2 (MEF2) and nuclear factor of activated T cells (NFAT) (Figure 3G), two important transcription factors that mediate transcriptomic changes in the heart under normal conditions and during cardiac hypertrophy (5). The binding of MEF2 to the promoter sequence was validated by MEF2A CHIP-Seq (Figure 3H). The results were consistent with the regulatory role of MEF2 on *CARDINAL* expression as previously reported (22). *CnA*-Tg mice (transgenic line in which the Myh6 promoter drives expression of a constitutively active calcineurin A [Ppp3ca] cDNA in cardiomyocytes) have sustained activated NFAT activity in the heart (29); coupled with the dramatic increase of *Cardinal* expression in *CnA*-Tg hearts (Figure 3D), this further supports a role for NFAT-activated *CARDINAL* transcription.

We next asked whether the increase in *CARDINAL* expression correlated with an increased association with the ribosome during heart failure. We used cardiomyocyte-specific (Ribo-Seq) data to identify transcript fragments protected by ribosomes (31). Our analysis revealed that ribosome-protected *Cardinal* began to increase 2 days after TAC surgery and peaked at 2 weeks (Figure 3I). In contrast, the overall *Cardinal* level (as revealed by RNA-Seq) began to increase as early as 3 hours after TAC and peaked at 2 days (Figure 3I). Collectively, these data demonstrated that transcript levels of *CARDINAL* and its association with ribosomes are dynamically regulated during cardiac hypertrophy.

### Loss of CARDINAL aggravates pressure overload–induced cardiac hypertrophy.

To define the function of *CARDINAL* on translation and cardiac hypertrophy in vivo, we generated *Cardinal*-KO mice (Supplemental Figures 4–6). *Cardinal* KO completely abolished *Cardinal* expression; however, the expression of myocardin (*Myocd*), located at a nearby locus, was not affected in the hearts of *Cardinal*-KO mice (Supplemental Figure 7A). We observed no overt phenotype in young adult *Cardinal*-KO mice under normal physiological conditions (Supplemental Figure 7, B and C, and Supplemental Table 1). Next, we performed TAC surgery in control and *Cardinal*-KO mice. Similar to previous results, we found that expression of *Cardinal* increased in control TAC (Ctrl TAC) compared with control sham (Ctrl sham) hearts (Figure 4A). This procedure induced more cardiac hypertrophy in *Cardinal*-KO mice compared with that observed in TAC-treated control animals (Figure 4, B–I). Compared with Ctrl TAC, *Cardinal*-KO TAC also had further increased the ventricular weight/body weight ratio (Figure 4B), heart size (Figure 4C), and cardiomyocyte cross-sectional area (Figure 4, D and E). We also observed an increase in cardiac fibrosis in *Cardinal*-KO TAC hearts (Figure 4, F and G). Furthermore, the expression levels of the hypertrophic markers *Anp*, *Bnp*, and *Acta1*, and the fibrosis marker *Fbn1* were all further increased in *Cardinal*-KO TAC hearts (Figure 4H). Echocardiographic measurement showed that control mice developed cardiac hypertrophy under TAC conditions; however, we observed further decompensated remodeling and worsened cardiac function in *Cardinal*-KO TAC hearts (Figure 4I and Supplemental Table 2). To further demonstrate the regulatory function of *CARDINAL* in cardiac hypertrophy in vivo, titrated ectopic expression of *Cardinal* in KO hearts was achieved by adeno-associated virus (AAV) to a level comparable to that in control hearts (Supplemental Figure 8, A and B). This ectopic *Cardinal* expression was able to rescue the severe cardiac hypertrophy phenotype in *Cardinal*-KO TAC hearts (Supplemental Figure 8, C–K).

To determine the molecular pathways in the heart affected by *CARDINAL* in response to stress, we performed RNA-Seq with heart samples from both control and *Cardinal*-KO mice that underwent the sham or TAC procedure. Pressure overload induced dramatic transcriptomic changes in the heart, while *Cardinal* KO further amplified these changes (Supplemental Figure 9, A and B, and Supplemental Table 3). Gene set enrichment analysis (GSEA) of *Cardinal*-KO TAC versus Ctrl TAC found that gene pathways associated with fibrosis and inflammation were upregulated, whereas pathways associated with fatty acid and amino acid metabolism and energy production were downregulated (Supplemental Figure 9C). These data support the hypothesis that *CARDINAL* participates in the regulation of cardiac hypertrophy in response to stress.

We wanted to confirm that *CARDINAL* affects protein translation in hypertrophic hearts in response to stress; we had already observed an increased rate of protein translation in *Cardinal*-KO hearts compared with controls 2 weeks after TAC surgery (Figure 4, J and K). Therefore, we isolated adult cardiomyocytes from control and *Cardinal*-KO hearts and then treated them with PE to induce cardiomyocyte hypertrophy. PE exposure boosted protein translation in these cells (Figure 4, L and M). Upon PE stimulation, cardiomyocytes from *Cardinal*-KO mice had an even higher protein translation rate compared with those from controls (Figure 4, L and M). Together, these data demonstrate that loss of *CARDINAL* promoted protein translation and cardiomyocyte hypertrophy in response to stresses.

Next, we wanted to explore how the translation enhancement in KO TAC affected the proteomics in hearts. We performed quantitative mass spectrometry using heart tissues from KO TAC and Ctrl TAC mice. GSEA analysis showed that protein levels related to actin and cytoskeleton organization, fibrosis, endoplasmic stress, and inflammation were upregulated, with the term “actin filament organization” on the top. Proteins related to energy production and metabolism were downregulated (Figure 4N). In contrast, “actin filament organization” was not among the top terms in the list of upregulated genes from the original GSEA analysis of transcriptomic changes in KO TAC hearts (Supplemental Figure 9C). The differences in these 2 GSEA analyses suggest that the upregulation of “actin filament organization” proteins was probably caused by the increase in translation. In parallel, we performed Ribo-Seq using hearts from KO TAC versus Ctrl TAC mice. Consistently, the GSEA analysis of Ribo-Seq data revealed an upregulation of “actin filament organization” genes (Figure 4O), suggesting that *Cardinal* KO promoted the translation of these genes in cardiomyocytes. Consistent with a previous report, we found upregulation of “actin filament organization” proteins to be closely linked to the promotion of cytoskeleton remodeling in cardiomyocytes, which is one of the core mechanisms for inducing cardiac hypertrophy (32). As expected, our analysis further showed that multiple upregulated proteins in the “actin filament organization” gene set have been documented as prohypertrophic factors (Figure 4P) (33–44).

### CARDINAL overexpression attenuates cardiac hypertrophy.

Since loss of *CARDINAL* in the heart led to an increase in cardiac hypertrophy under stress conditions, we next sought to determine whether overexpression of *CARDINAL* could suppress cardiac hypertrophy. We cloned the full-length mouse *Cardinal* sequence into a vector containing AAV, serotype 9 (AAV9) with a cardiomyocyte-specific cTNT promoter, to generate AAV9-cTNT-*Cardinal* virus. 

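RNA from the heart apex of 16 mice was sequenced, with 4 mice in each of 4 groups. The mice had received AAV9 that carried either GFP or Cardinal, and each virus was studied after sham surgery and after TAC (transverse aortic constriction), which narrows the aorta so that the left ventricle has to pump against a raised pressure. Hearts were taken 4 weeks after surgery. The libraries were made from poly(A)-selected RNA and were sequenced from a single end as 50-base reads. The authors deposited the number of reads they counted on each of 55573 genes in each mouse, without normalization. The paper's text and the sample labels do not name the aligner, the counting program, the genome build, or how reads that match several genes were counted. Between 16441997 and 21904589 reads per mouse were counted on genes. The total ranged from 21525012 to 21802344 (median 21695337) in AAV9-GFP sham hearts, from 21725134 to 21904589 (median 21782897) in AAV9-GFP TAC hearts, from 16441997 to 21786630 (median 21653326) in AAV9-Cardinal sham hearts, and from 21703116 to 21799189 (median 21717335) in AAV9-Cardinal TAC hearts. Genes encoded by the mitochondrial genome took between 30.3% and 34.0% of the counts of a mouse. Any pair of mice from the same group differed by more than the sampling noise, with a chi-square value per degree of freedom between 5.49 and 16.4, so all mice were kept as separate samples. Counts were normalized for library size with edgeR's TMM method and are given as CPM, the usual unit of counts per fixed library size, and 16857 genes passed edgeR's expression filter for the 4 groups. All 16 mice entered a single quasi-likelihood model, in which each comparison of groups was tested as a contrast, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The spread between mice of the same group was estimated at a common coefficient of variation of 0.128. At these depths, 3 counts correspond to between 0.137 and 0.182 CPM, the smallest level taken as detected. This floor covers counting error only. The numbers in the sample labels were read as mouse numbers within a group, not as pairs.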

Mice injected with AAV9-cTNT-*Cardinal* virus (either AAV9-cTNT-*GFP* or AAV9-cTNT-*Cardinal*-antisense virus used as a control) were subjected to TAC or sham surgery (Figure 5A and Supplemental Figure 10). 

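Cardinal is listed in the counts as Gm12295 (ENSMUSG00000085162). It lies on chromosome 11 of GRCm38 from 65277654 to 65365798 on the minus strand, is annotated as a lincRNA with 2 transcripts, and neighbors Myocd (65176561 to 65269989). None of its 50-base stretches matches a transcript of another annotated gene. Because the virus carries the mouse sequence, reads from the vector and from the endogenous gene are counted together. In sham hearts, Cardinal reached 31.0 ± 6.25 CPM (SD, n = 4) with AAV9-Cardinal and 4.77 ± 1.03 CPM (SD, n = 4) with AAV9-GFP, a log2 fold change of 2.70 (standard error 0.49). Every AAV9-Cardinal sham mouse was above every AAV9-GFP sham mouse (exact two-sided permutation test, p = 0.029, the smallest value that 4 mice against 4 allow). The adjusted p over all tested genes was 0.35 in edgeR's quasi-likelihood test on all 16 mice. It was 0.0010 in edgeR when only the 8 sham mice entered the fit, and lay between 4.2e-05 and 1 over the alternatives that gave a value, with each mouse left out in turn included. In TAC hearts, Cardinal reached 38.1 ± 37.3 CPM (SD, n = 4) with AAV9-Cardinal and 4.88 ± 1.66 CPM (SD, n = 4) with AAV9-GFP, a log2 fold change of 2.96 (standard error 0.49, adjusted p = 0.039 in edgeR's quasi-likelihood test). The large SD comes from AAV9-Cardinal TAC replicate 1 at 93.9 CPM, whereas the other 3 mice of that group lay between 18.3 and 20.6 CPM, all above the highest AAV9-GFP TAC mouse at 7.24 CPM. With each mouse left out in turn, the log2 fold change ranged from 2.55 to 2.82 in sham hearts and from 2.00 to 3.22 in TAC hearts. TAC itself did not change Cardinal detectably, with a log2 fold change of 0.033 (standard error 0.53) in AAV9-GFP hearts and 0.30 (standard error 0.43) in AAV9-Cardinal hearts, where edgeR's adjusted p was 0.98 and 0.76. The direction was not settled. With each mouse left out in turn, the change ranged from -0.22 to 0.16 in AAV9-GFP hearts. In AAV9-Cardinal hearts it ranged from -0.67, without AAV9-Cardinal TAC replicate 1, to 0.53.

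**Figure D1:**
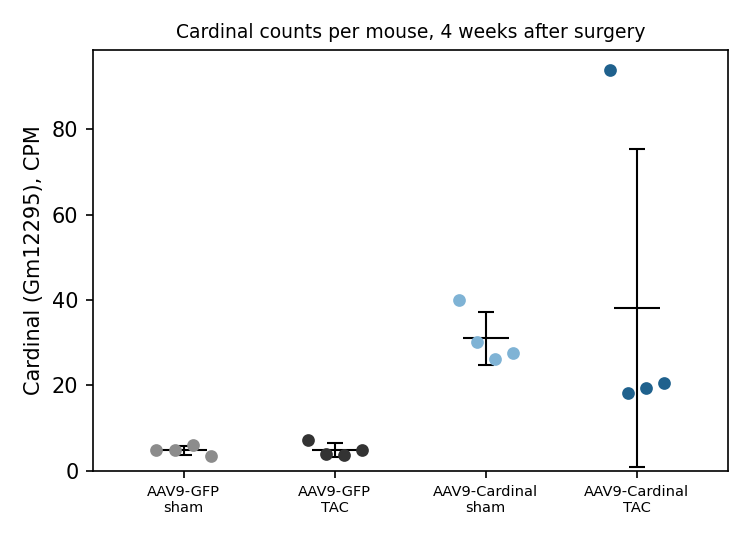
Cardinal (Gm12295) in CPM on the vertical axis for each of the 16 mice (points), by virus and surgery, with the mean and SD of each group (bars). The 8 AAV9-Cardinal mice lie between 18.3 and 93.9 CPM and the 8 AAV9-GFP mice between 3.42 and 7.24 CPM.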

We performed RT-qPCR to confirm the sustained overexpression of *Cardinal* throughout adulthood (Figure 5B). Cardiac-specific *Cardinal* overexpression did not result in an overt phenotype under normal physiological conditions. However, while the control mice developed pathological cardiac hypertrophy 4 weeks after TAC surgery, cardiomyocyte-specific overexpression of *Cardinal* suppressed these changes (Figure 5, C–K, and Supplemental Figure 10). 

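In sham hearts, 2 of the 16857 tested genes differed between AAV9-Cardinal and AAV9-GFP at an adjusted p under 0.05, 1 higher and 1 lower with AAV9-Cardinal. At an unadjusted p under 0.05 there were 437 genes, where chance alone gives 843. The 4 mice of each group did not overlap for 398 genes (2.36% of those tested), and chance gives 2.86%. Among the alternatives, DESeq2 moved this result most, to 4 genes. With only the 8 sham mice in the fit there were again 2 genes, but only 1 of them was the same. The gene that was higher, Bub1b, had 0 counts in all 4 AAV9-GFP sham mice and between 10 and 29 counts in the AAV9-Cardinal sham mice. This is at least 6.84-fold higher against the floor of 3 counts. Counts of 0 in some mice and at least 10 in all others occurred for 147 tested genes, against 4 in simulated counts. The difference in Bub1b is therefore uncertain. It was also not called in 2 of the 6 alternatives that tested it, with an edgeR adjusted p of up to 0.17. The gene that was lower, the pseudogene Gm15459, had 41.8 ± 11.0 CPM (SD, n = 4) with AAV9-Cardinal and 229 ± 73.3 CPM (SD, n = 4) with AAV9-GFP, but 98.8% of its 50-base stretches also lie in other genes, so its counts are uncertain. The hypertrophy and fibrosis markers of Figure 5J did not differ between the viruses without TAC. The log2 fold change of AAV9-Cardinal against AAV9-GFP in sham hearts was 0.15 (standard error 0.40) for Anp, -0.53 (0.43) for Bnp, -0.083 (0.23) for Acta1, and -0.00042 (0.12) for Fn, and the exact two-sided permutation p was 0.66, 0.51, 0.77 and 1.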

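After TAC, 2934 genes differed from sham in AAV9-GFP hearts (1431 higher and 1503 lower) and 1092 genes in AAV9-Cardinal hearts (522 higher and 570 lower), at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Requiring in addition at least a 2-fold change moved the AAV9-GFP count most, to 385 genes. It left 137 genes in AAV9-Cardinal hearts, which was not the lowest count there over the alternatives. With each mouse left out in turn, the count ranged from 1962 to 3072 in AAV9-GFP hearts and from 384 to 1436 in AAV9-Cardinal hearts. Both lists shared 751 genes, all changed in the same direction. Of the 2183 genes called only in AAV9-GFP hearts, 1948 moved in the same direction in AAV9-Cardinal hearts. Called genes with a mean of at least 1 CPM in the higher group and no overlap between the mice were ranked by fitted log2 fold change. The 5 largest changes in AAV9-GFP hearts were in Bub1b, Ngef, Serpinb1c, Cnmd and Acta1. Bub1b was at least 10.4-fold higher against the floor of 3 counts, but this rests on its uncertain 0 counts in AAV9-GFP sham mice. In AAV9-Cardinal hearts its log2 fold change with TAC was 0.010. Ngef rose from 0.047 ± 0.095 to 1.05 ± 0.28 CPM (SD, n = 4) and Serpinb1c from 0.12 ± 0.14 to 2.28 ± 0.91 CPM. Cnmd fell from 1.15 ± 0.43 to 0.054 ± 0.11 CPM, and Acta1 had a log2 fold change of 4.22 (standard error 0.26). The lower means of Ngef, Serpinb1c and Cnmd lie under the floor of 0.137 CPM, so their place in the ranking is uncertain. In AAV9-Cardinal hearts the 5 largest changes included the pseudogene Gm18342, at least 6.98-fold higher but with 50.1% of its 50-base stretches in other genes. They also included Lman1l, which rose from 0.12 ± 0.25 to 1.73 ± 0.31 CPM (SD, n = 4), and Pak3, which rose from 0.12 ± 0.092 to 1.07 ± 0.97 CPM. The lower means of Lman1l and Pak3 are under the floor as well. Acta1 was among them with a log2 fold change of 2.86 (standard error 0.24). To compare the size of the response between the viruses, each mouse was given a TAC response score. The score is the mean log2 CPM of the 1905 genes raised by TAC minus that of the 1983 genes lowered by TAC, with the genes chosen on the average TAC effect over both viruses so that neither was favored. It rose from -1.001 ± 0.082 (SD, n = 4) to 0.012 ± 0.19 (SD, n = 4) in AAV9-GFP hearts and from -1.04 ± 0.058 (SD, n = 4) to -0.29 ± 0.10 (SD, n = 4) in AAV9-Cardinal hearts. The rise with AAV9-Cardinal was 74.1% of that with AAV9-GFP. The TAC groups differed by -0.30, which did not pass the threshold (exact two-sided permutation test of 70 labelings, p = 0.086). The sham groups differed by -0.036 (exact permutation p = 0.54). Tested directly, the TAC response itself differed by -0.26 between the viruses (exact permutation p = 0.11), and gene by gene it differed for 2 genes, Bub1b and Gm15459, or for 137 with DESeq2. The alternative that moved the score difference most took the score genes from the AAV9-GFP hearts alone, a choice that favors a smaller response with AAV9-Cardinal, and gave -0.50 (exact permutation p = 0.029). Score genes at an adjusted p under 0.01 over both viruses gave -0.37 (exact permutation p = 0.029). Over all 7 alternatives the difference lay between -0.50 and -0.23 (exact permutation p 0.029 to 0.086). With each mouse left out in turn it was between -0.38 and -0.19 (exact permutation p 0.029 to 0.2, and 0.029 in 7 of the 16 fits). Comparing the viruses directly in TAC hearts, 17 genes differed, 4 higher and 13 lower with AAV9-Cardinal, and 2528 genes had an unadjusted p under 0.05. The number at an adjusted p under 0.05 ranged from 0 to 535 as single mice were left out in turn and was 428 with DESeq2, which called 11 of the 17. By the same rule, the 5 largest changes were in Cardinal itself, Thbs4 (log2 fold change -1.67), Gdf6 (-1.51), Acta1 and Gm17228 (-1.32), a pseudogene that shares 50-base stretches with Acta1. Across the tested genes, which are not independent replicates, the log2 fold change between the viruses was related to GC content with a Spearman rho of -0.23. With an offset for GC content, added after the data had been seen, rho was -0.015 and 14 of the 17 genes were still called. The paper's text names no RNA-Seq result for these hearts. From the ventricular weight, heart and cardiomyocyte size, fibrosis, marker expression and cardiac function in Figure 5, C–K, the paper concludes that Cardinal overexpression has potential for treating hypertrophy caused by pressure overload.

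**Figure D2:**
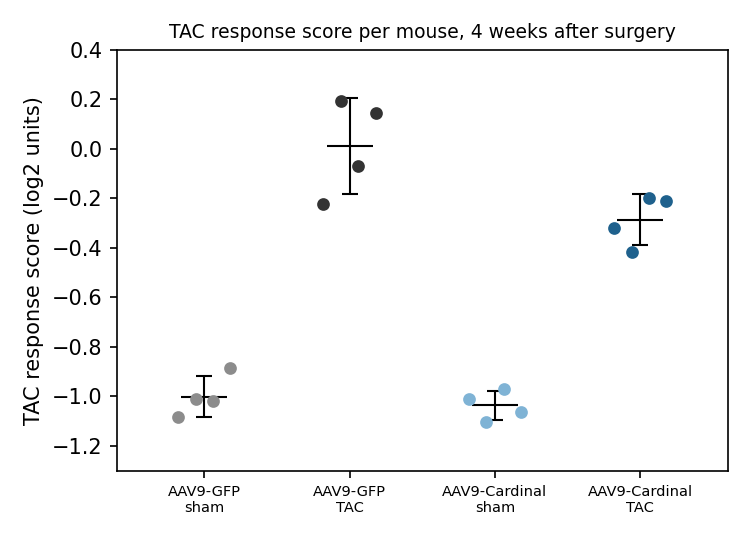
TAC response score in log2 units on the vertical axis for each of the 16 mice (points), by virus and surgery, with the mean and SD of each group (bars). The AAV9-Cardinal TAC mice lie between -0.42 and -0.20 and overlap the AAV9-GFP TAC mice, which lie between -0.22 and 0.19.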

Compared with the AAV9-*GFP* TAC group, *Cardinal*-overexpressing mice had a decrease in the ventricular weight/body weight ratio (Figure 5C), a smaller heart size (Figure 5, D and E), a reduced cardiomyocyte cross-sectional area (Figure 5, F and G), a decreased fibrotic area (Figure 5, H and I), lower expression levels of the hypertrophic markers *Anp*, *Bnp*, *Acta1*, and the fibrosis marker fibronectin (*Fn*) (Figure 5J), and improved cardiac function (Figure 5K and Supplemental Table 4). These data demonstrate the potential of *CARDINAL* overexpression in treating pressure overload–induced cardiac hypertrophy.

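The 4 marker transcripts of Figure 5J were read from the same counts. Anp (Nppa, chromosome 4 of GRCm38, 148000722 to 148002079) was at 734 ± 456 CPM (SD, n = 4) in AAV9-GFP TAC hearts and 259 ± 96.3 CPM (SD, n = 4) in AAV9-Cardinal TAC hearts, a log2 fold change of -1.50 (standard error 0.40, adjusted p = 0.10 in edgeR's quasi-likelihood test). All AAV9-Cardinal TAC mice were below all AAV9-GFP TAC mice (exact two-sided permutation p = 0.029). The antisense gene Gm13054 covers 53.4% of the Nppa transcript, and whether the counting used strand is not stated. Bnp (Nppb, chromosome 4, 147985788 to 147987205) was at 291 ± 111 and 204 ± 53.6 CPM (SD, n = 4 each), a log2 fold change of -0.52 (standard error 0.41) that was within the spread between mice (exact permutation p = 0.29). Acta1 (chromosome 8, 123891769 to 123894751, with 2.02% of its 50-base stretches also in other genes) was at 2324 ± 321 and 858 ± 349 CPM (SD, n = 4 each), a log2 fold change of -1.44 (standard error 0.23, edgeR adjusted p = 0.039) with no overlap between the mice. Fn (Fn1, chromosome 1, 71585520 to 71653200, with 2.51% shared) was at 61.7 ± 7.75 and 44.5 ± 8.16 CPM (SD, n = 4 each), a log2 fold change of -0.47 (standard error 0.12, edgeR adjusted p = 0.098, exact permutation p = 0.057). Adjusted over Cardinal and these 4 transcripts alone, a list of 5 fixed in advance, edgeR's p was 0.0023 for Anp, 0.23 for Bnp, 5.1e-05 for Acta1, and 0.0022 for Fn. Relative to AAV9-GFP sham hearts, TAC had raised Anp by 3.58, Bnp by 1.96 and Fn by 0.73 on the log2 scale in AAV9-GFP hearts, with an edgeR adjusted p of 8.1e-05, 0.0057 and 8.5e-04. In AAV9-Cardinal hearts the corresponding changes were 1.92, 1.97 and 0.26, with an edgeR adjusted p of 0.014, 0.017 and 0.23. The difference between the viruses in the TAC response was not past the threshold for any of the 4 transcripts among all tested genes, with an edgeR adjusted p of 0.36 for Anp, 0.998 for Bnp, 0.30 for Acta1 and 0.38 for Fn. Adjusted over the same list of 5, a step added after the results were seen, edgeR's p for this difference was 0.025 for Anp, 0.98 for Bnp, 0.0040 for Acta1 and 0.025 for Fn. With each mouse left out in turn, the Acta1 change in TAC hearts stayed between -1.75 and -1.28, and its edgeR adjusted p was above 0.05 in 11 of the 16 fits.

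**Figure D3:**
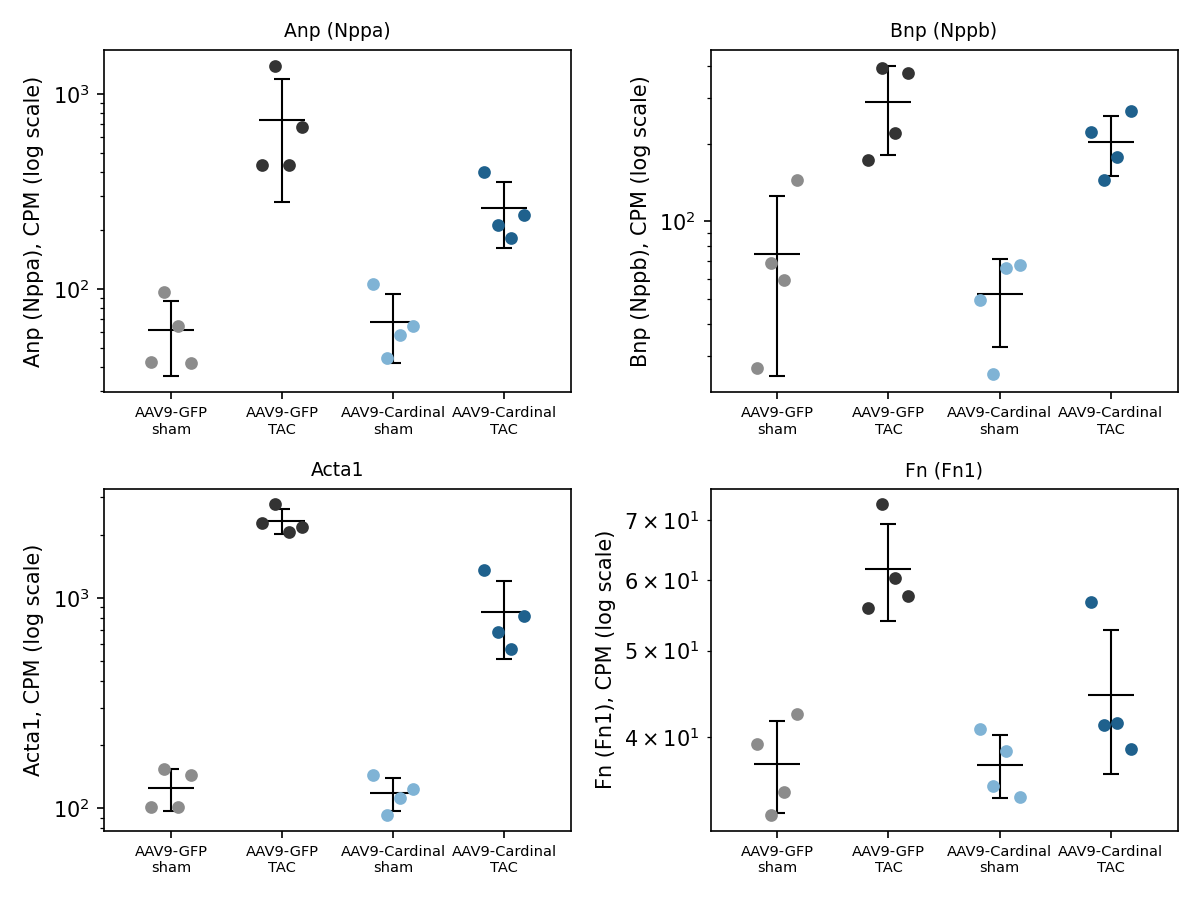
Anp, Bnp, Acta1 and Fn in CPM on a log scale for each of the 16 mice (points), by virus and surgery, with the mean and SD of each group (bars). Acta1 lies between 571 and 1359 CPM in the AAV9-Cardinal TAC mice and between 2049 and 2785 CPM in the AAV9-GFP TAC mice, while Bnp overlaps between them.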

To further evaluate the effect of *CARDINAL* on cardiomyocyte hypertrophy, we used an in vitro cardiomyocyte hypertrophy model. PE stimulation led to increased cardiomyocyte size in NRVCs, which was suppressed upon Ad-*Cardinal* treatment (Figure 5, L and M). PE-induced expression of the hypertrophic markers *Anp*, *Bnp*, and *Acta1* was also repressed by *Cardinal* (Figure 5N). Together, the in vivo and in vitro data indicate the potential of *CARDINAL* overexpression for the attenuation of cardiomyocyte hypertrophy.

### CARDINAL interacts with the translational regulator DRG1.

We hypothesized that *CARDINAL* functions by interacting with proteins associated with the ribosome and influencing protein translation. In order to understand the molecular mechanism of *CARDINAL* function and to identity its interacting proteins, we performed RNA pull-down experiments, followed by mass spectrometry. We performed these experiments in 3 independent conditions/settings to increase the specificity (Figure 6A). We used an in vitro–transcribed *Cardinal* probe labeled with biotin to pull down proteins from adult mouse hearts (set 1). Likewise, we used an in vitro–transcribed *Cardinal* probe labeled with biotin to pull down proteins from neonatal mouse hearts (set 2). And finally, we used a biotin-labeled DNA probe complementary to *Cardinal* to pull down proteins from a lysate of HL-1 cells (set 3). These 3 approaches yielded a single shared protein, DRG1 (Figure 6B and Supplemental Tables 5–8).

DRG1 has been implicated in a variety of biological functions, including an association with the polysome to regulate protein translation (45, 46). We verified the interaction of *Cardinal* and DRG1 using RNA immunoprecipitation (RIP) followed by RT-qPCR (Figure 6C). Additionally, we performed RNA pull-down followed by Western blotting to confirm the interaction between *Cardinal* and DRG1 (Figure 6D). Endogenous DRG1 RIP in HL-1 cells also resulted in *Cardinal* enrichment (Figure 6E). As a control, the *Cardinal* antisense (*Cardinal-as*) and an unrelated lncRNA, Linc-p21, did not interact with DRG1 (Figure 6C and Supplemental Figure 11, A and B). Interestingly, a recent study found that DRG1 suppresses ribosomal stalling on mRNA, therefore promoting efficient translation (46). To better understand the function and mechanism of DRG1 in cardiomyocytes, we performed DRG1 protein pull-down in neonatal cardiomyocytes, followed by mass spectrometry. Proteins enriched in precipitate pulled down by DRG1 compared with the negative control were considered DRG1-interacting proteins; a known DRG1 partner, DFRP1, was pulled down by DRG1 but not the negative control, demonstrating the efficacy of the assay (Supplemental Table 9).

We found that a large subset of DRG1-interacting proteins were ribosome-associated components (Supplemental Figure 11, C and D and Supplemental Table 9). Although this result provides further support that DRG1 may mediate ribosome activity and protein translation in the heart, ribosomal proteins are a common contaminant in IP tandem mass spectrometry (IP-MS/MS) studies. The control construct (Ad-GFP) was included for comparison to ensure the specificity of the interaction of these proteins with DRG1. In addition, we found that during cardiac hypertrophy induced by TAC surgery, there was a dramatic increase in the ribosome footprints near the start codon of *Myh7*, a transcript expressed in the ventricular wall that is dramatically induced during cardiac hypertrophy (Figure 6F). These results suggest that regulation of ribosome stalling is a possible mechanism for the translational changes observed during cardiac hypertrophy.

To directly test the function of DRG1 during translation, *Drg1* was knocked down in HL-1 cardiomyocytes and observed a decrease in protein translation (Figure 6, G and H). We also determined that *Drg1* knockdown suppressed the PE-induced increase in the translation rate in NRVCs (Figure 6, I and J), resulting in reduced cardiomyocyte size and decreased expression of the hypertrophic markers *Anp* and *Bnp* (Figure 6, K–M). On the basis of these results, we propose a role for DRG1 in cardiac hypertrophy: specifically, our data support a model in which the lncRNA *CARDINAL* and the ribosomal protein DRG1 interact to regulate protein translation during cardiac hypertrophy.

These data suggested that *CARDINAL* might regulate ribosome stalling in cardiac hypertrophy. Previously, multiple conserved amino acid motifs have been reported to be tightly associated with the occurrence of ribosome stalling (47). When we compared the upregulated proteins with the other proteins identified by the mass spectrometry analyses, stalling motifs were enriched in upregulated proteins both in terms of motif categories and motif numbers (Figure 6, N and O). The results suggested that loss of *CARDINAL* led to suppression of ribosome stalling.

Next, we asked why the translation of proteins related to “actin filament organization” were specifically enhanced. A similar analysis of stalling motifs showed that they were enriched in “actin filament organization” proteins both in terms of motif categories and motif numbers (Figure 6, P and Q). These results further suggested that translation of “actin filament organization” proteins were more likely affected by ribosome stalling and, therefore, that more translation of “actin filament organization” genes occurred in *Cardinal*-KO stressed hearts as a result of the suppression of ribosome stalling via DRG1.

### CARDINAL destabilizes DRG1 by preventing its interaction with DFRP1.

To better understand the molecular mechanisms underlying the observed *CARDINAL*-DRG1 interaction and their function in cardiac hypertrophy, we further examined the expression and function of DRG1 protein in hypertrophic cardiomyocytes. In NRVCs, PE treatment increased the amount of DRG1 protein, which was attenuated by *Cardinal* overexpression (Figure 7, A and B). However, *Cardinal* overexpression did not affect the mRNA level of *Drg1* transcripts (Figure 7C). DRG1 protein levels were also increased in TAC-stressed hearts and further increased in *Cardinal*-KO hearts after the TAC procedure (Figure 7, D and E). As with the PE treatment, there was no observed change in *Drg1* mRNA levels in *Cardinal*-KO hearts when compared with the control (Figure 7F). In contrast, *Cardinal* overexpression in cardiomyocytes suppressed the increase in DRG1 protein expression in the TAC-stressed heart (Figure 7, G and H). These data revealed an inverse correlation between the expression pattern of the *Cardinal* transcript and DRG1 protein levels in cardiomyocytes in response to stress.

DFRP1 is an interacting partner of DRG1, which stabilizes DRG1 protein via their direct interaction (48). We first tested whether changes in DRG1 protein levels resulted from changes in DFRP1 protein levels. However, we found that *Cardinal* KO or overexpression did not result in obvious changes in DFRP1 levels after either sham or TAC surgery (Figure 7G and Supplemental Figure 12, A–C). Therefore, we hypothesized that *CARDINAL* downregulates DRG1 protein levels by interfering with its interaction with DFRP1. We first validated the interaction between DRG1 and DFRP1 by both exogenous and endogenous co-IP (Figure 7, I and J). Overexpression of *Dfrp1* increased the amount of DRG1 protein (Figure 7K), consistent with a previous report showing that DFRP1 stabilizes DRG1 protein (48). As expected, *Cardinal* overexpression inhibited the effect of DFRP1 on DRG1 protein levels in a dose-dependent manner (Figure 7K), but it did not affect DRG1 protein levels in the absence of DFRP1 (Supplemental Figure 12D). Next, we tested the effect of *Cardinal* on the interaction between DRG1 and DFRP1 by co-IP and demonstrated that co-IP in the presence of *Cardinal* attenuated the interaction between DRG1 and DFRP1 proteins (Figure 7L). As a control, overexpression of *Cardinal-as* did not affect DRG1-DFRP1 interaction (Supplemental Figure 12E). We further tested this finding using endogenous co-IP. We induced stable knockdown of *Cardinal* in HL-1 cells (Figure 7M). With lower *Cardinal* expression, the interaction between DRG1 and DFRP1 became stronger (Figure 7N). In order to test whether DRG1 is required for *CARDINAL* to influence protein translation and cardiac hypertrophy, we assessed its activity upon *Drg1* knockdown. Both *Cardinal* overexpression and *Drg1* knockdown decreased protein translation in NRVCs under treatment with PE (Figure 7, O and P). However, *Cardinal* overexpression in conjunction with *Drg1* knockdown did not further inhibit translation (Figure 7, O and P). This result supports a model for the inhibition of protein translation by *CARDINAL* through the downregulation of DRG1 protein levels.

## Discussion

Here, we report the function of the cardiac-specific lncRNA *CARDINAL* in cardiac hypertrophy and protein translation. We found that *CARDINAL* modulated the process of translation and cardiac hypertrophy in response to stress by restraining the level and function of the translation regulator DRG1. We further demonstrated that the levels of DRG1 protein and its interaction with DFRP1 were increased under pathophysiological stress conditions; as a result, translational elongation was enhanced, increasing overall protein translation and inducing cardiac hypertrophy. Genetic deletion of *Cardinal* facilitated a more stable formation of the DRG1-DFRP1 complex, enhanced protein translation, and thereby increased cardiac hypertrophy. Our data reveal that the lncRNA *CARDINAL* regulated hypertrophic remodeling primarily under stress conditions (Figure 8, A–C). These findings further support the view that many lncRNAs are not essential for normal development or physiological function; instead, they are critical regulators for stress responses.

Translation enhancement is one of the distinct features of cardiac hypertrophy (4), and modulating this biological process is effective in suppressing cardiac hypertrophy (9–11). However, as translation is a basic cellular function in all cell types, organism-wide inhibition of translation leads to serious side effects. The fact that the heart has one of the lowest protein synthesis rates among different tissues compounds the problem (49). The harmful influence of inhibiting translation globally would outweigh any beneficial effect observed in a single tissue or cell type. Since many lncRNAs have higher tissue specificity than protein coding genes, a cardiac-specific lncRNA with the ability to regulate ribosomal activity could facilitate a targeted therapy to treat cardiac hypertrophy.

Since lncRNAs do not have protein-coding potential, they were not originally expected to be associated with the ribosome or to participate in protein translation. However, multiple translatomics techniques, including Ribo-Seq (19, 31), translating ribosome affinity purification–sequencing (TRAP-Seq) (21), and RNA-Seq of polysome fractions from polysome profiling (25, 50), indicated that this was not the case and association was common; however, the biological implications of this association were not immediately understood (19). In this study, we identified a cardiac-specific, ribosome-associated lncRNA, *CARDINAL*, that influences protein translation. We provide evidence that this ribosome-associated lncRNA can affect ribosomal function and protein translation and, in turn, alter the severity of cardiac hypertrophy. Our study describes a promising therapeutic target for translation-based therapy of heart failure and also emphasizes the potential translation-regulatory role of ribosome-associated lncRNAs.

*CARDINAL* was previously identified by Anderson et al. and described to have a role in transcriptional regulation (22). They demonstrated that *CARDINAL* functioned in the nucleus by interacting with SRF. The investigators also demonstrated that the *Cardinal* KO exacerbated systolic dysfunction after myocardial infarction. While our data also confirmed the nuclear localization of *Cardinal*, we found that it was more highly abundant in the cytoplasm of cardiomyocytes. We then demonstrated an interaction between *CARDINAL* and the ribosome in the cytoplasmic compartment. Therefore, it appears that both nuclear and cytoplasmic *CARDINAL* are functional, although each likely acts using a different mechanism. The present study reveals an important function for *CARDINAL* in altering ribosomal function and, consequently, cardiac hypertrophy.

The first report describing DRG1 was published over 30 years ago (51). The most established feature of DRG1 is its association with the ribosome (48, 52). However, its molecular role in protein synthesis was not known until a recent study was published describing its function in yeast (46); the authors found that the attachment of DRG1 to ribosomes promoted efficient translation by suppressing ribosome stalling (46). When a translating ribosome meets a stall signal on a mRNA, it transforms into an “unproductive” conformation (53). The authors proposed that the binding of DRG1 stabilized the ribosome in a “productive” conformation that was competent to proceed further in the elongation cycle (46). Our study linked DRG1 to cardiac hypertrophy and demonstrated that the upregulation of DRG1 protein was, at least partially, responsible for the enhancement of translation observed during cardiac hypertrophy. It also functioned as a downstream target of *CARDINAL* in the regulation of ribosomal function. These data demonstrate that the ribosome is a highly dynamic organelle that is regulated by a complex network, especially during the development of cardiac hypertrophy. However, the details regarding the mechanism of *CARDINAL* function in ribosome stalling still need further elucidation. It will also be interesting to explore whether the suppression of ribosome stalling in *Cardinal*-KO hearts leads to compromised protein quality control.

In summary, our study identified a cardiac-specific, ribosome-associated lncRNA (*CARDINAL*). *CARDINAL* suppressed the increase in translation observed during cardiac hypertrophy and the associated pathology, and it suppressed the upregulation of DRG1 protein levels during cardiac hypertrophy by preventing its interaction with its stabilizing partner DFRP1. This study highlights an important role for this lncRNA in the protein translation of cardiomyocytes and provides a feasible therapeutic target to treat cardiac hypertrophy by specifically modulating ribosomal function in the heart.

## Methods

### Sex as a biological variable.

For experiments involving humans, our study examined tissue from both men and women, and similar findings are reported for both sexes. For experiments involving mice, our study examined only male animals, since they exhibited less variability in phenotype.

### Human samples.

Left ventricular (LV) tissues were collected from patients with dilated cardiomyopathy (DCM) during heart transplantation performed in the First Affiliated Hospital of Sun Yat-sen University. When diseased hearts were removed from patients, a piece of LV tissue was dissected and snap-frozen in liquid nitrogen. LV tissue from donors who died for noncardiac reasons were used as a control.

### Animal models.

Cardiac hypertrophy was induced by transverse aortic constriction (TAC) surgery as described previously (54). Mice with a body weight of 25–30 g were anesthetized with isoflurane (3%–4% isoflurane for induction, 1%–2% isoflurane for maintenance). The chest was shaved and disinfected with alcohol. The chest was opened by left second intercostal thoracotomy. A 26 gauge needle was placed onto the ascending aorta. The needle and the ascending aorta were tightly ligated together using a 7-0 nylon suture at the transverse aorta, and the 26 gauge needle was removed immediately after ligation. In the sham operation, all procedures were the same except that no ligation was performed. The dissected intercostal space and chest skin were closed using a 6-0 silk suture. The surgeon was blinded to the mouse genotypes. Cardiac hypertrophy was assessed 4 weeks after surgery. *CnA*-Tg mice [Tg(Myh6-Ppp3ca)37Eno/J], were obtained from The Jackson Laboratory (strain no. 009075). In this strain, the Myh6 promoter drives expression of a constitutively active calcineurin A (Ppp3ca) cDNA in cardiomyocytes, serving as another model for cardiac hypertrophy.

### Statistics.

The mean and SD are presented for each measurement unless otherwise stated. Normality of data was evaluated by the Shapiro-Wilk test where warranted. For comparison between 2 groups, a 2-tailed Student’s *t* test was performed if the variable followed normal distribution, whereas a Mann-Whitney *U* test was performed if it did not follow a normal distribution. For comparisons among multiple groups, either 1-way or 2-way (if there were 2 factor levels) ANOVA was performed for variables with normal distribution, otherwise a Kruskal-Wallis H test was performed. For pairwise comparisons, post hoc tests were performed with Tukey’s correction. *P* values of less than 0.05 were considered statistically significant.

### Study approval.

All animal experiments were approved by Independent Ethics Committee for Clinical Research and Animal Trials of the First Affiliated Hospital of Sun Yat-sen University (protocol [2019]018) and the IACUCs of Boston Children’s Hospital (protocol 18-08-3759R) and the University of South Florida (protocol IS00009392). All procedures conformed to the 1964 Declaration of Helsinki and its later amendments or comparable ethics standards and were approved by the Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University, Guangzhou, China.

The detailed experimental methods are available in Supplemental Methods. Sequences of primers used in this study for RT-qPCR are summarized in Supplemental Table 10.

### Data availability.

Supporting data values associated with the graphs in the main manuscript and the supplemental material are provided in the Supporting Data Values file. Values for each figure are presented in separate tabs. Next-generation sequencing data generated in this study have been deposited in the Genome Sequence Archive (GSA) in National Genomics Data Center (NGDC) of the Chinese Academy of Sciences (https://ngdc.cncb.ac.cn/gsa; GSA accession: CRA014575) for Ribo-Seq and in the NCBI’s Gene Expression Omnibus (GEO) database (GEO accession: GSE210985) for RNA-Seq.

## Author contributions

ZPH, DZW, and JH conceived the project, designed, and analyzed the experiments, and wrote the manuscript. XH, TY, and YWL performed molecular biology experiments and collected most of the data. HZ, TL, and YY contributed to human sample acquisition and Western blot analysis. GD and QM performed transverse aortic constriction surgery and collected mouse heart samples. CL contributed to echocardiographic data acquisition and analysis. MZ and ZL contributed to histological and immunofluorescence data acquisition and analysis. GW contributed to bioinformatics analyses of deep-sequencing data. HC, WP, YD, and JO supervised the *Cardinal*-KO mice generation and surgery. HC, WTP, YD, JO, and JDM reviewed and edited the manuscript. The determination of the order of the names of the co–first authors was made on the basis of each individual’s contribution to the figures and writing of the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
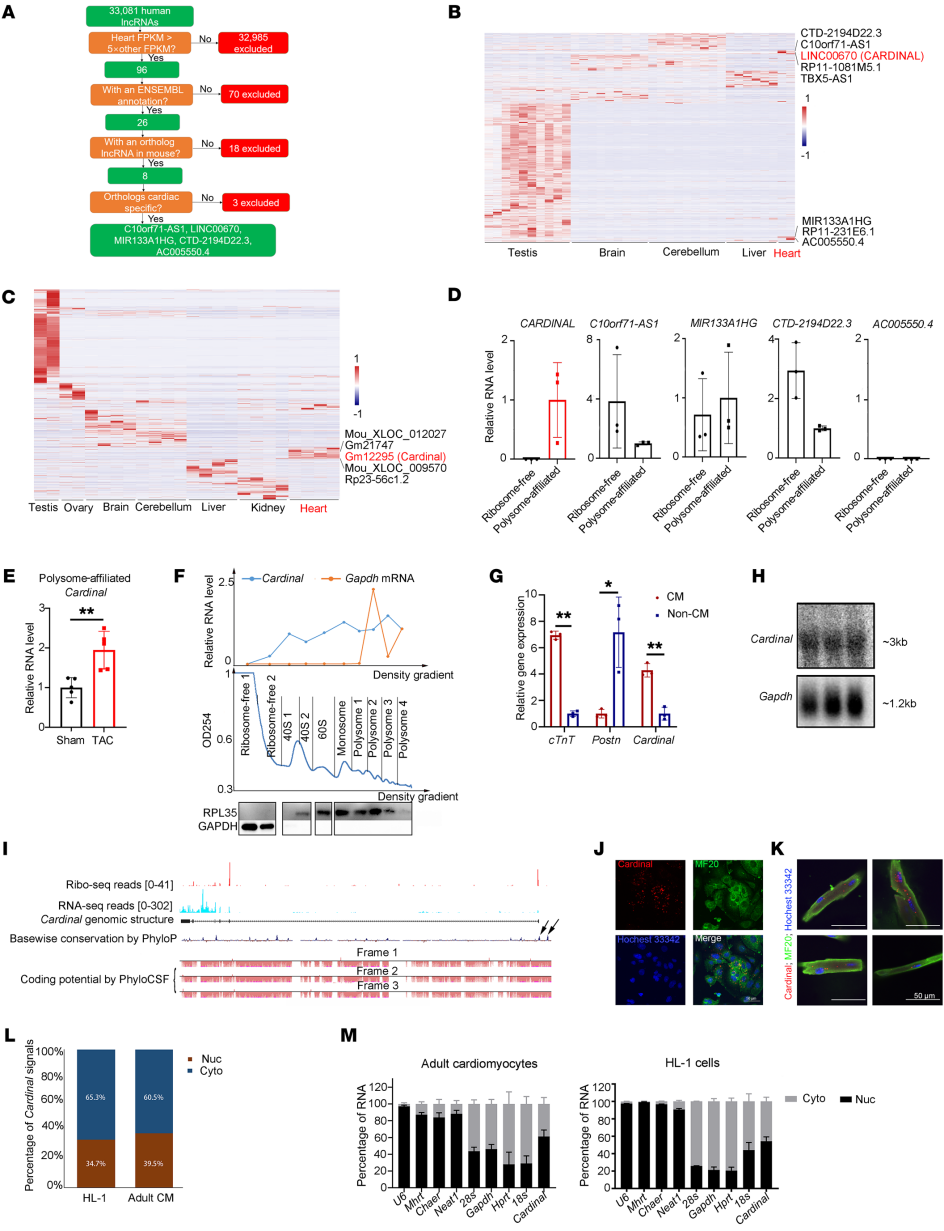
Identification of *CARDINAL* by screening for cardiac-specific, ribosome-associated lncRNAs. (**A**) Flow chart of screening for cardiac-specific lncRNAs in a human multiorgan RNA-Seq database (https://apps.kaessmannlab.org/lncRNA_app). (**B**) Heatmap showing the cardiac specificity of candidate human lncRNAs identified in **A**. (**C**) Heatmap showing the cardiac specificity of mouse orthologs of candidate lncRNAs. (**D**) Relative expression level of 5 lncRNA candidates detected by RNA-Seq in ribosome-free fraction and a polysome fraction following polysome profiling in hESC-CMs (SRP150416) (*n* = 3 for each group). (**E**) Relative expression levels of *Cardinal* in polysome fractions of mouse hearts after sham or TAC surgery (GSE131296) (*n* = 5 for each group). (**F**) Polysome profiling of HL-1 cells and results of RT-qPCR and Western blotting with different fractions. (**G**) Relative expression levels of *Cardinal* in different cell types in hearts, detected by RT-qPCR (*n* = 3 for each group). (**H**) Northern blotting of endogenous *Cardinal* from adult mouse hearts. *Gapdh* serves as a control for loading. (**I**) Genomic structure of *Cardinal* with Ribo-Seq and RNA-Seq read coverage, basewise conservation calculated by PhyloP, and coding potential calculated by PhyloCSF. Black arrows indicate 2 conserved promoter regions. Tracks of Ribo-Seq and RNA-Seq read coverage were obtained from the Hubner Laboratory (http://shiny.mdc-berlin.de/cardiac-translatome/). Tracks of basewise conservation and coding potential were obtained from the UCSC genome browser (https://genome.ucsc.edu/). (**J**) Single-molecule RNA-FISH of *Cardinal* in HL-1 cells. (**K**) Single-molecule RNA-FISH in cardiomyocytes from adult mice. (**L**) Quantification of *Cardinal* RNA-FISH signals in the nucleus (Nuc) and cytoplasm (Cyto) in at least 100 randomly selected adult cardiomyocytes (CM) and HL-1 cells. (**M**) Relative amount of *Cardinal* in the nucleus versus the cytoplasm detected by RT-qPCR following nucleus/cytoplasm fractionation in adult cardiomyocytes and HL-1 cells (*n* = 3 for each group). *P < 0.05 and **P < 0.01, by 2-tailed Student’s *t* test (**E** and **G**). Scale bars: 50 μm (**J** and **K**). Cyto, cytoplasm; Nuc, nucleus.

**Figure 2:**
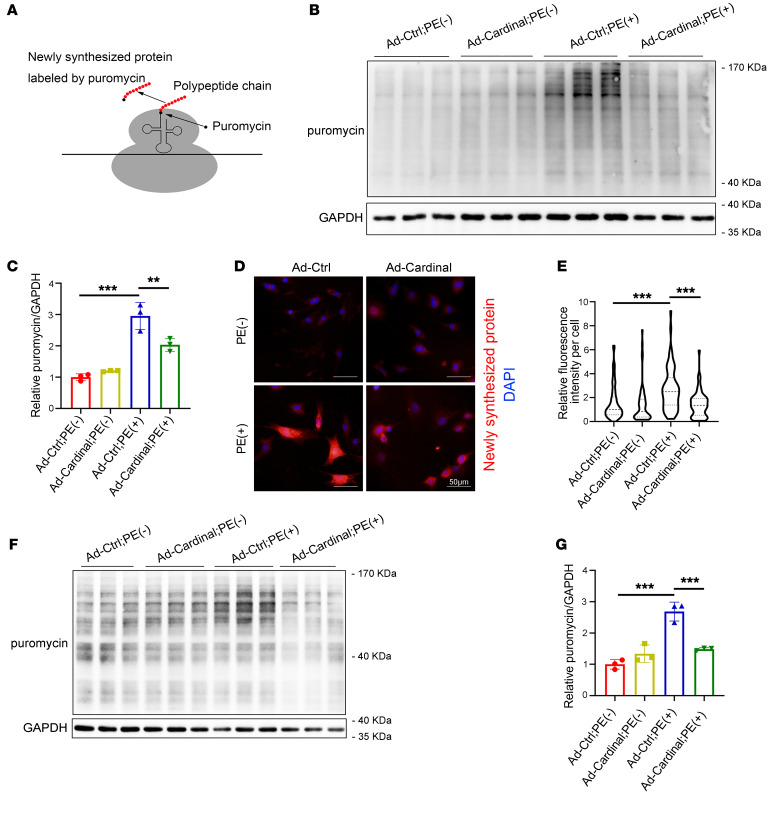
*CARDINAL* modulation alters translation. (**A**) Rationale of the SUnSET measurement. (**B**) Western blot and (**C**) quantification of puromycin-incorporated protein in NRVCs infected with control virus or Ad-*Cardinal* and treated by culture medium with or without PE (50 μM) for 24 hours. Cells were treated with 1 μM puromycin for 30 minutes before harvesting (*n* = 3 for each group). (**D**) Immunofluorescence images (scale bars: 50 μm) and (**E**) fluorescence intensity quantification of NRVCs infected with control virus or Ad-*Cardinal* and treated in culture medium with or without PE (50 μM) for 24 hours by FUNCAT assay. Newly synthesized protein was labeled by Alexa Fluor 594. Violin plots were generated to show the median, 25th and 75th percentiles. At least 100 cells were measured for quantification in each group. (**F**) Western blot and (**G**) quantification of puromycin-incorporated protein in adult cardiomyocytes infected with control virus or Ad-*Cardinal* and treated in culture medium with or without PE (50 μM) for 24 hours. Cells were treated with 1 μM puromycin for 30 minutes before harvesting (*n* = 3 for each group). **P < 0.01 and ***P < 0.001, by 2-way ANOVA with Tukey’s post hoc test (**C**, **E**, and **G**).

**Figure 3:**
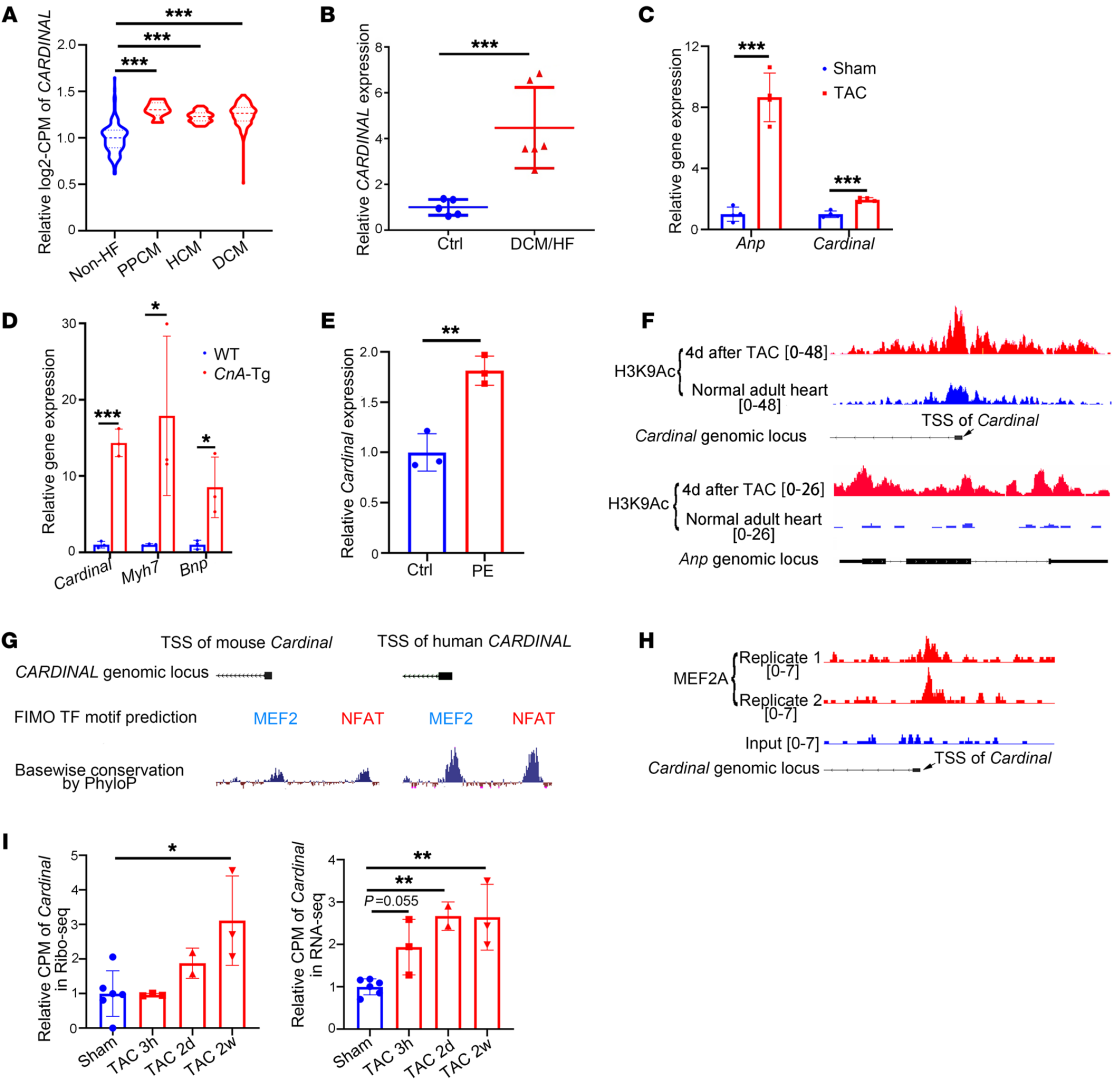
Cardiac hypertrophy upregulates *CARDINAL* and enhances its association with the ribosome. (**A**) RNS-Seq was performed to detect relative expression levels of *CARDINAL* in human heart samples from individuals without heart failure (Non-HF), with peripartum cardiomyopathy (PPCM), hypertrophic cardiomyopathy (HCM), or DCM (GSE141910). Replicate numbers of non-HF, PPCM, HCM, and DCM samples were 166, 6, 28, and 166, respectively. (**B**) Relative expression of *CARDINAL* detected by RT-qPCR in human heart samples from individuals with or without heart failure (HF)/DCM (*n* ≥5 for each group). (**C**) Relative *Anp* and *Cardinal* expression levels detected by RT-qPCR in hearts 2 weeks after sham or TAC surgery (*n* = 4 for each group). (**D**) Relative expression levels of *Cardinal* and the hypertrophic markers *Bnp* and *Myh7* in hearts from WT or *CnA*-Tg mice detected by RT-qPCR (*n* = 3 for each group). (**E**) Relative *Cardinal* expression levels detected by RT-qPCR in isolated adult mouse cardiomyocytes treated in culture medium with or without PE (50 μM) for 24 hours. (*n* = 3 for each group). (**F**) Read coverage of histone H3K9Ac CHIP-Seq near the transcription start sites (TSSs) of *Cardinal* and *Anp* from normal hearts or hearts 4 days after TAC surgery (GSE50637). (**G**) MEF2 and NFAT were predicted to bind the conserved promoter regions of *CARDINAL* in both humans and mice by the software tool Find Individual Motif Occurrences (FIMO). (**H**) Read coverage of MEF2A CHIP-Seq near the TSS of *Cardinal* (GEO GSE124008). (**I**) Ribosome-associated and total *Cardinal* levels detected by Ribo-Seq and RNA-Seq from hearts after sham surgery or 3 hours, 2 days, or 2 weeks after TAC surgery (PRJNA484227). The replicate numbers of sham surgery, 3 hours after TAC (TAC 3h), 2 days after TAC (TAC 2d), and 2 weeks after TAC (TAC 2w) were 6, 3, 2, and 3, respectively. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test (**B**–**E**) or 2-way ANOVA with Tukey’s post hoc test (**A** and **I**).

**Figure 4:**
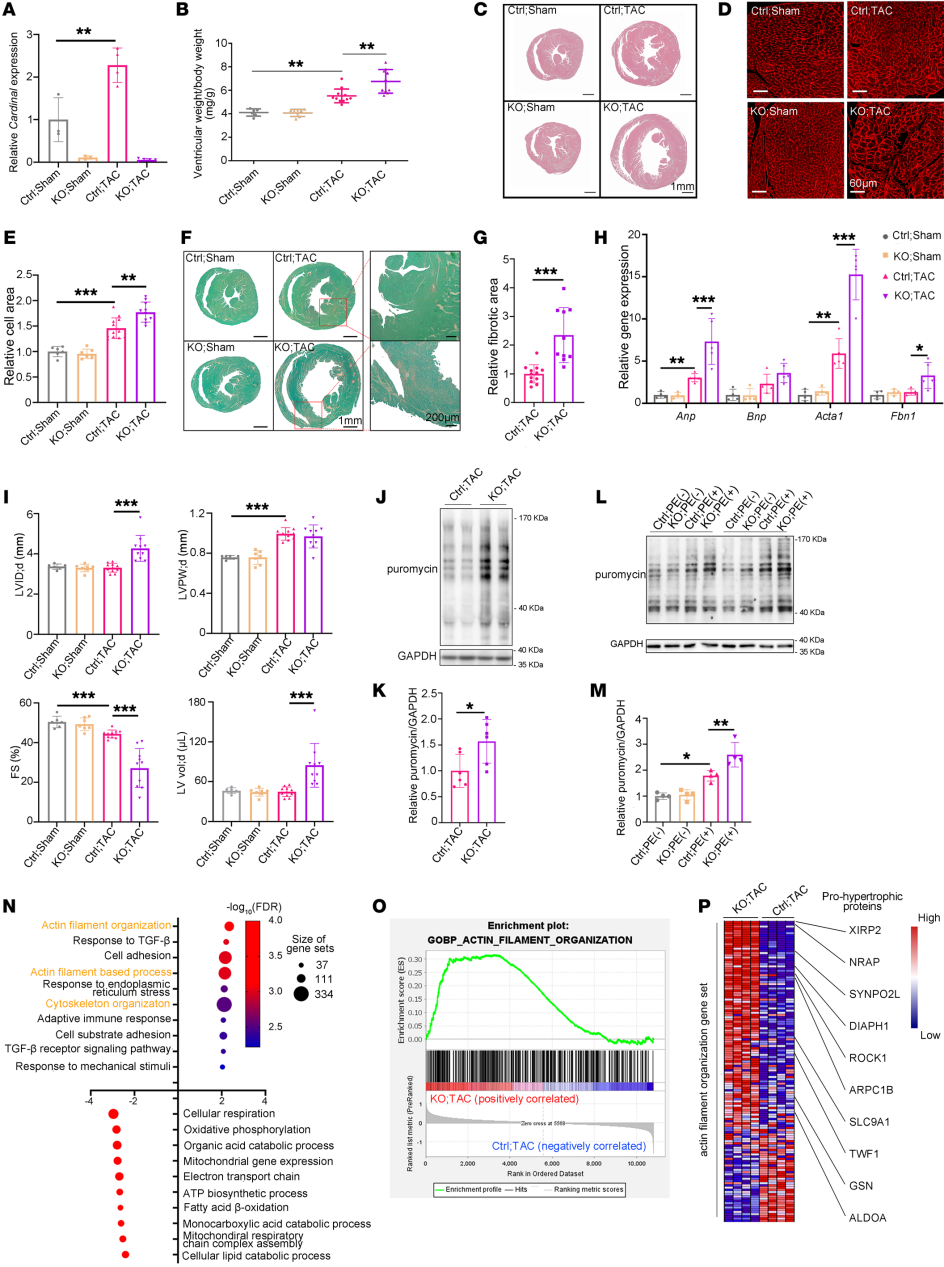
Pressure overload increases cardiac hypertrophy and enhances protein translation in *Cardinal*-KO mice. (**A**) Relative *Cardinal* expression levels detected by RT-qPCR (*n* ≥3 for each group) and (**B**) ventricular weight/body weight ratio (*n* ≥6 for each group). (**C**) H&E staining, (**D**) wheat germ agglutinin (WGA) staining (scale bars: 60 μm), (**E**) relative cardiomyocyte area quantification (*n* ≥6 for each group), (**F**) Picrosirius red/Fast Green staining (scale bars: 1 mm and 200 μm), (**G**) relative fibrosis area quantification (*n* ≥10 for each group) performed on cross sections, (**H**) relative expression levels of hypertrophy and fibrosis markers detected by RT-qPCR (*n* ≥4 for each group), and (**I**) echocardiographic parameters (*n* ≥6 for each group) of hearts from control and *Cardinal*-KO mice 4 weeks after sham or TAC surgery. (**J**) Western blot analysis and (**K**) quantification of puromycin-incorporated protein in hearts from control and *Cardinal*-KO mice 2 weeks after TAC surgery (*n* = 6 for each group). Mice were peritoneally injected with 25 mg/kg puromycin 45 minutes before sacrifice. (**L**) Western blot and (**M**) quantification of puromycin-incorporated protein in adult mouse cardiomyocytes from control or *Cardinal*-KO mice treated in culture medium with or without PE (50 μM) for 24 hours. Cells were treated with 1 μM puromycin for 30 minutes before harvesting (*n* = 4 for each group). (**N**) Summary of the GSEA results. Proteomic changes in hearts from KO TAC versus Ctrl TAC by GSEA using the gene sets from the Gene Ontology Biological Process. (**O**) Enrichment plot of the gene set “actin filament organization” generated by GSEA with translatomic alterations in hearts from KO TAC versus Ctrl TAC mice. (**P**) Heatmap showing proteomic changes in the “actin filament organization” gene set in hearts from KO TAC versus Ctrl TAC mice. Documented prohypertrophic factors among upregulated proteins are highlighted. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test (**G** and **K**) or 2-way ANOVA with Tukey’s post hoc test (**A**, **B**, **E**, **H**, **I**, and **M**).

**Figure 5:**
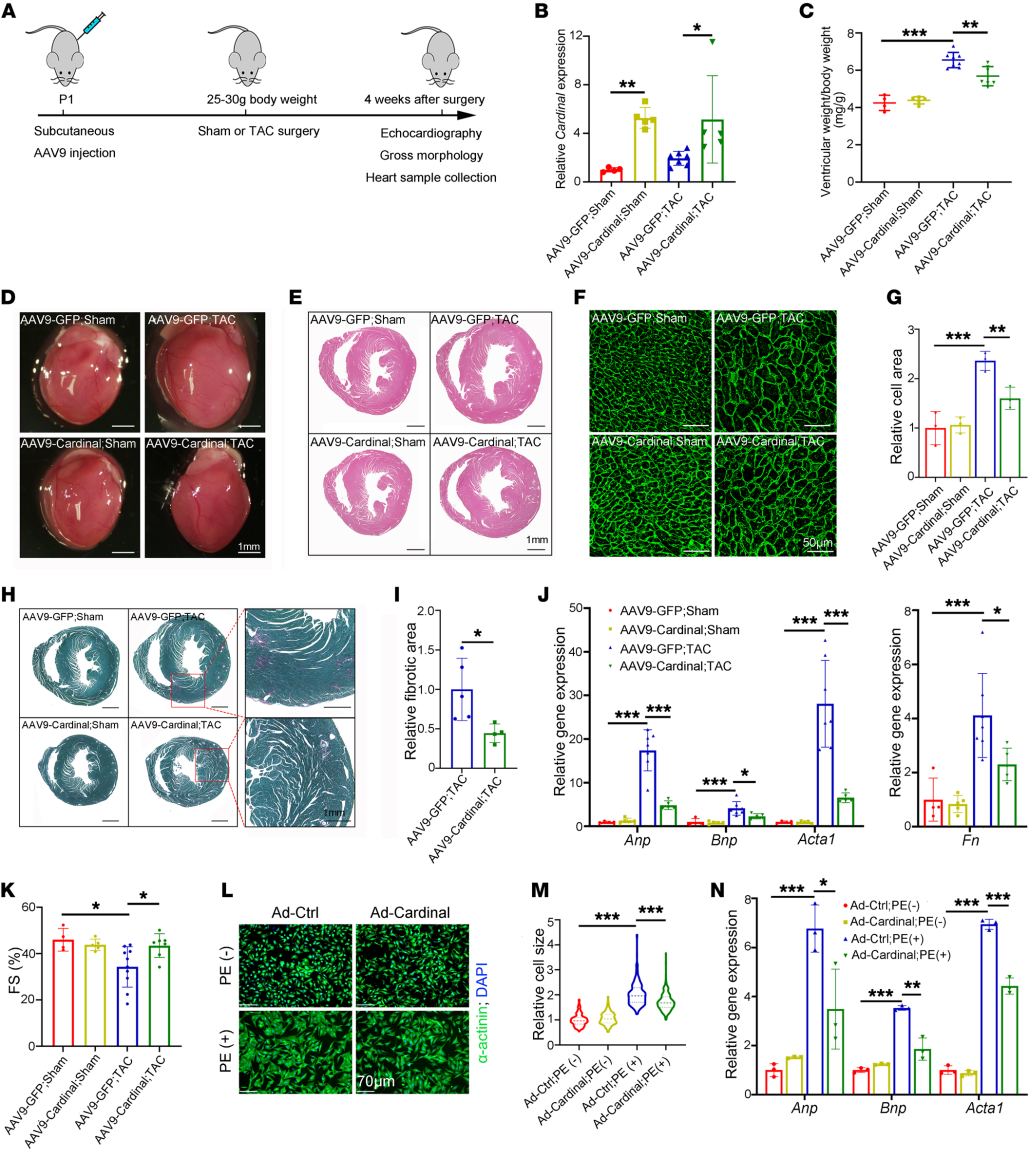
*CARDINAL* overexpression attenuates cardiomyocyte hypertrophy. (**A**) Timeline for in vivo Ca*rdinal* gain-of-function analysis. (**B**) Relative expression of *Cardinal* (*n* ≥4 for each group) detected by RT-qPCR. (**C**) Ventricular weight/body weight ratio (*n* ≥4 for each group), (**D**) gross morphology (scale bars: 1 mm), (**E**) H&E staining (scale bars: 1 mm), (**F**) WGA staining (scale bars: 50 μm), (**G**) cardiomyocyte size quantification (*n* = 3 for each group), (**H**) Picrosirius red/Fast Green staining (scale bars: 1 mm), and (**I**) fibrosis area quantification (*n* ≥4 for each group) using cross sections, (**J**) relative expression of cardiac hypertrophy and fibrosis markers (*n* ≥4 for each group), and (**K**) percentage of fractional shortening (FS) of hearts from mice injected with AAV9-Ctrl or AAV9-*Cardinal* 4 weeks after sham or TAC surgery. (**L**) Immunofluorescence images (scale bars: 70 μm) and (**M**) cell area quantification of NRVCs infected with control virus or Ad-*Cardinal* treated using culture medium with or without PE (50 μM) for 48 hours. Violin plots were generated to show the median and 25th and 75th percentiles. At least 300 cells were measured for quantification in each group. (**N**) RT-qPCR results showing relative gene expression levels of hypertrophy markers in NRVCs infected with control virus or Ad-*Cardinal* treated in culture medium with or without PE (50 μM) for 24 hours (*n* = 3 for each group). *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test (**I**) or 2-way ANOVA with Tukey’s post hoc test (**B**, **C**, **G**, **J**, **K**, **M**, and **N**).

**Figure 6:**
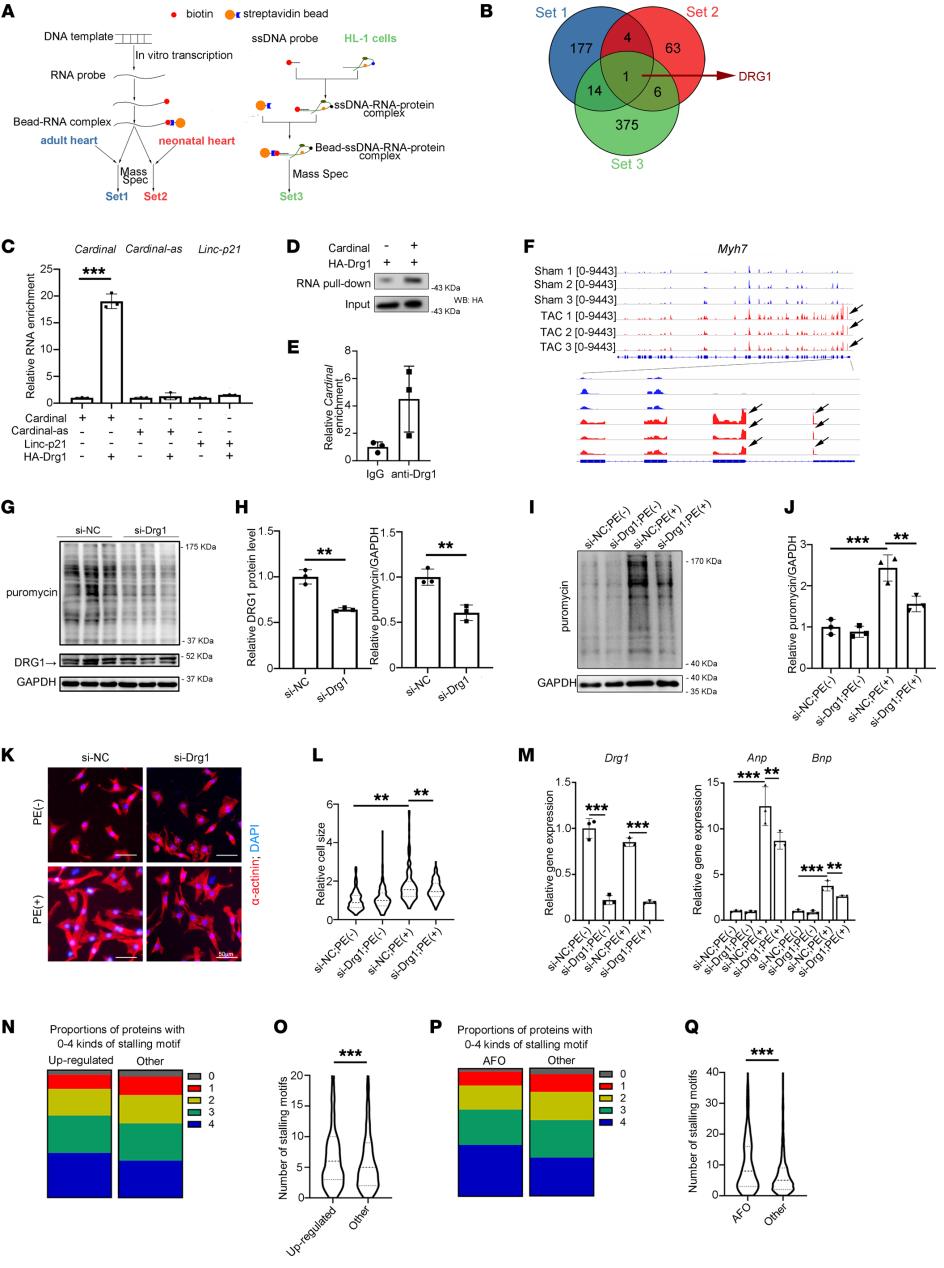
RNA interactome reveals that *CARDINAL* interacts with the translational regulator DRG1. (**A**) Designs for 3 sets of RNA pull-downs. (**B**) Venn diagram showing the *Cardinal*-interacting proteins. (**C**) Relative enrichment of *Cardinal, Cardinal-as*, and *Linc-p21* from HA-DRG1 and control IP (*n* = 3 for each group). Mass spec, mass spectrometry. (**D**) Western blot (WB) of HA-DRG1 in RNA pull-downs. HA, hemagglutinin. (**E**) Relative enrichment of *Cardinal* from IP in HL-1 cells. (**F**) Ribo-Seq coverages of hearts after sham surgery or 2 weeks after TAC surgery (PRJNA484227) over the *Myh7* genomic locus (*n* = 3 for each group). Black arrows show a potential ribosome stalling site. (**G**) Western blot and (**H**) quantification of DRG1 and puromycin-incorporated protein in HL-1 cells 48 hours after RNA interference. Cells were treated with 1 μM puromycin for 30 minutes before harvesting (*n* = 3 for each group). (**I**) Western blot and (**J**) quantification of puromycin-incorporated protein in NRVCs 24 hours after stimulation. Cells were treated by 1 μM puromycin for 30 minutes before harvesting (*n* = 3 for each group). (**K**) Immunofluorescence staining and (**L**) cell size quantification of NRVCs 48 hours after stimulation (*n* ≥300 for each group). Scale bars: 50 μm. (**M**) RT-qPCR results of relative gene expression in NRVCs 24 hours after stimulation (*n* = 3 for each group). (**I**–**M**) NRVCs were treated with si-NC or si-Drg1 and stimulated by culture medium with or without PE (50 μM). (**N**) Proportion of proteins with 0–4 categories of stalling motif among upregulated proteins versus the remaining proteins. (**O**) Violin plots showing the number of stalling motifs among upregulated versus the remaining proteins. (**P**) Proportion of proteins with 0–4 kinds of stalling motif among proteins in “actin filament organization” (AFO) gene set versus the remaining proteins. (**Q**) Violin plots showing numbers of stalling motifs among proteins in AFO gene set versus the remaining proteins. **P < 0.01 and ***P < 0.001, by 2-tailed Student’s *t* test (**C** and **H**), Mann-Whitney *U* test (**O** and **Q**), or 2-way ANOVA with Tukey’s post hoc test (**J**, **L**, and **M**). NC, negative control.

**Figure 7:**
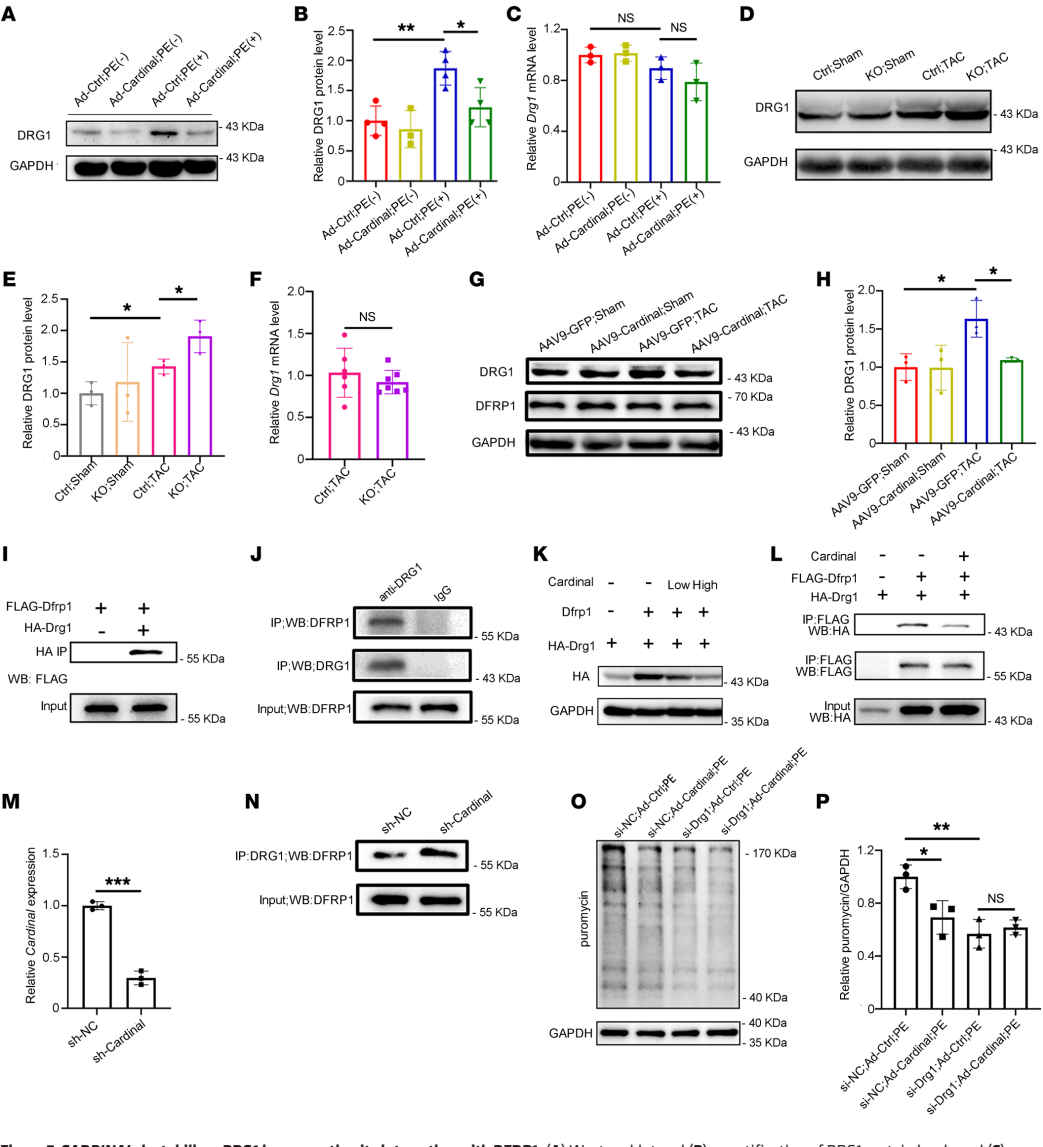
*CARDINAL* destabilizes DRG1 by preventing its interaction with DFRP1. (**A**) Western blot and (**B**) quantification of DRG1 protein levels and (**C**) quantification of *Drg1* mRNA levels detected by RT-qPCR in NRVCs infected with control virus or Ad-*Cardinal* and treated with or without PE for 48 hours (50 μM) (*n* ≥3 for each group). (**D**) Western blot and (**E**) quantification of DRG1 protein levels (*n* = 3 for each group) and (**F**) quantification of *Drg1* mRNA levels (*n* ≥6 for each group) detected by RT-qPCR in hearts from control or *Cardinal*-KO mice 4 weeks after sham or TAC surgery. (**G**) Western blot and (**H**) quantification of DRG1 protein levels in hearts from mice injected with AAV9-*GFP* or AAV9-*Cardinal* 4 weeks after sham or TAC surgery (*n* = 3 for each group). (**I**) Western blot of immunoprecipitated product and input in 293T cells showing the interaction between DRG1 and DFRP1. (**J**) Western blot of anti-DRG1 and IgG immunoprecipitated product and input in HL-1 cells. (**K**) Western blot of HA-DRG1 in 293T cells transfected with HA-Drg1 plasmid with or without cotransfection of *Dfrp1*and *Cardinal* plasmid. (**L**) Western blot of immunoprecipitated product and input of 293T cells showing the effect of *Cardinal* on DRG1-DFRP1 interaction. The amount of transfected plasmid was carefully titrated to ensure comparable inputs in the presence or absence of *Cardinal*. (**M**) Relative *Cardinal* expression levels detected by RT-qPCR in sh-NC and sh-*Cardinal* HL-1 cells (*n* = 3 for each group). (**N**) Western blot of anti-DRG1 immunoprecipitated product in stably knocked-down *Cardinal* (sh-*Cardinal*) and its control (sh-NC) HL-1 cells. (**O**) Western blot and (**P**) quantification of puromycin-incorporated protein in NRVCs with the indicated treatment and PE stimulation for 9 hours (*n* = 3 for each group). *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-tailed Student’s *t* test (**F** and **M**) or 2-way ANOVA with Tukey’s post hoc test (**B**, **C**, **E**, **H**, and **P**).

**Figure 8:**
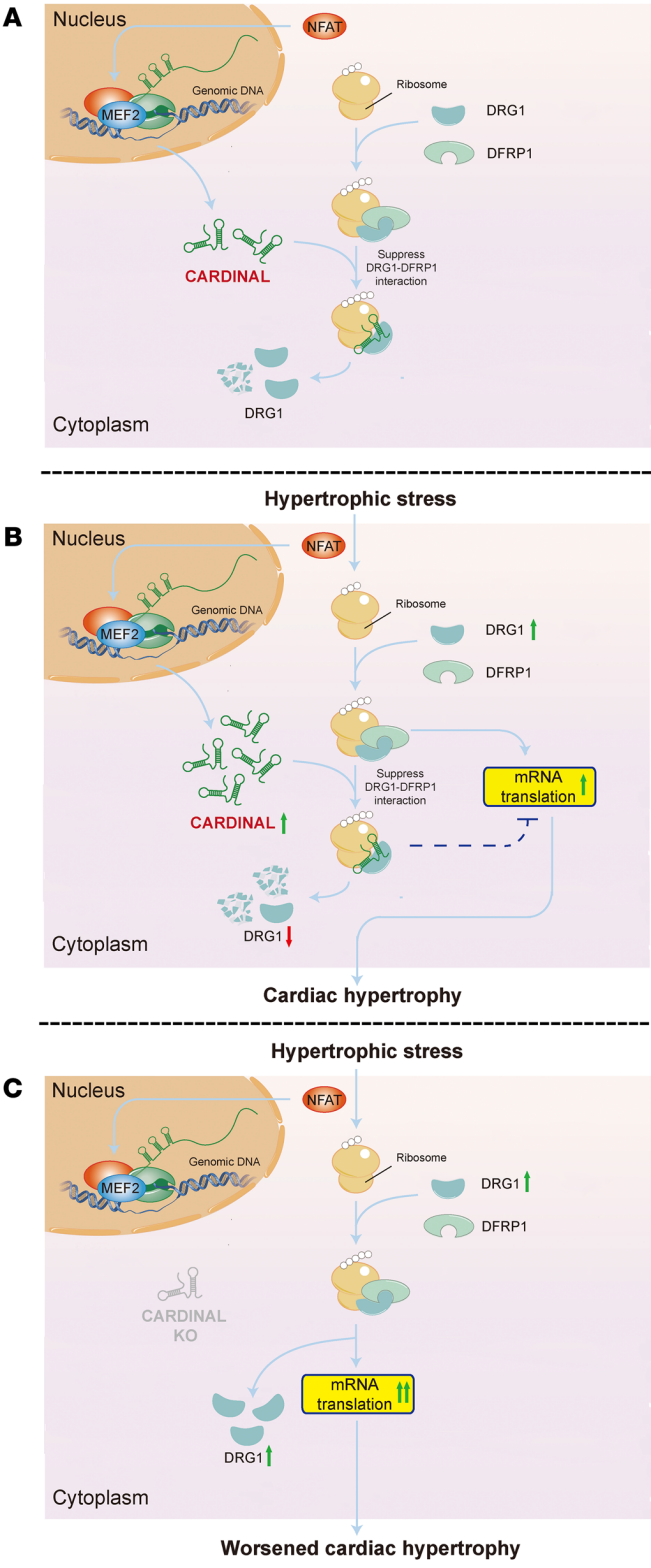
Proposed model for the regulation of mRNA translation and cardiac hypertrophy by *CARDINAL*. (**A**) *Cardinal* is a cardiac-specific lncRNA that can suppress mRNA translation. Under normal conditions, the expression of *Cardinal* and the ribosome-binding protein DRG1 (which promotes mRNA translation) are in balance. We propose that *CARDINAL* inhibits mRNA translation by interference with DRG1 function. *CARDINAL* binds DRG1 and interferes with the formation of the DRG1-DFRP1 stabilization complex; inhibition of DRG1-DFRP1 complex formation by *CARDINAL* results in reduced levels of DRG1, which helps maintain a normal level of translation. (**B**) Under stress conditions, both the lncRNA *CARDINAL* and DRG1 are upregulated. However, while *Cardinal* attempts to inhibit cardiomyocyte translation, it is no longer able to balance the increased translation induced by the increase in DRG1; the result is a net increase in mRNA translation and cardiac hypertrophy. (**C**) In the absence of *CARDINAL*, the constraint on DRG1 levels is lost. The result is an even greater elevation of protein synthesis and worsening of cardiac hypertrophy.

# Supplementary material for: The long noncoding RNA CARDINAL attenuates cardiac hypertrophy by modulating protein translation
**Source:** J Clin Invest. 2024 May 14;134(13):e169112. doi: 10.1172/JCI169112

**Figure 1F**

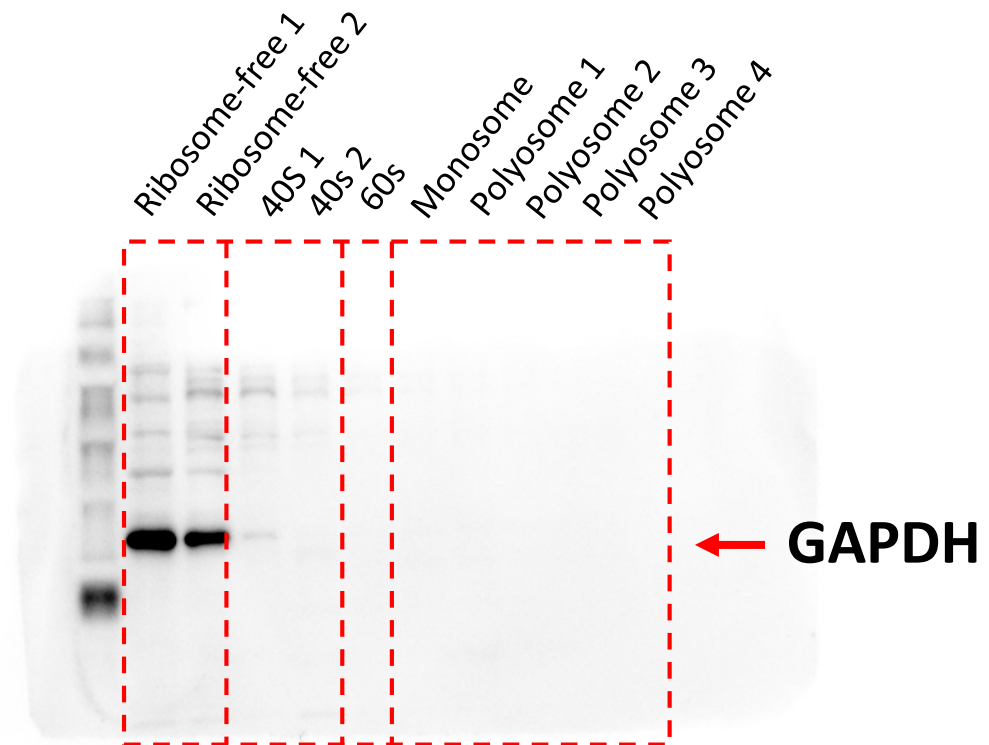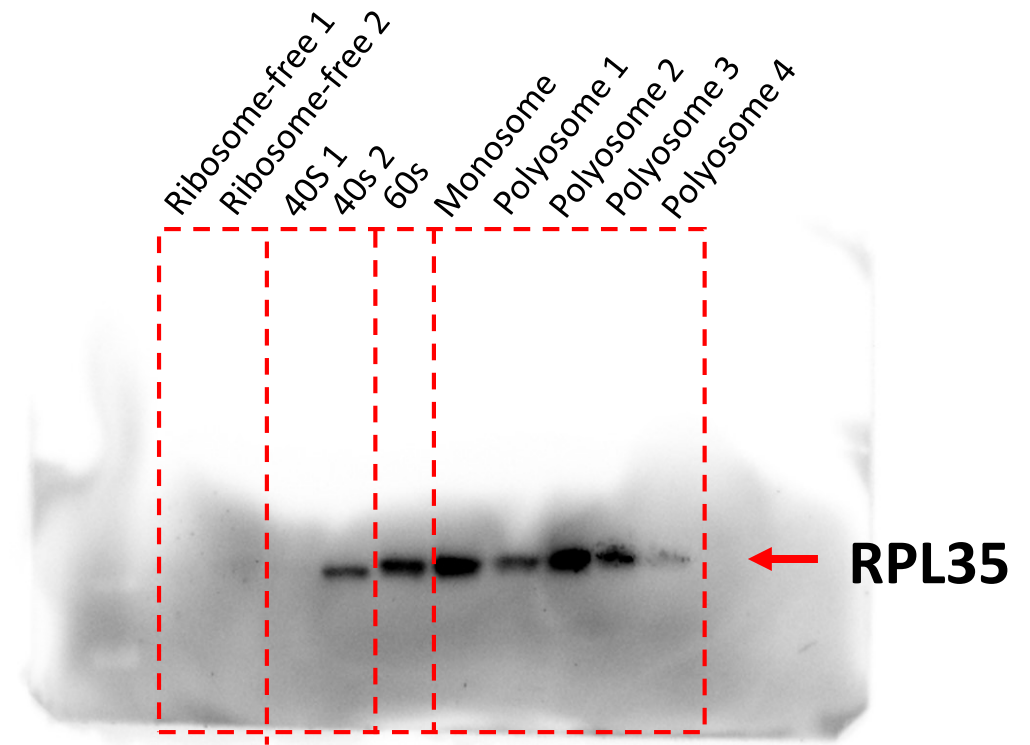

**Figure 1H**

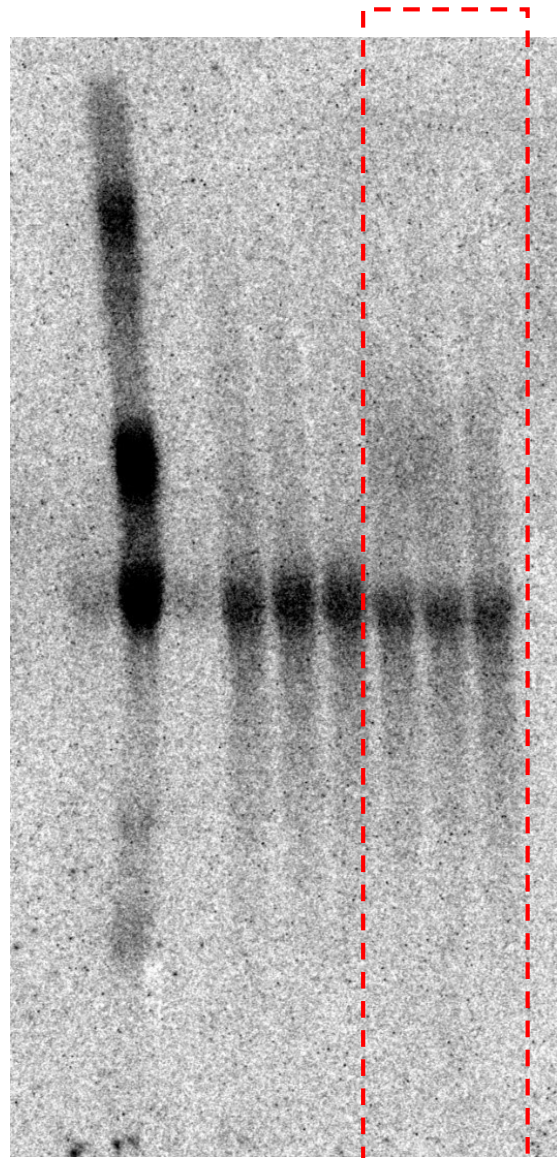

← **Cardinal**

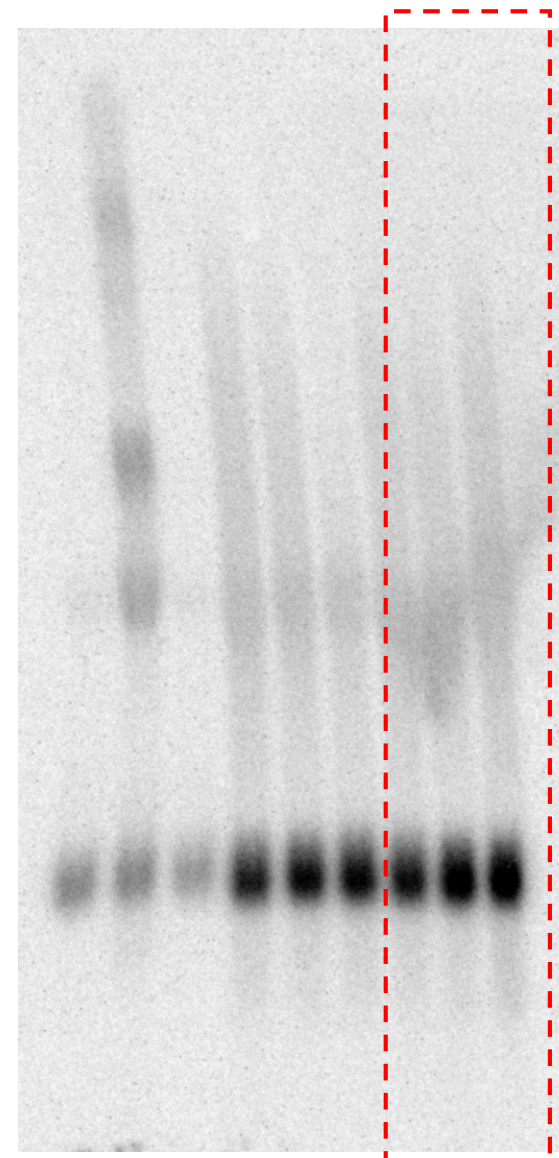

← **Gapdh**

**Figure 2B**

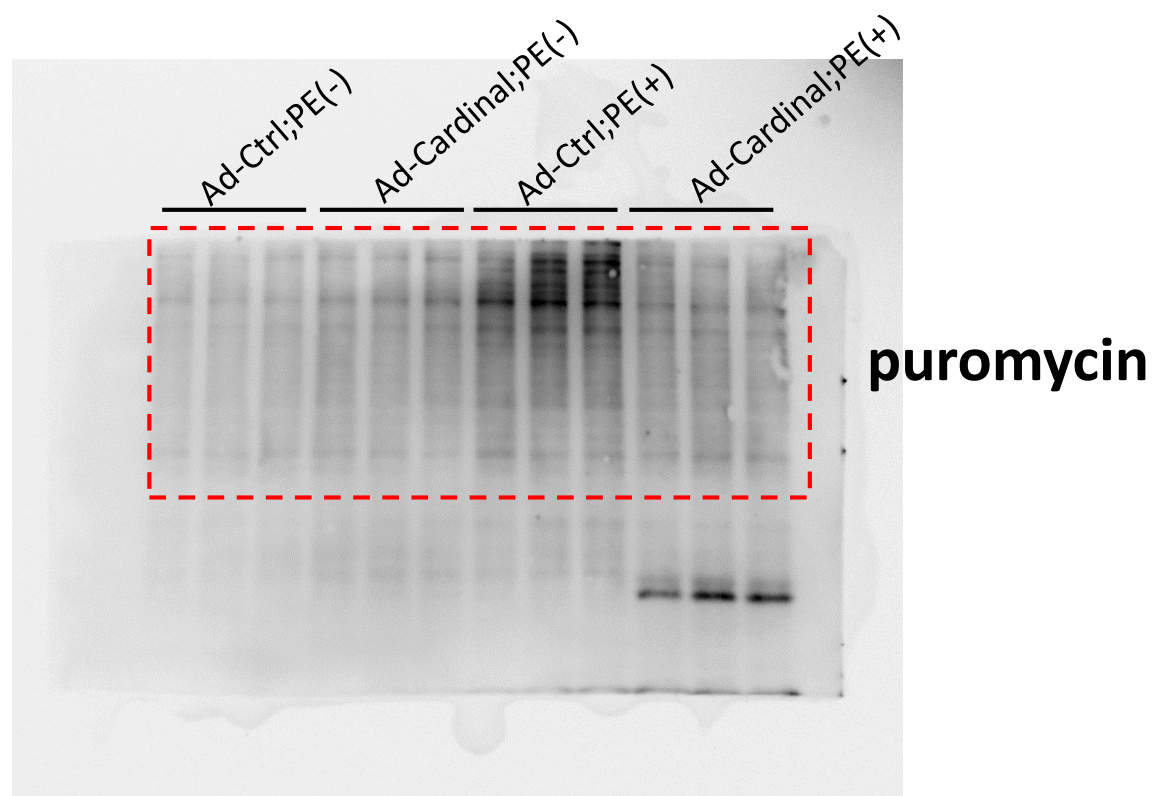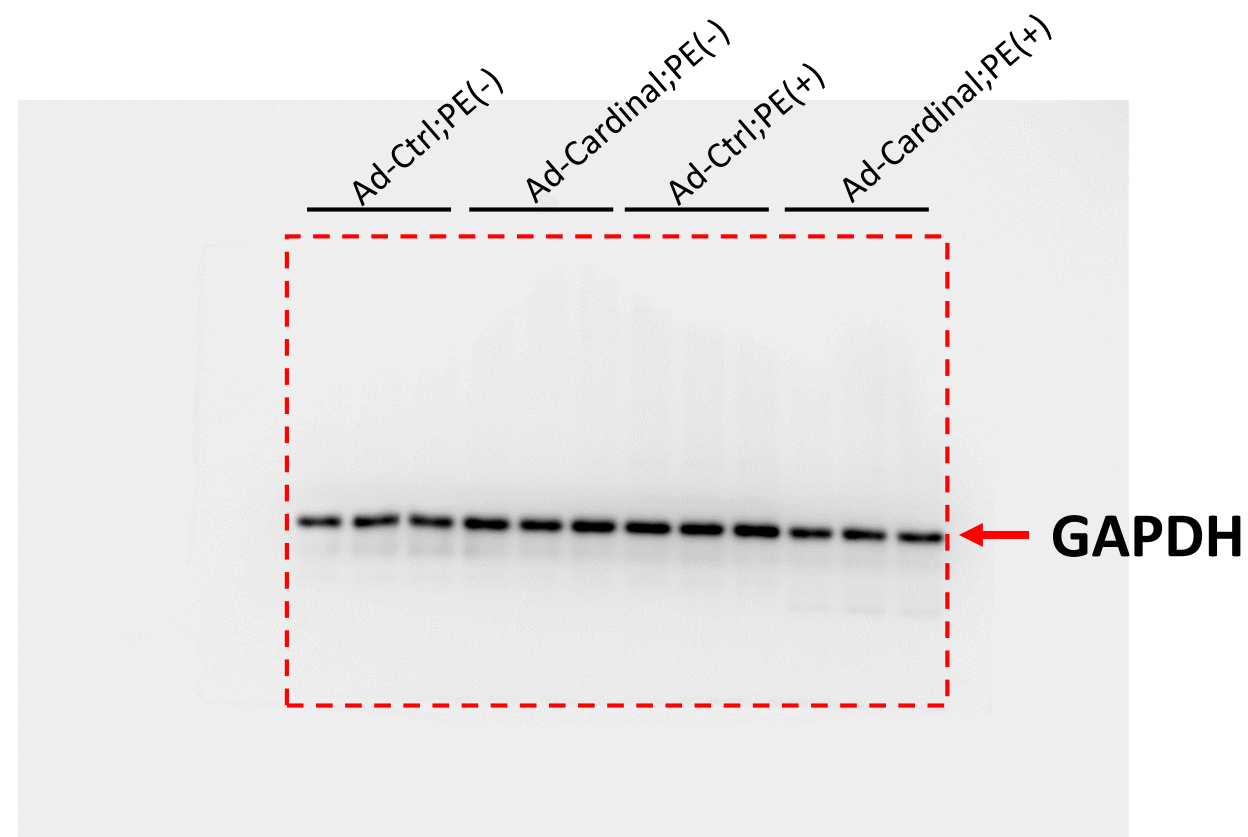

**Figure 2F**

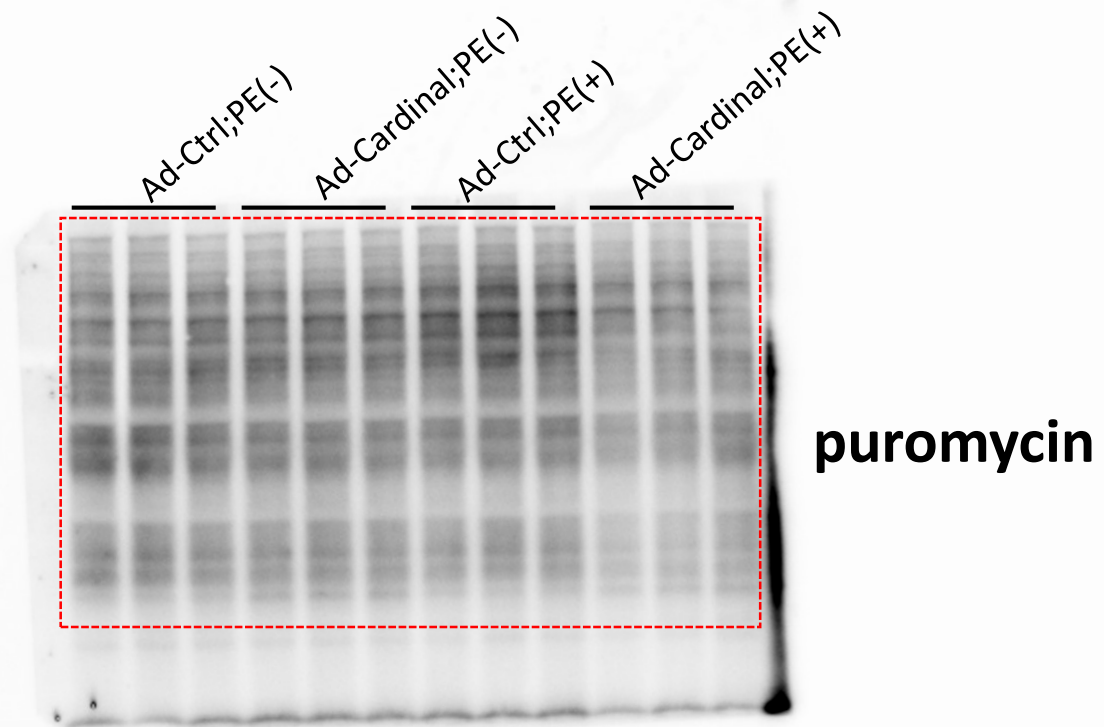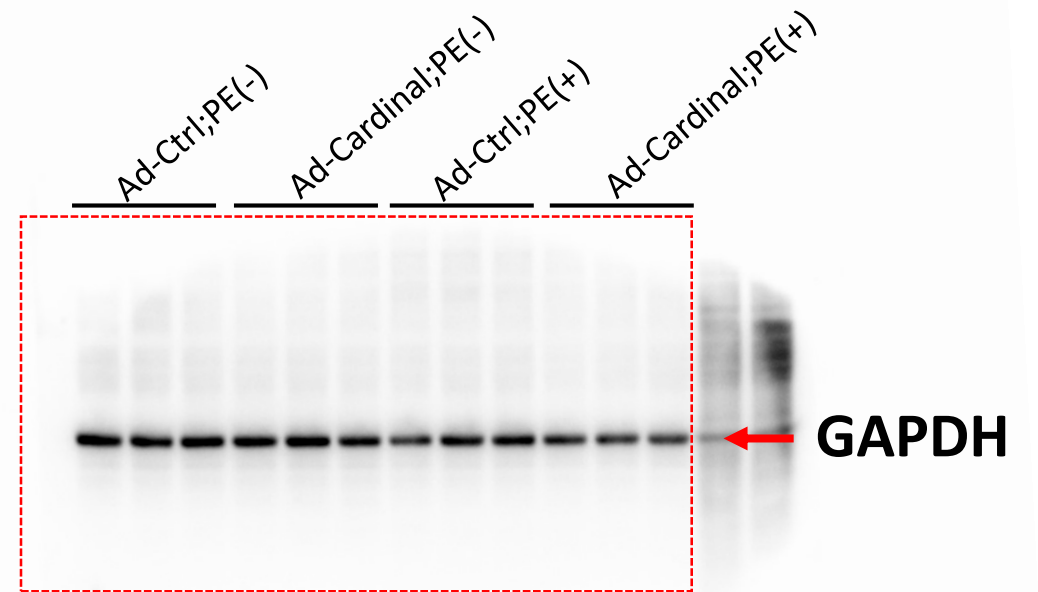

**Figure 4J**

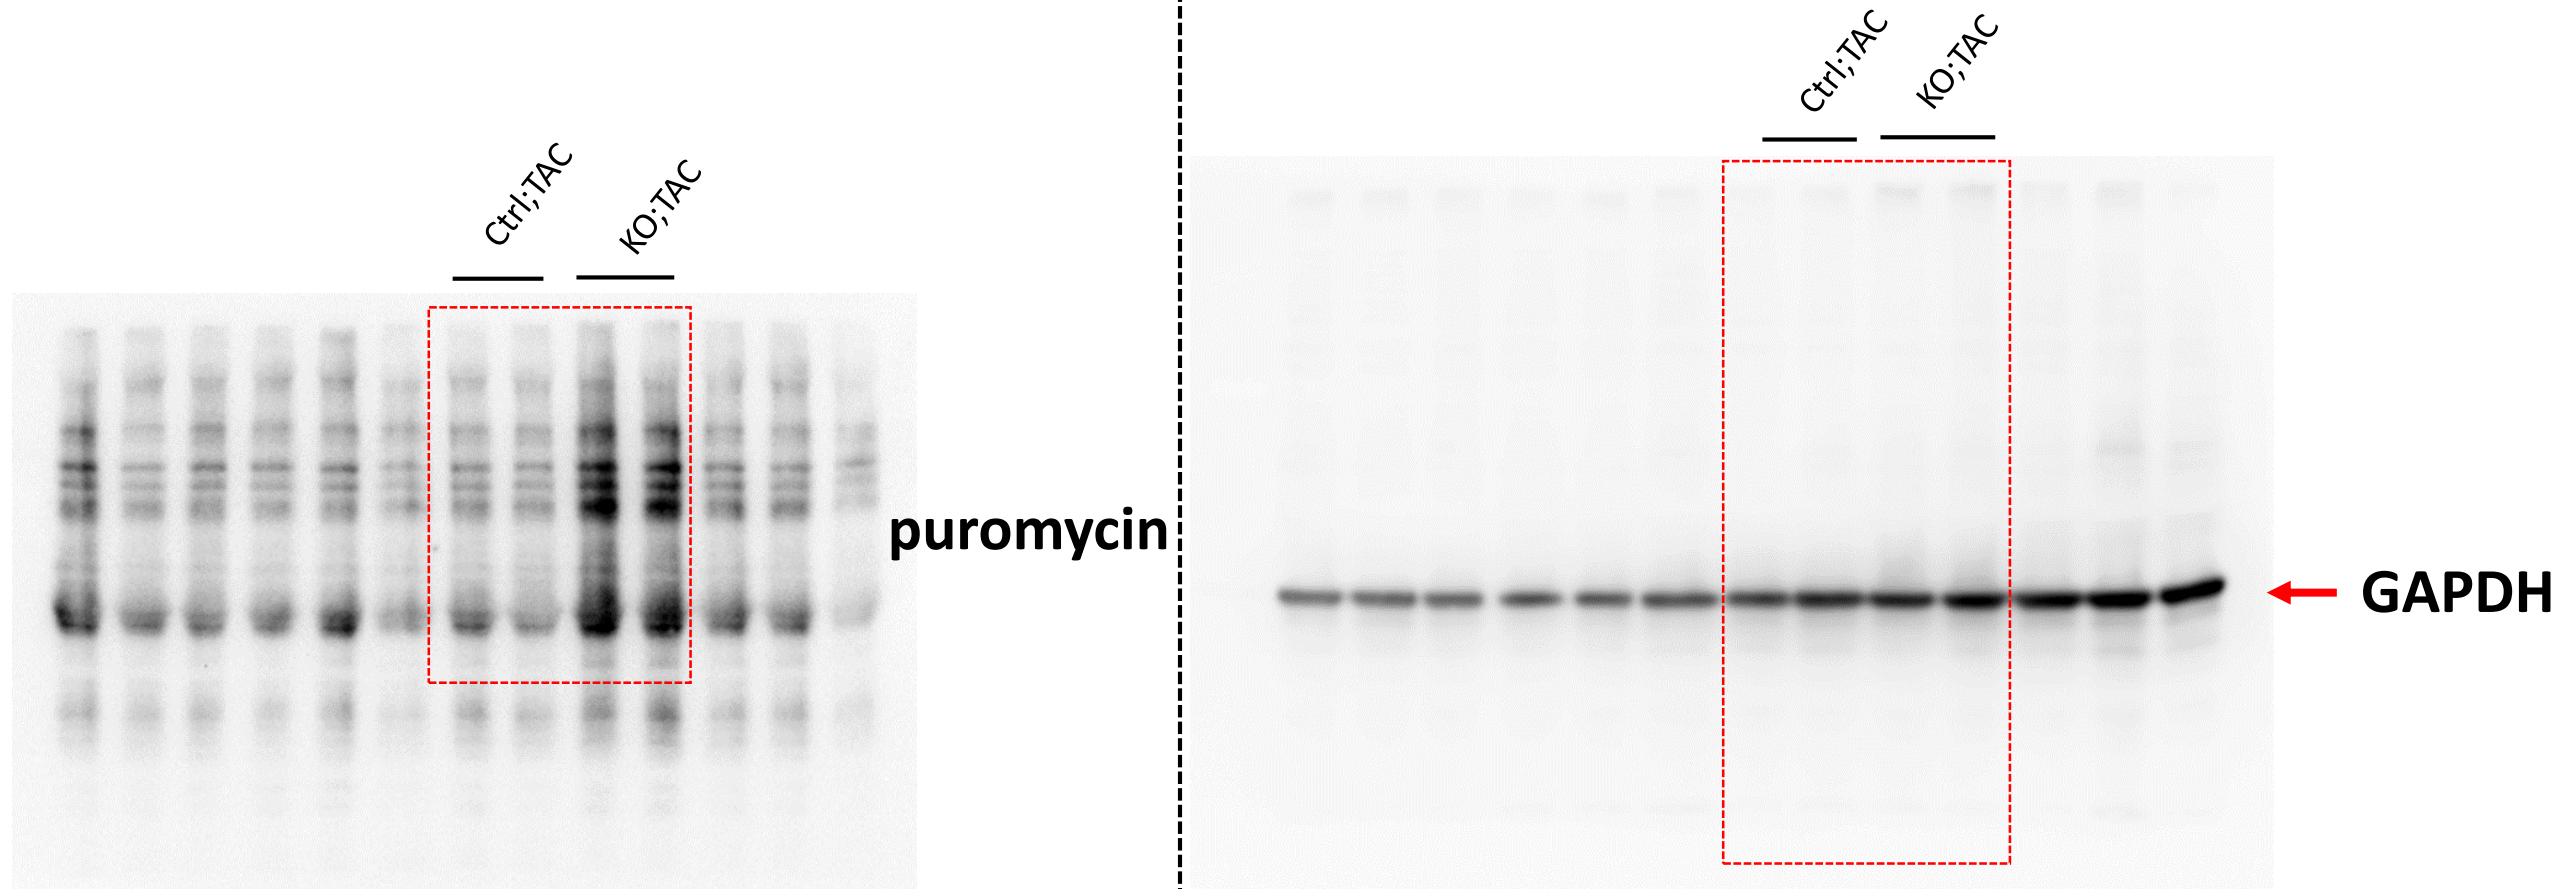

**Figure 4L**

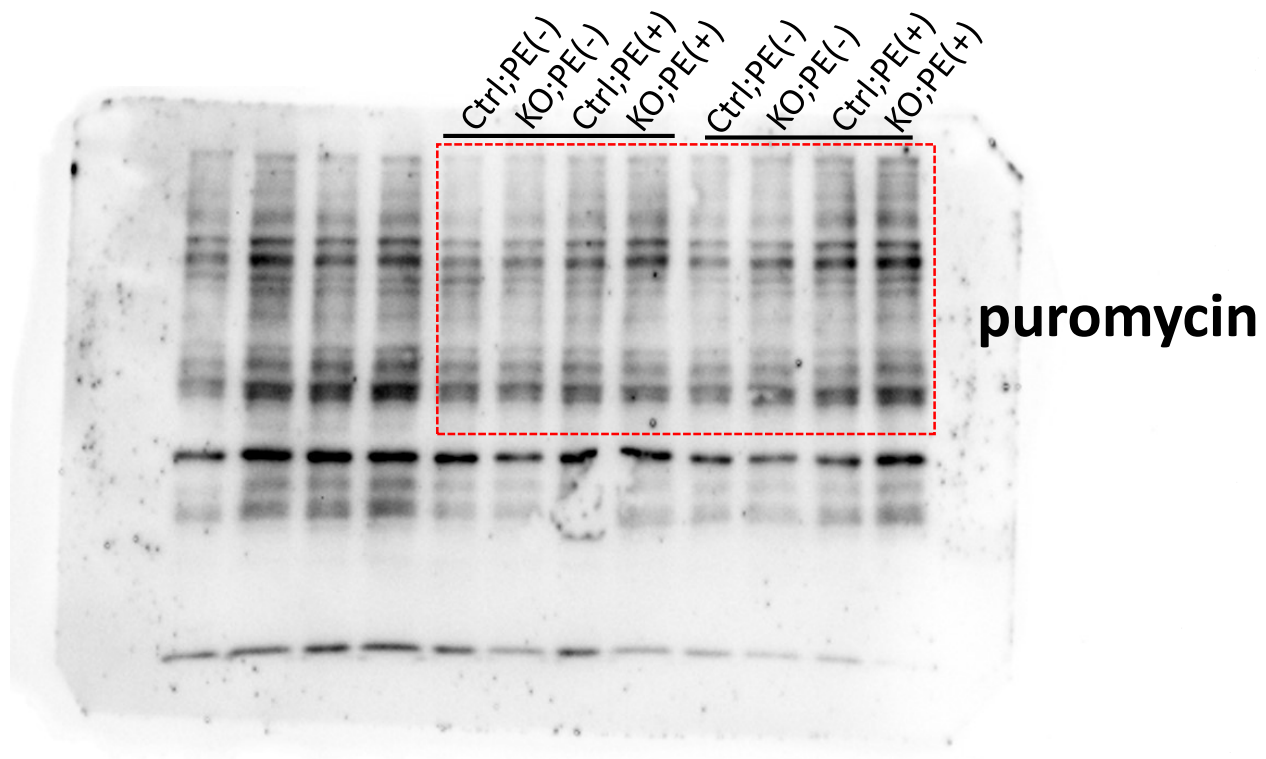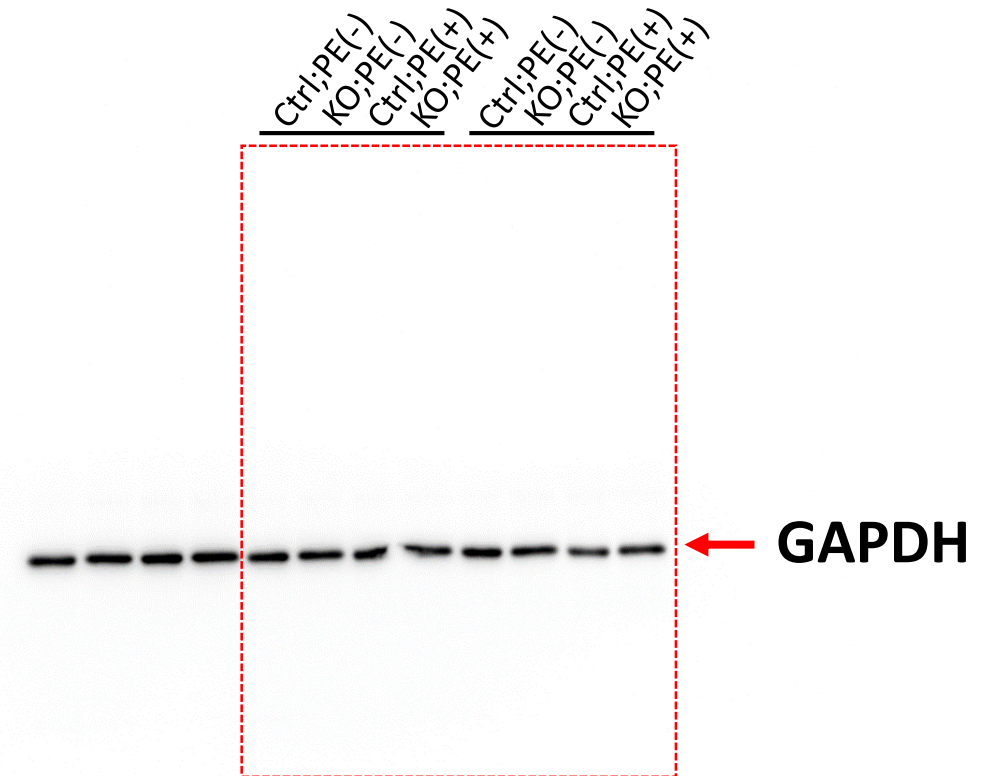

**Figure 6D**

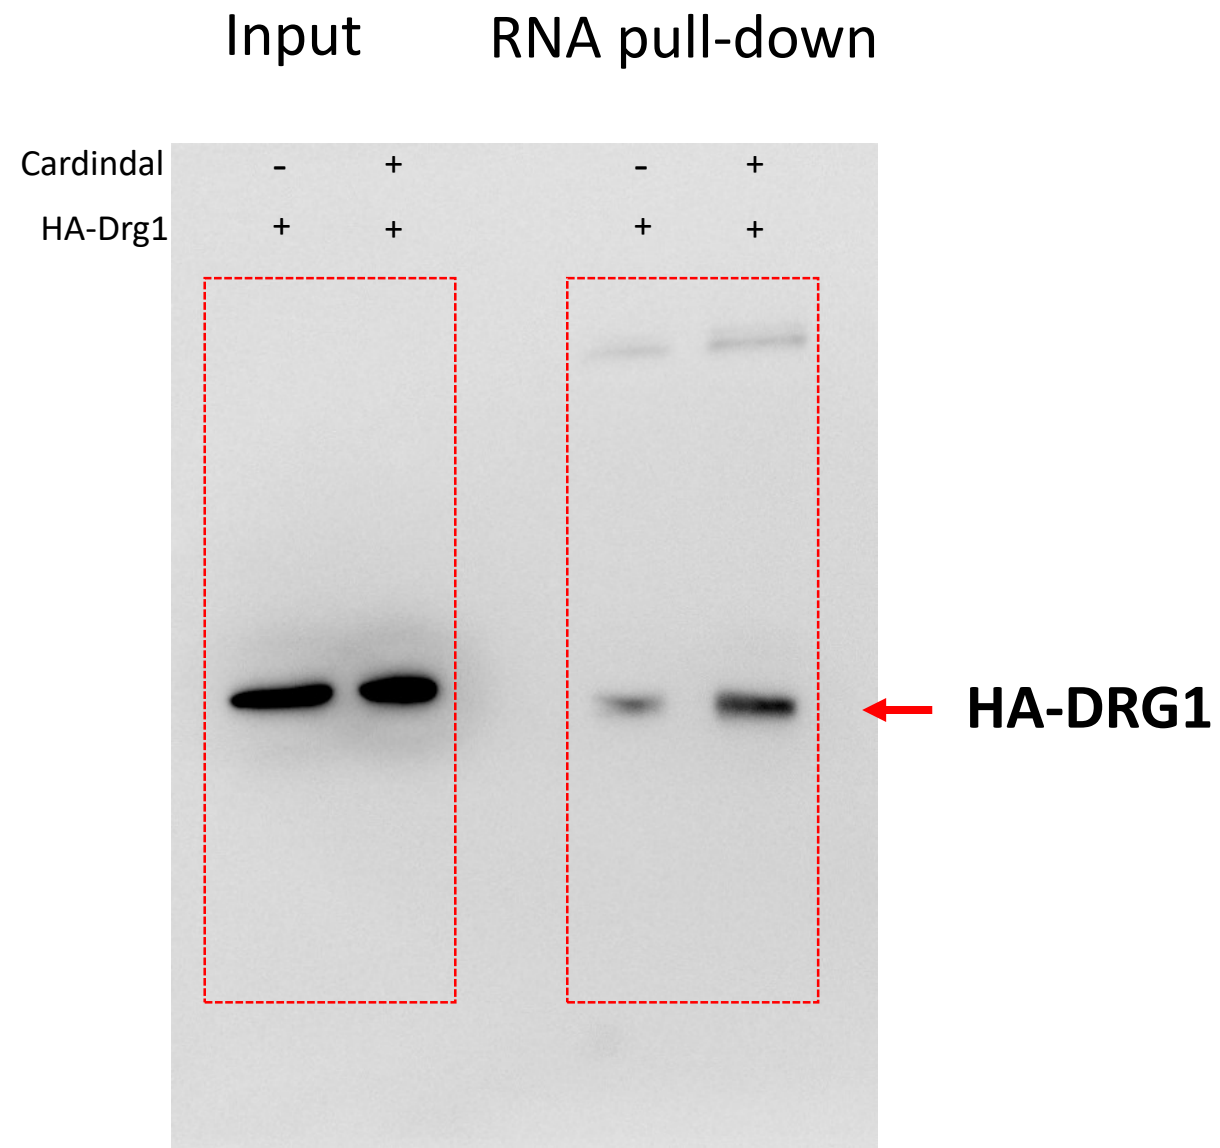

**Figure 6G**

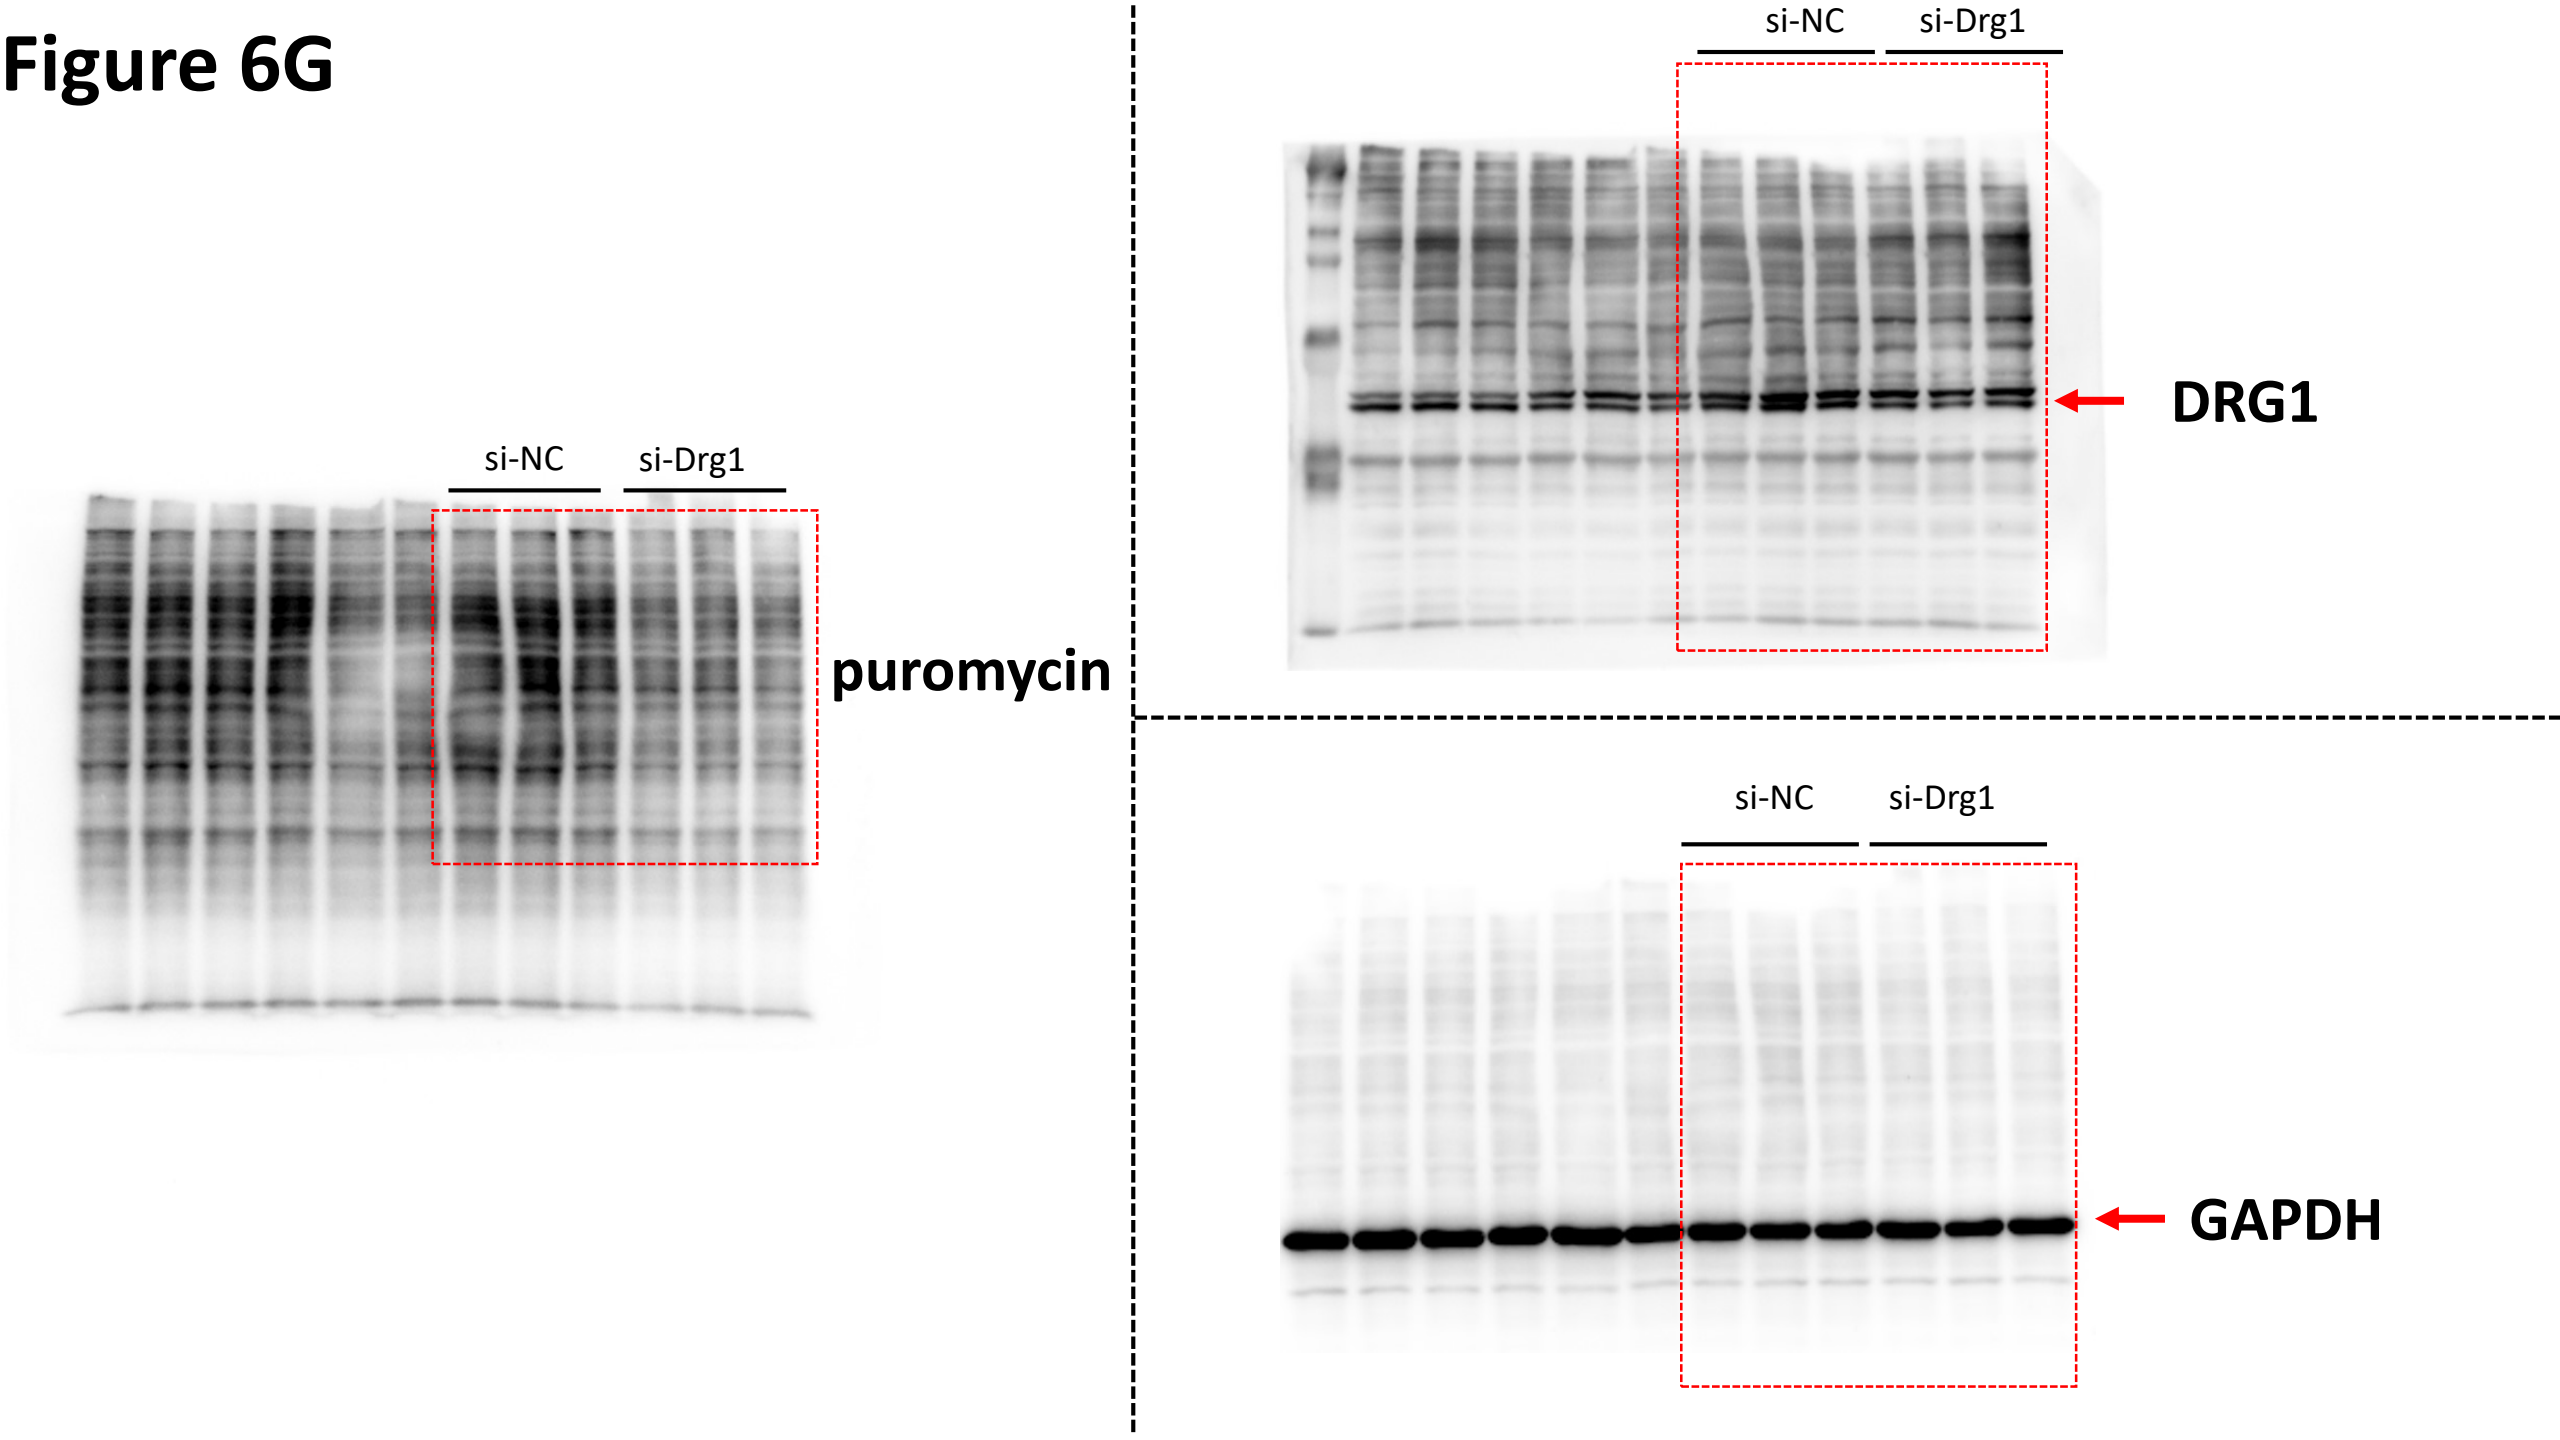

**Figure 6I**

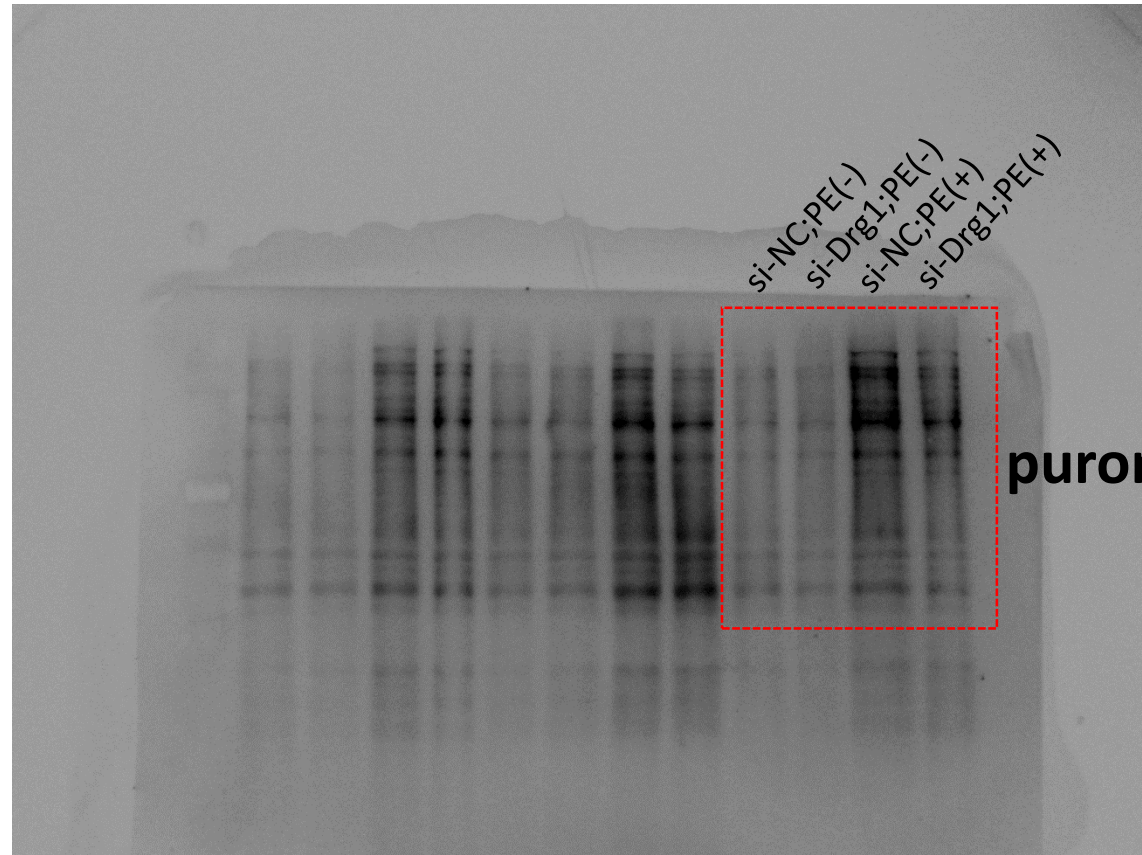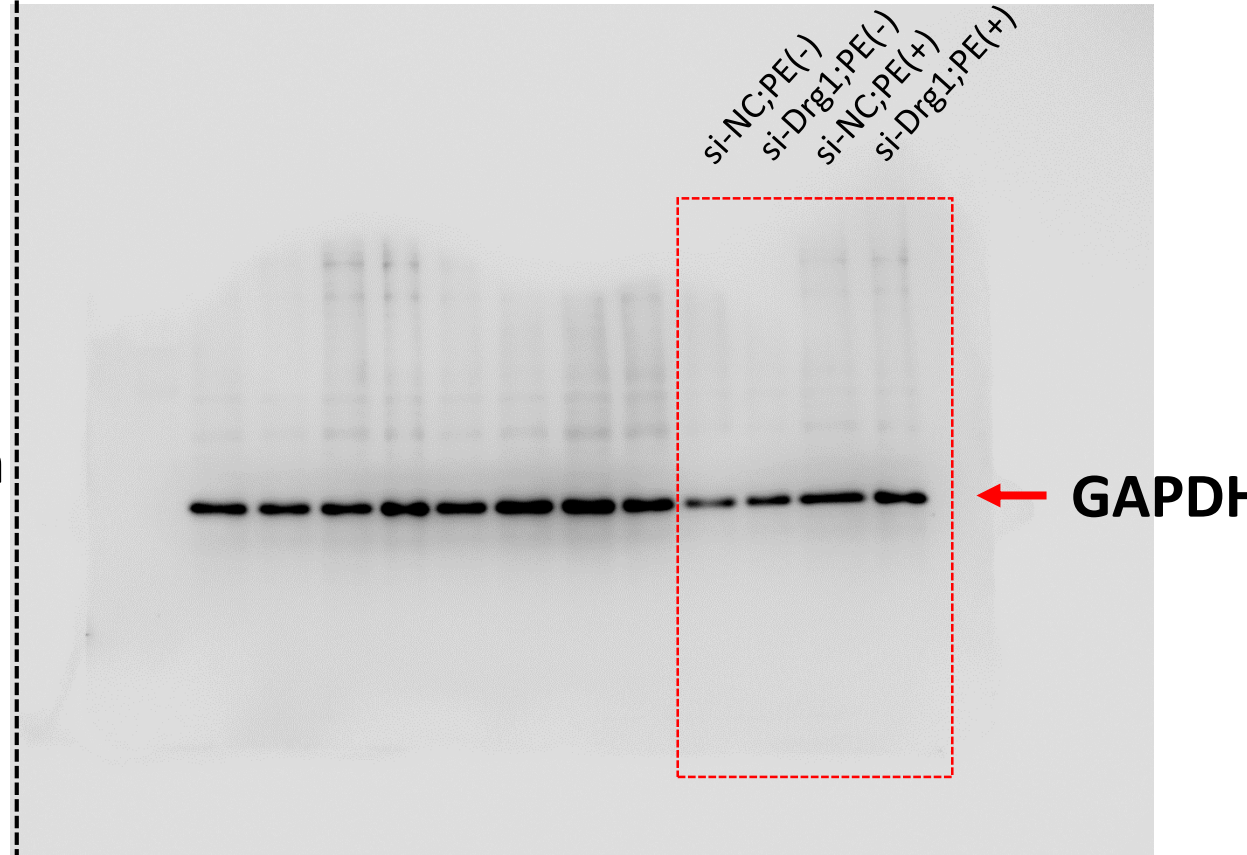

**Figure 7A**

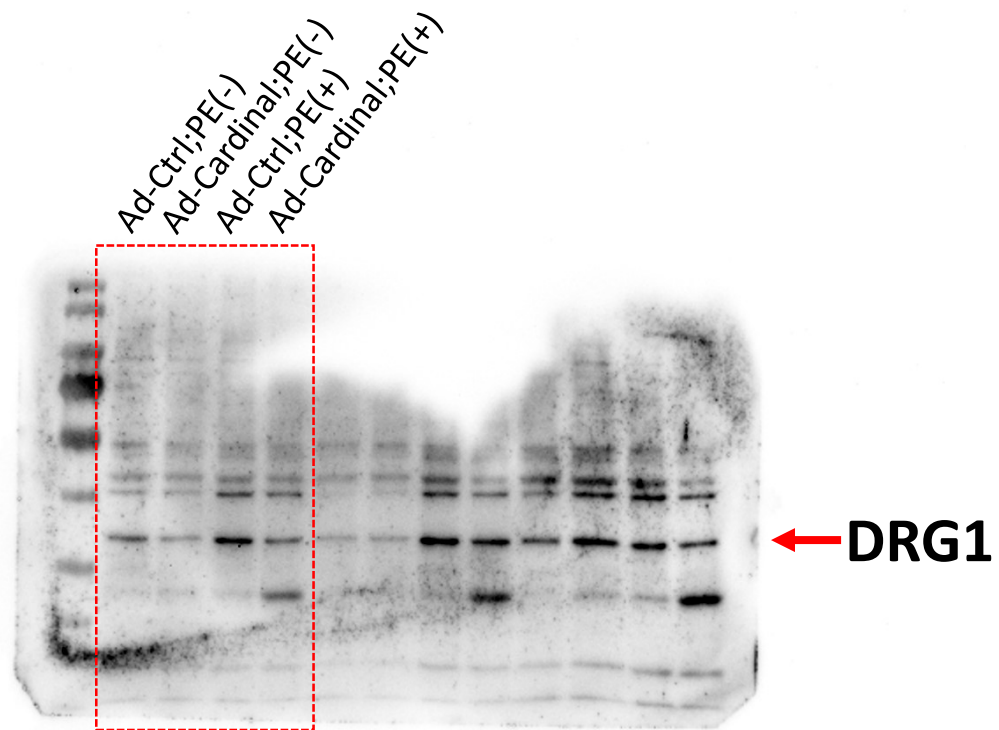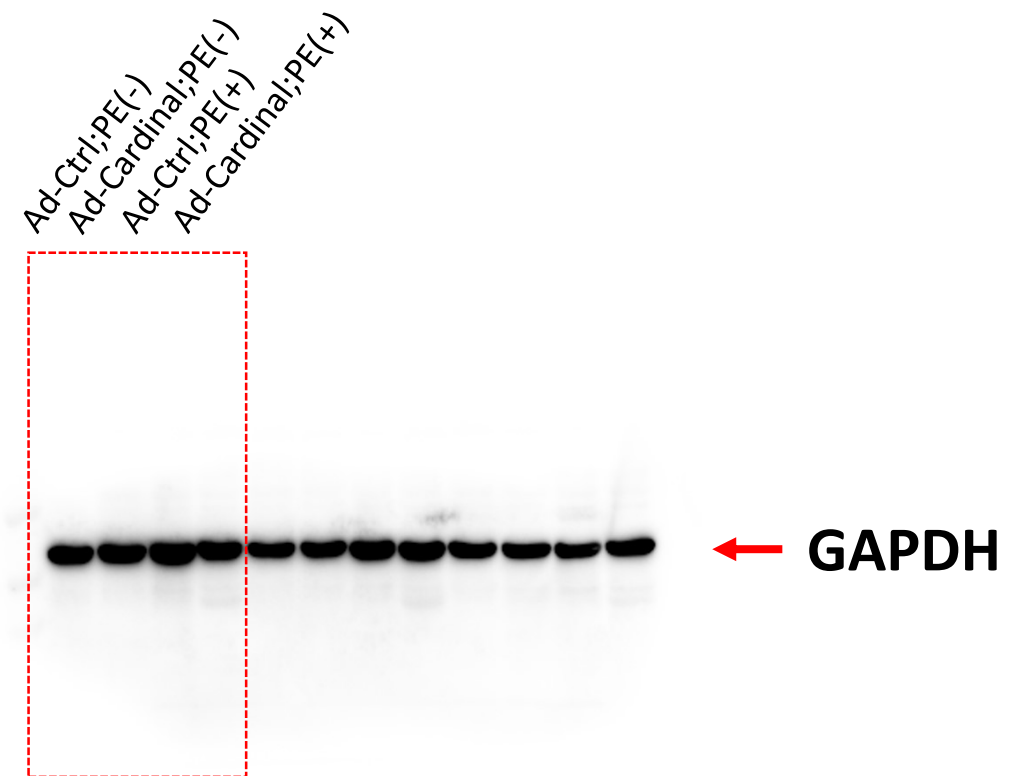

**Figure 7D**

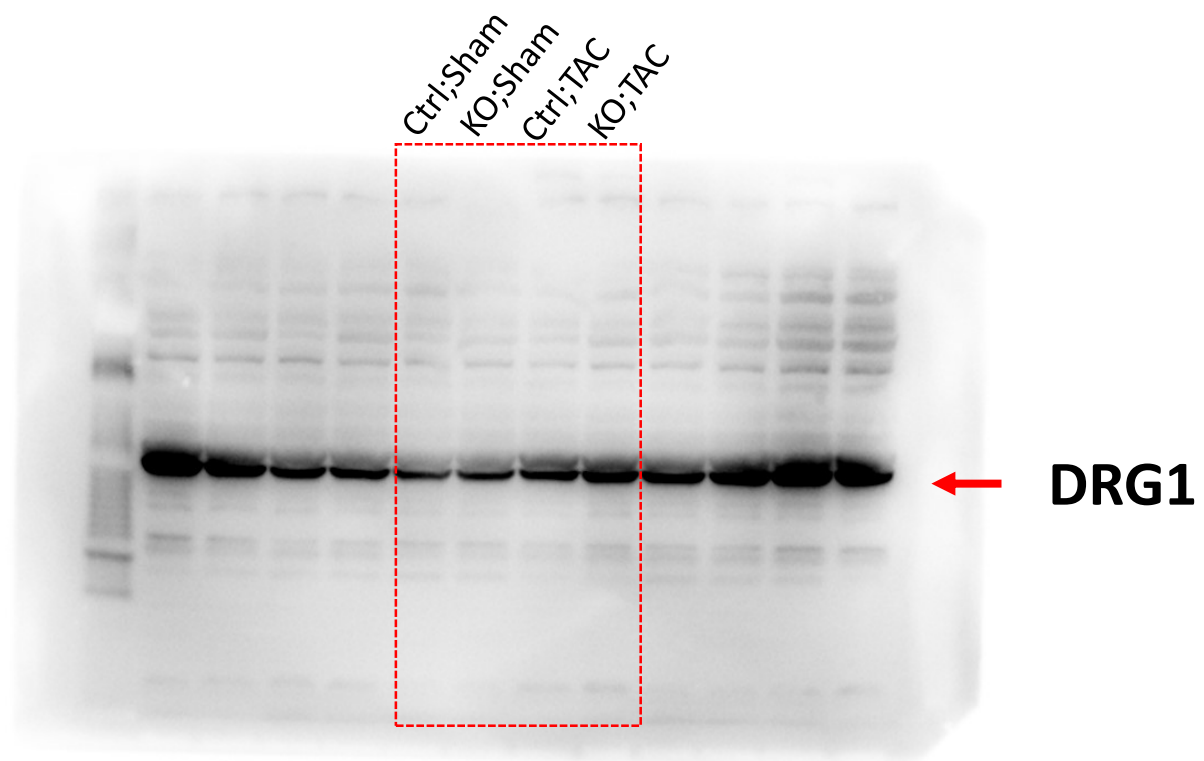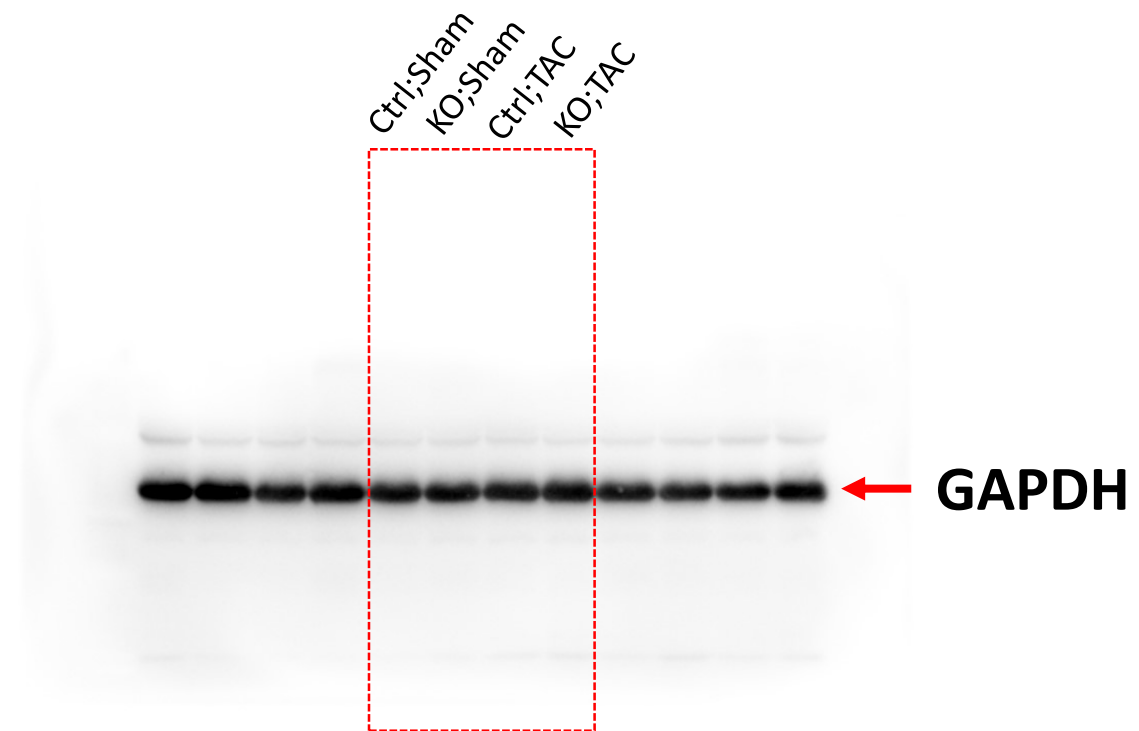

**Figure 7G**

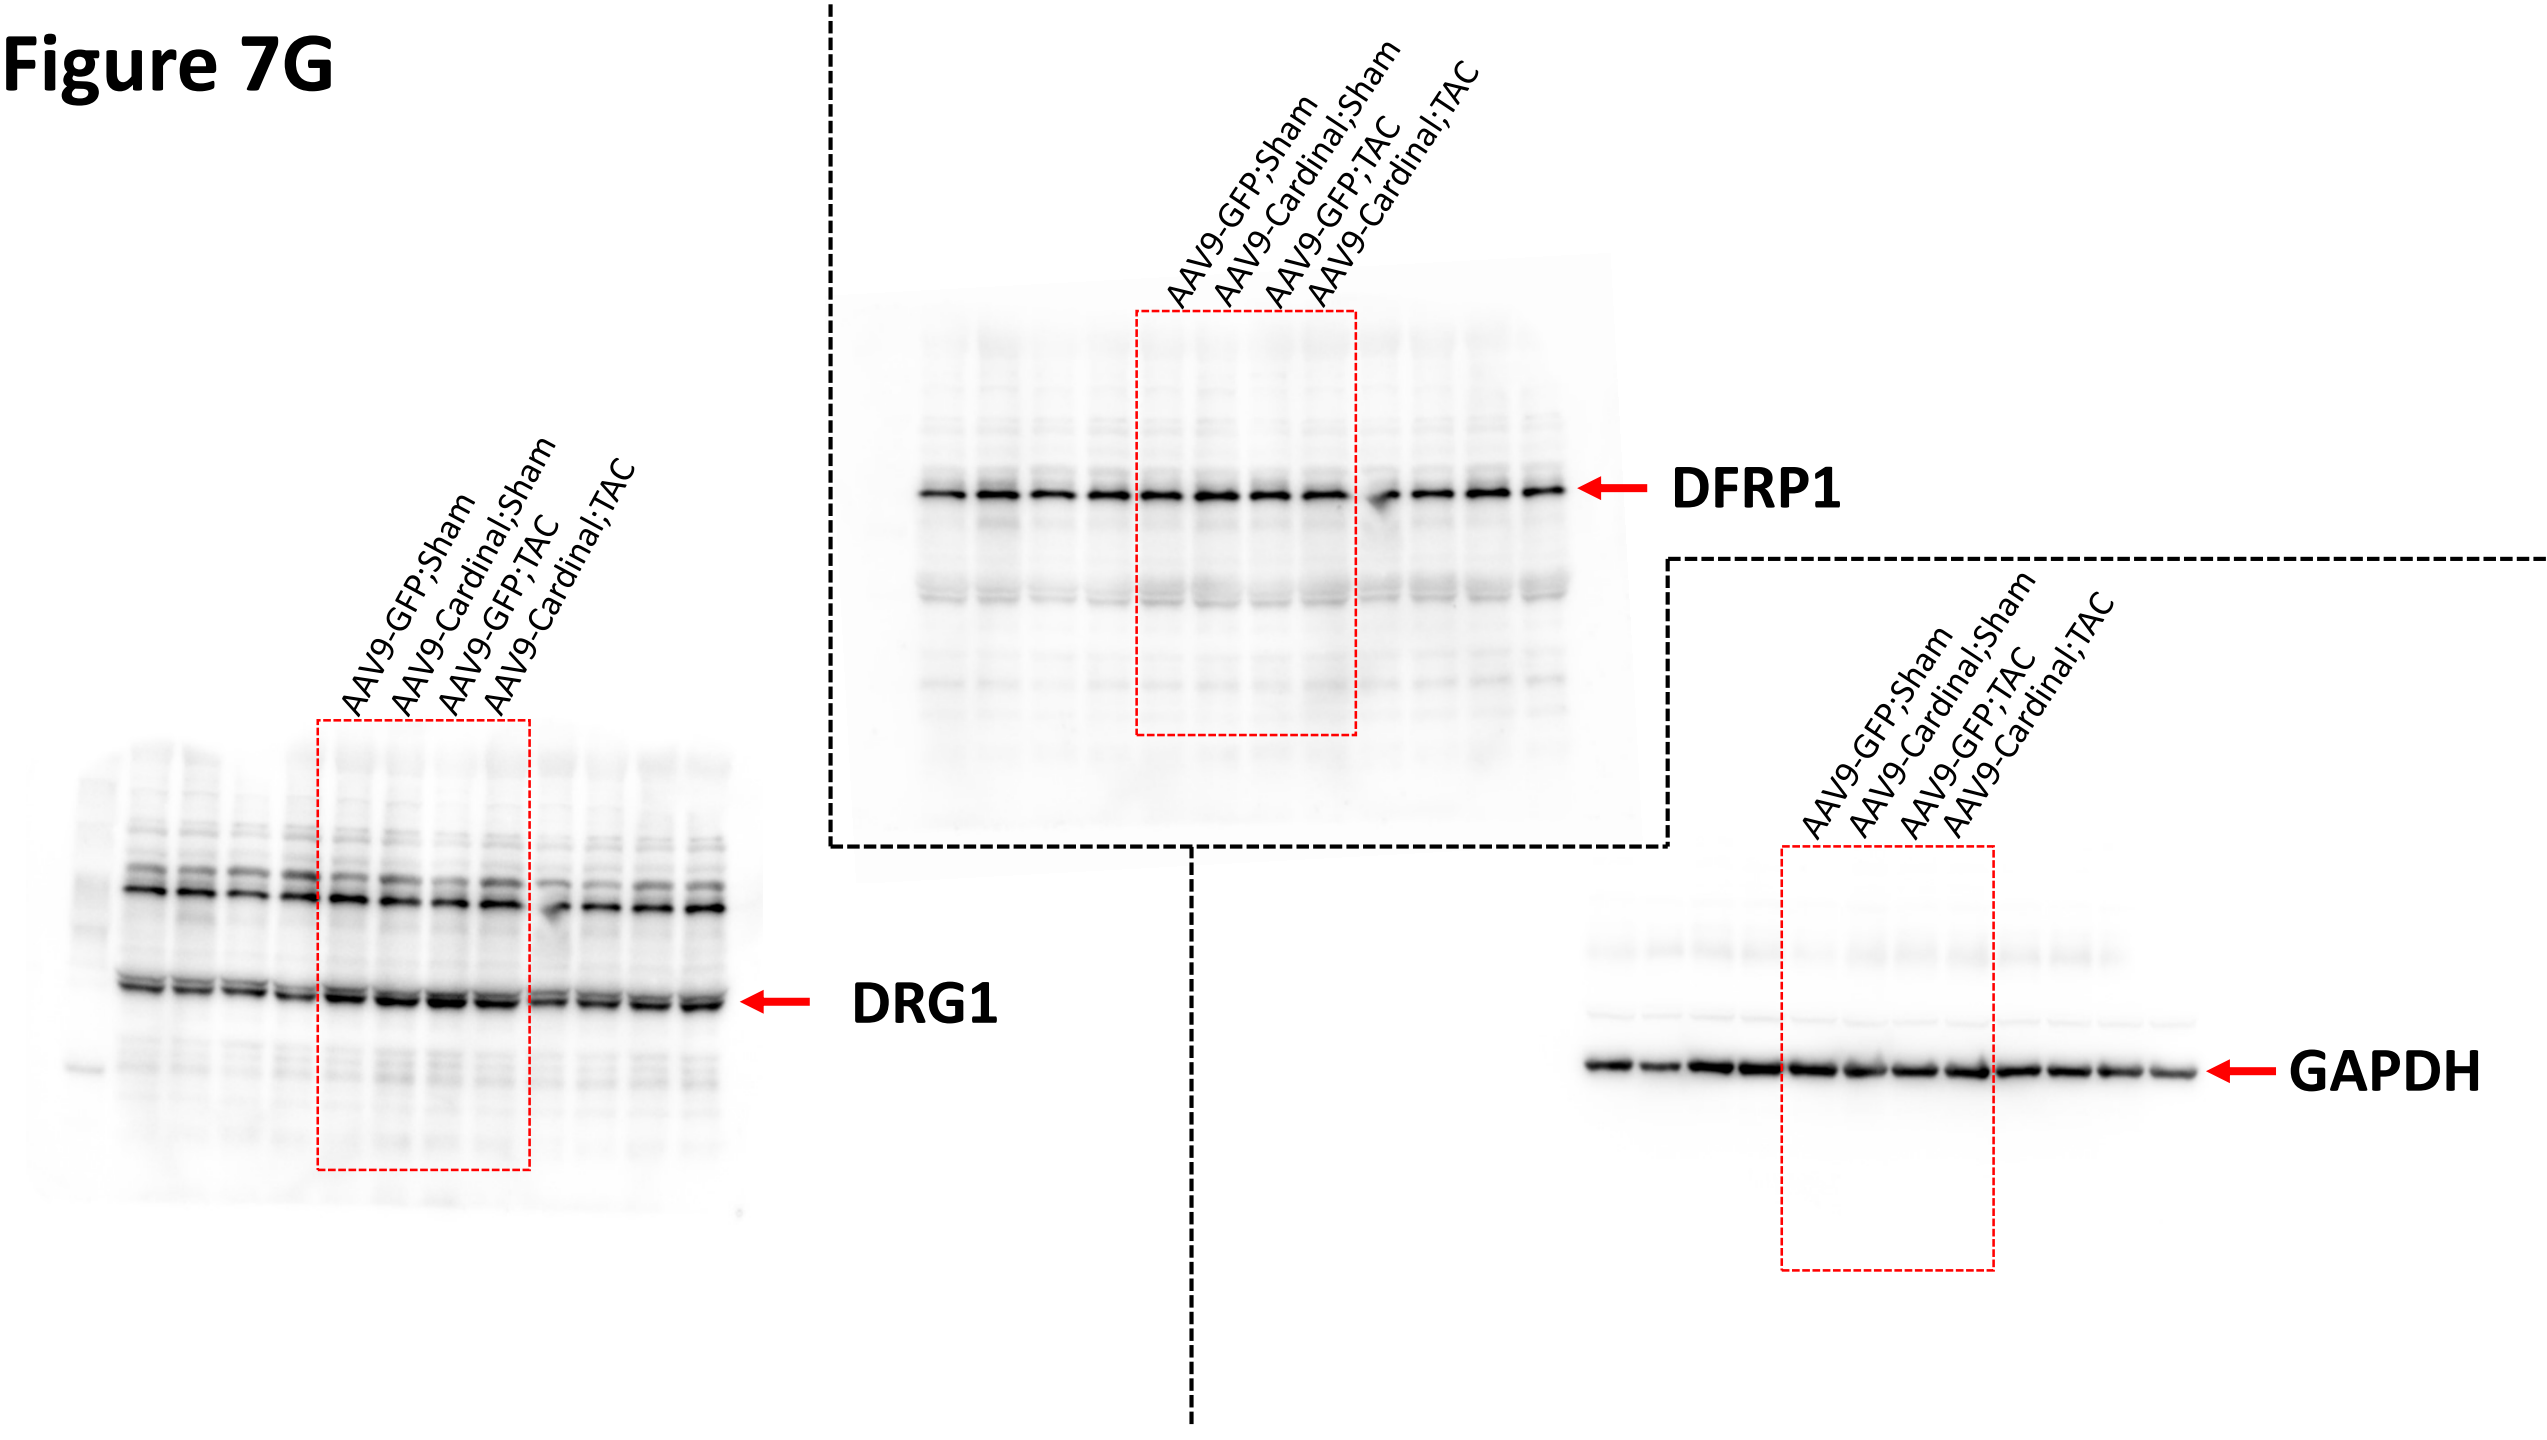

# Figure 7I

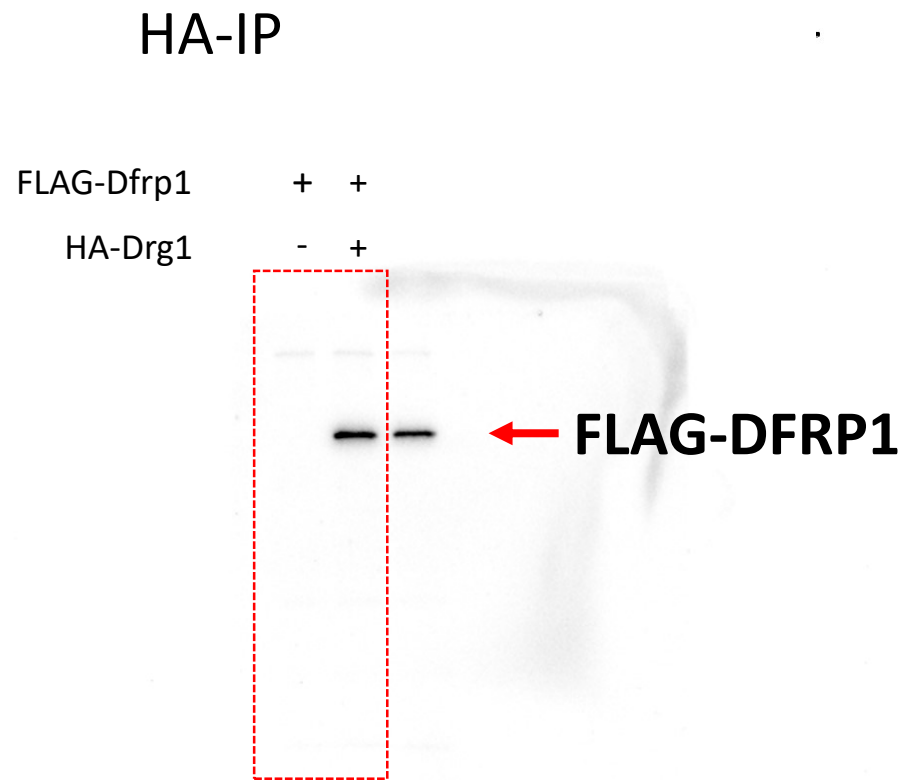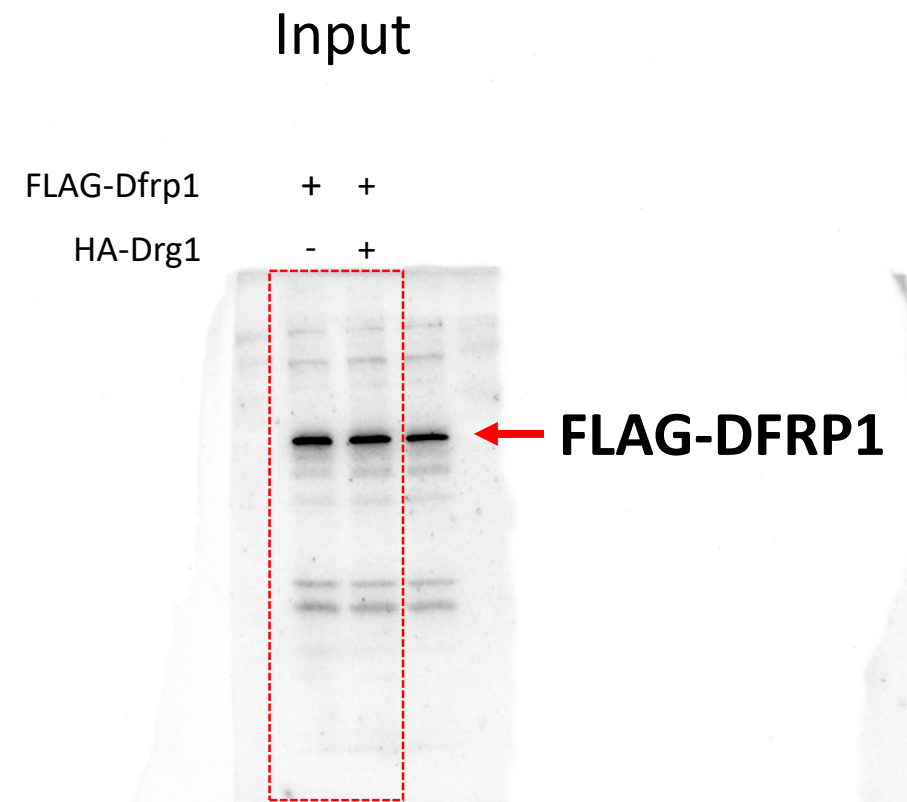

**Figure 7J**

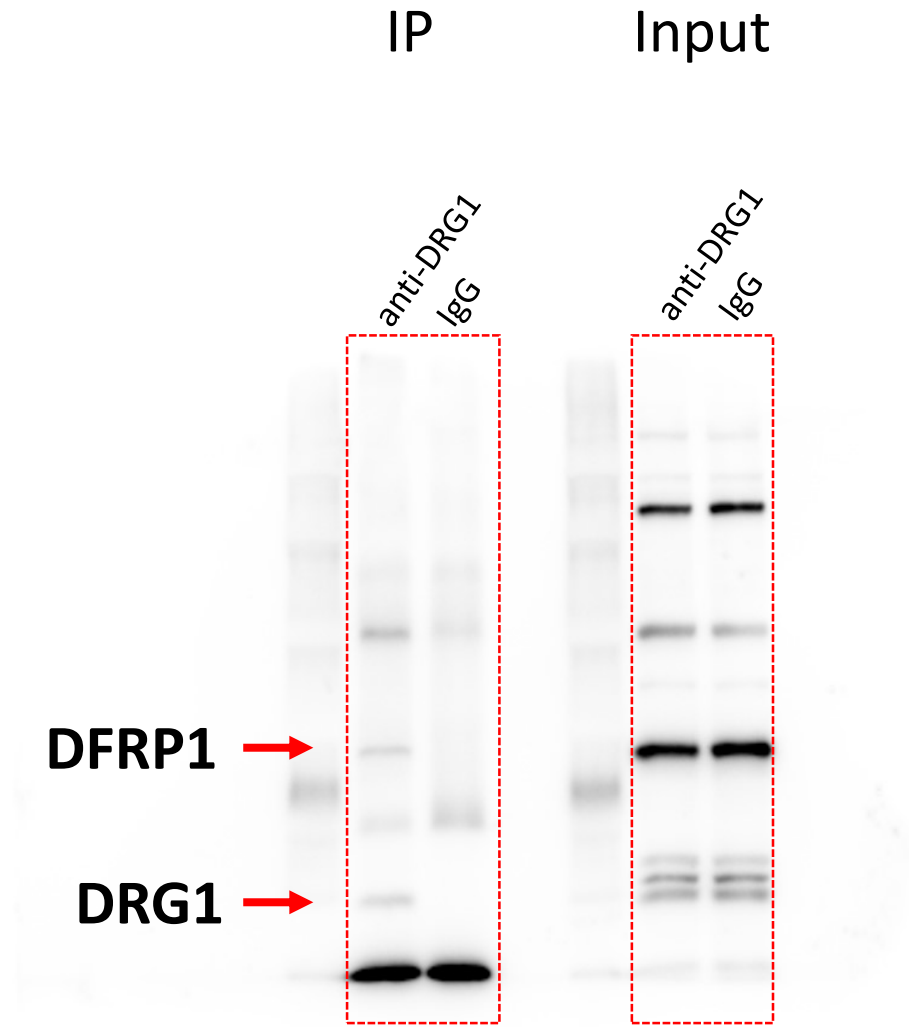

# Figure 7K

|            |   |   |     |      |
|------------|---|---|-----|------|
| Cardinal   | - | - | Low | High |
| FLAG-Dfrp1 | - | + | +   | +    |
| HA-Drg1    | + | + | +   | +    |

**HA-DRG1**

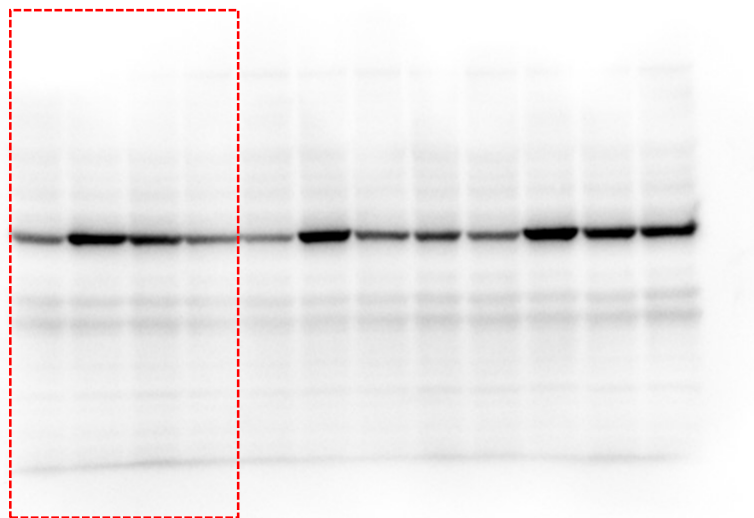

|            |   |   |     |      |
|------------|---|---|-----|------|
| Cardinal   | - | - | Low | High |
| FLAG-Dfrp1 | - | + | +   | +    |
| HA-Drg1    | + | + | +   | +    |

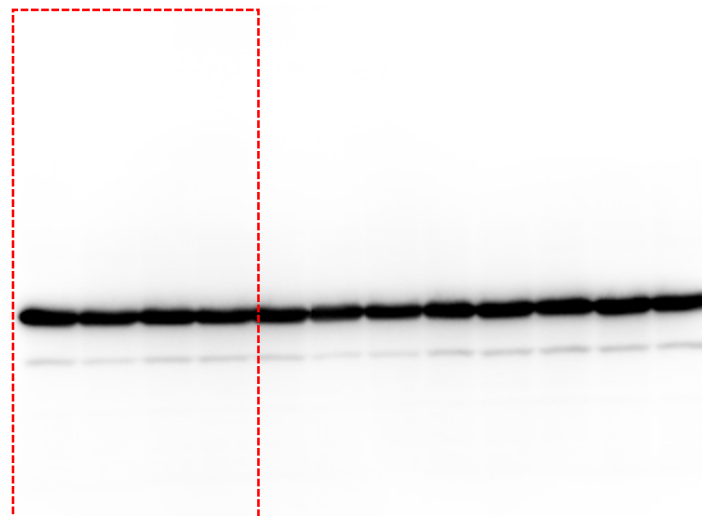

**GAPDH**

# Figure 7L

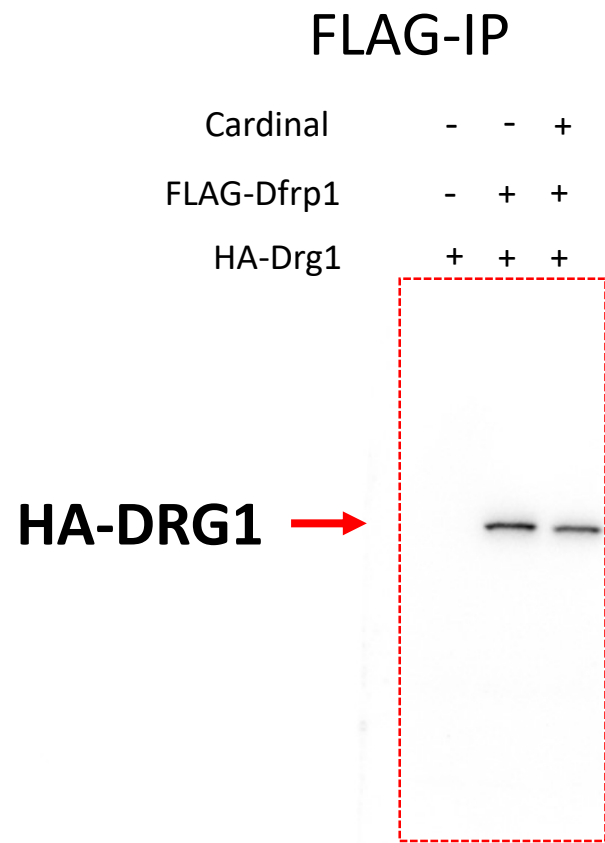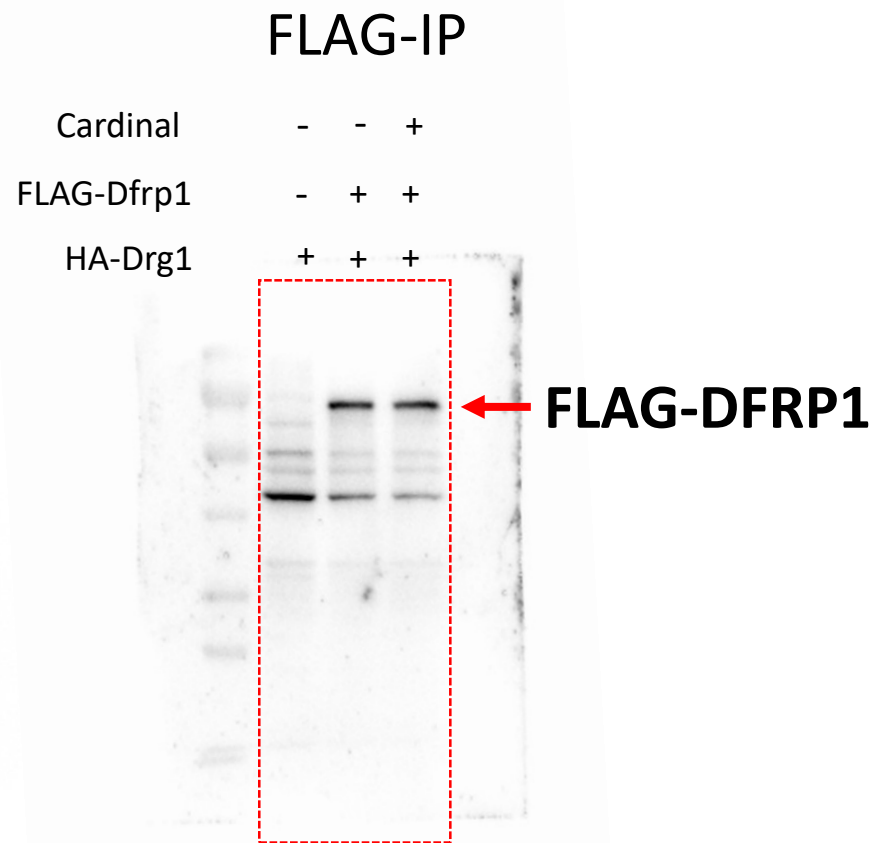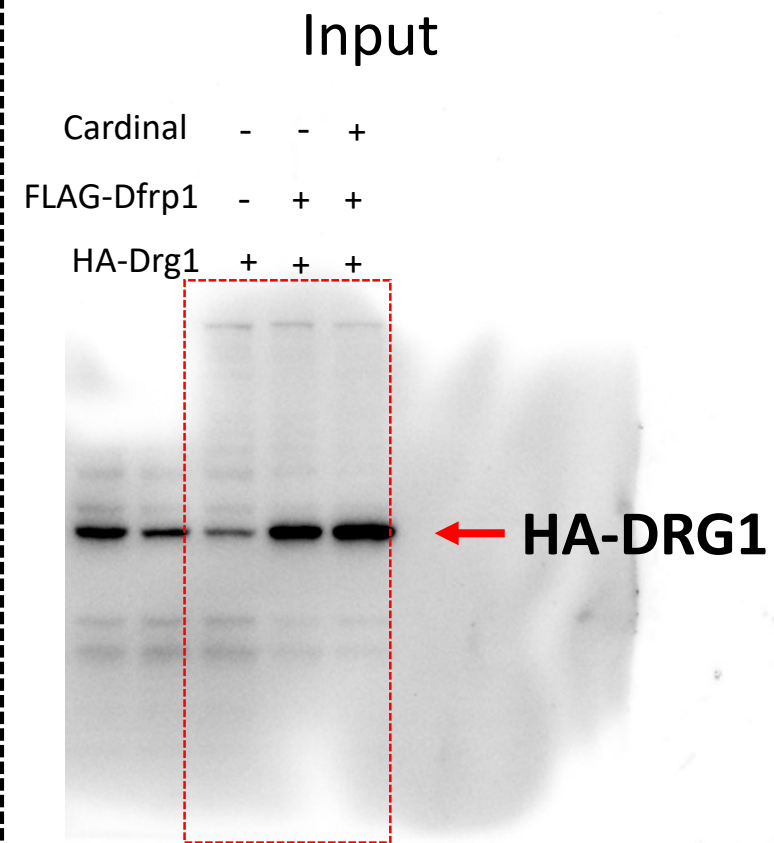

**Figure 7N**

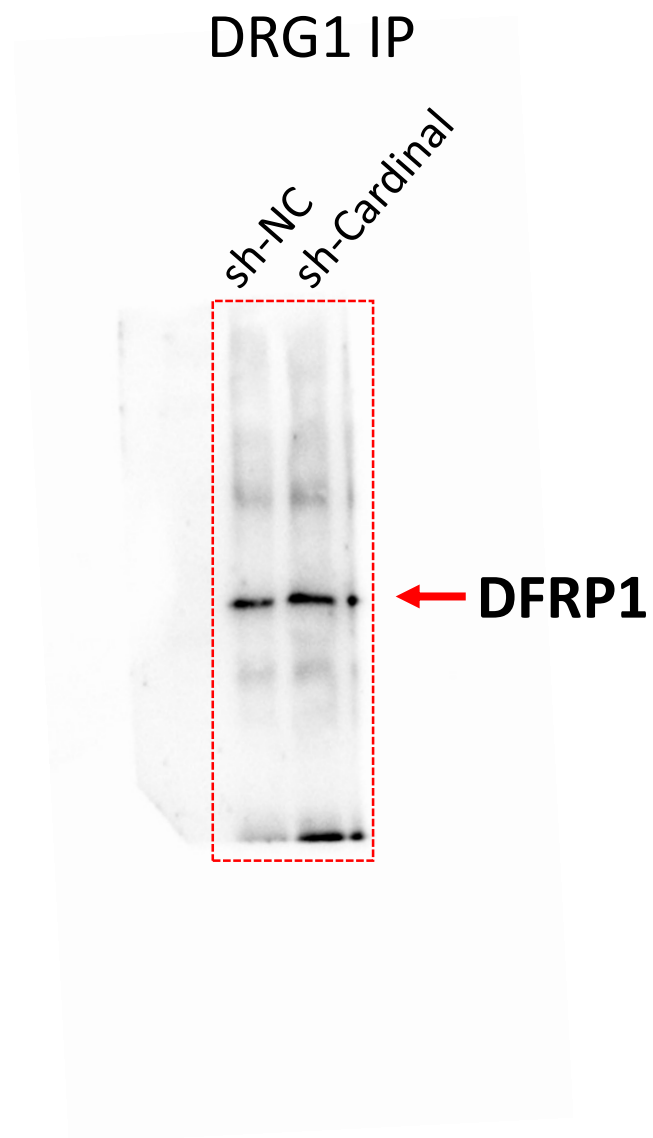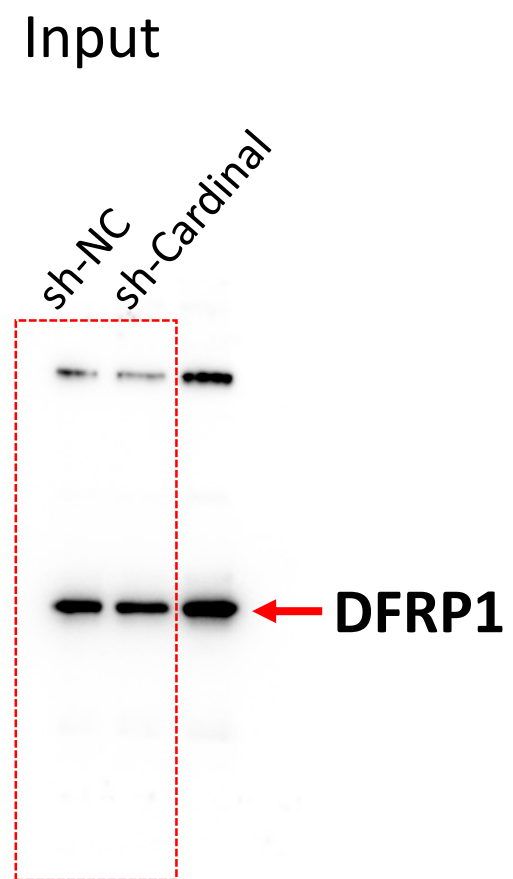

**Figure 7J**

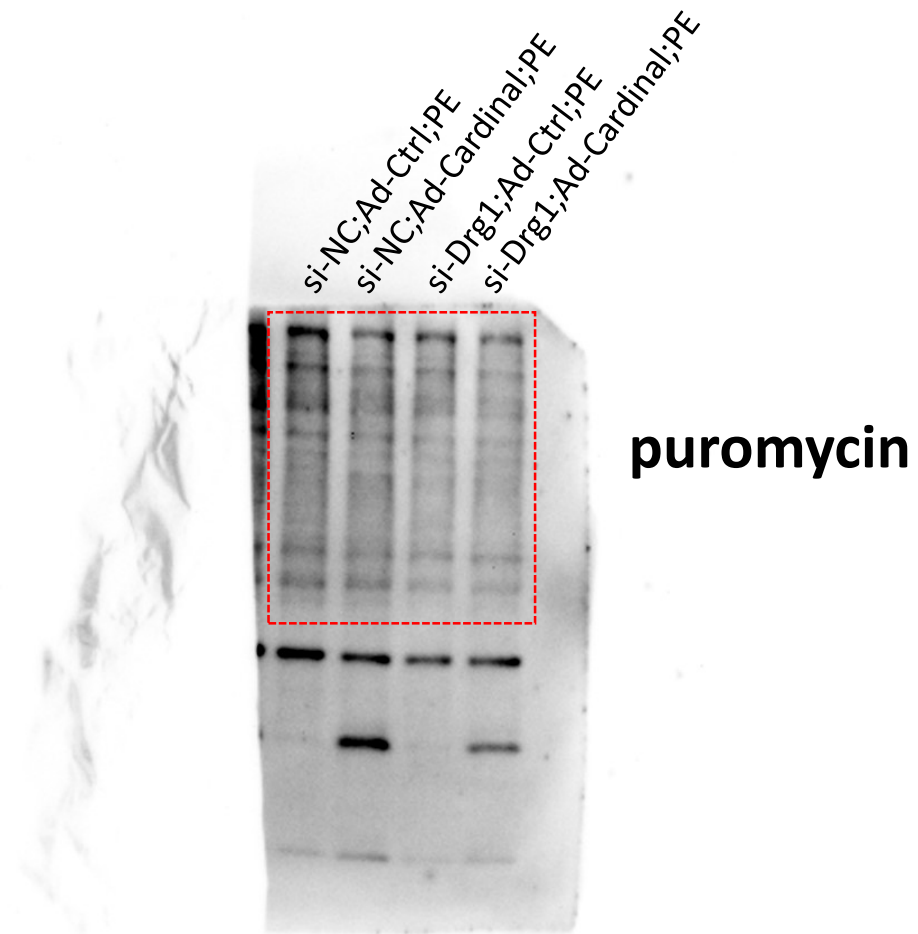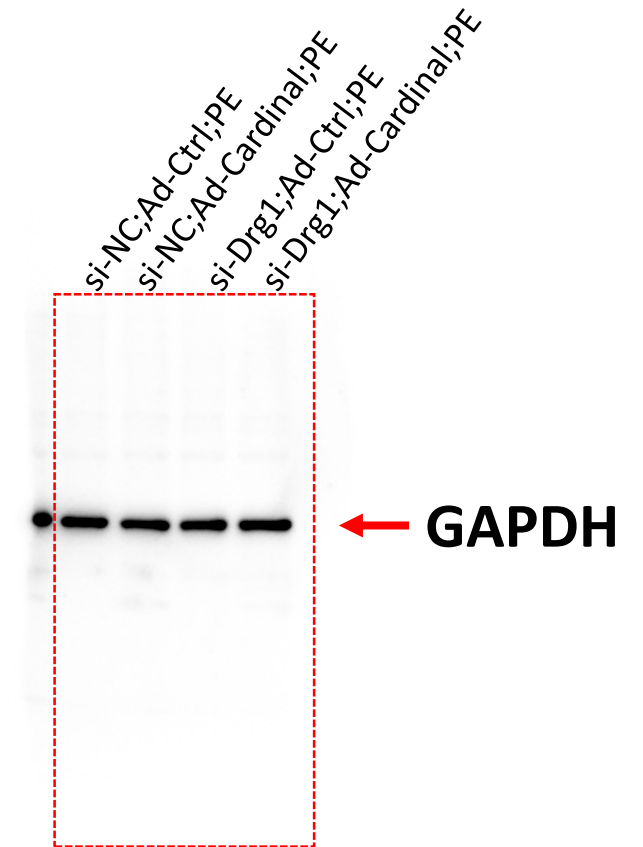

# Supplementary Figure 11A

## RNA pull-down

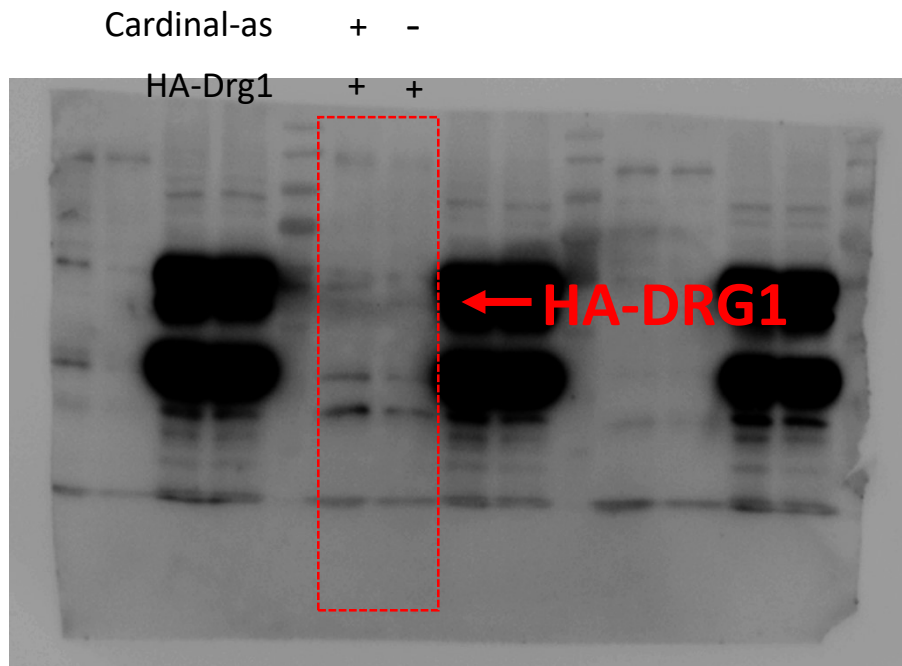

## Input

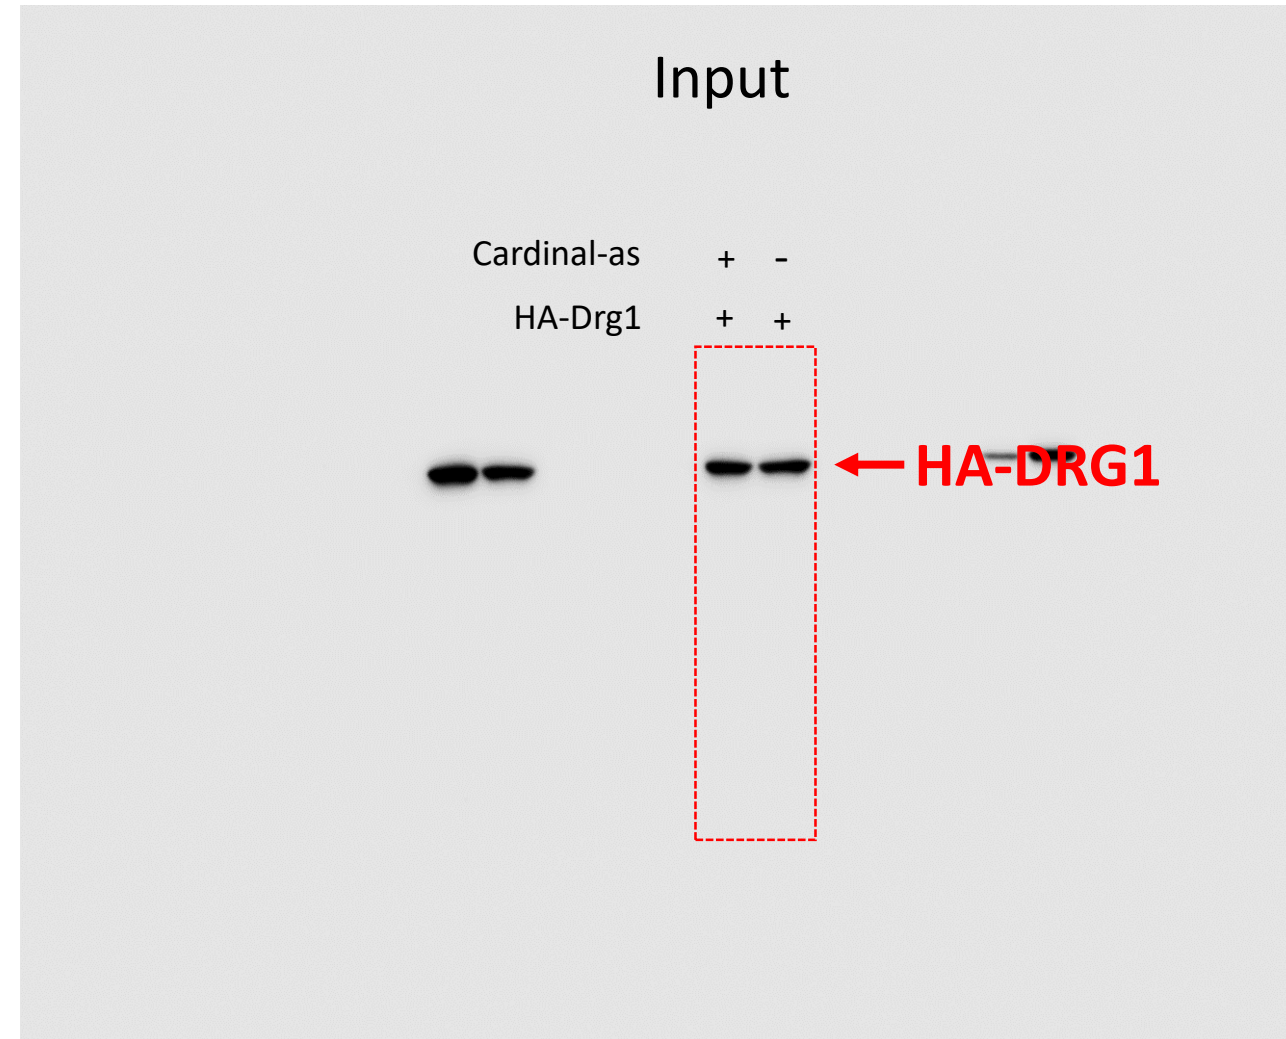

# Supplementary Figure 11B

## RNA pull-down

Linc-p21 + -  
HA-Drg1 + +

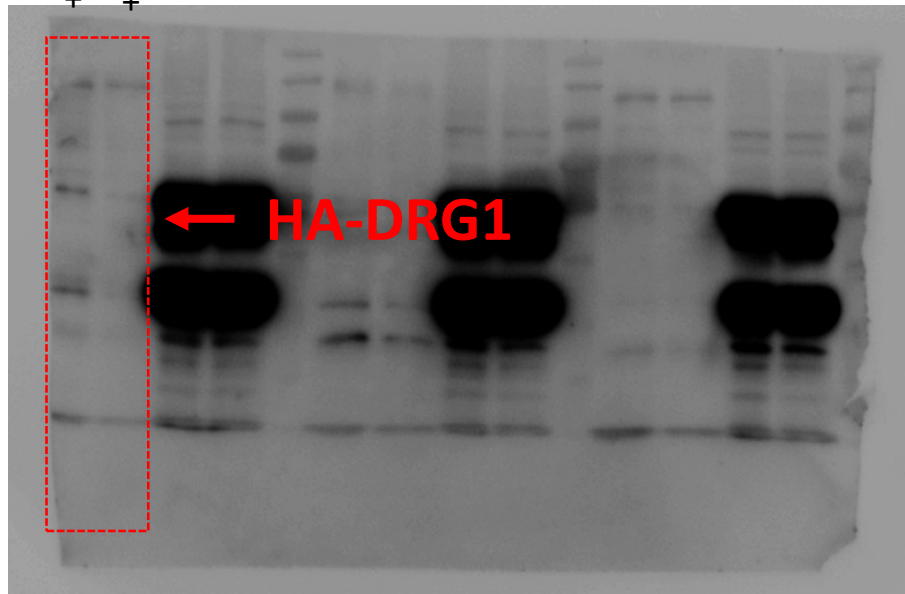

## Input

Linc-p21 + -  
HA-Drg1 + +

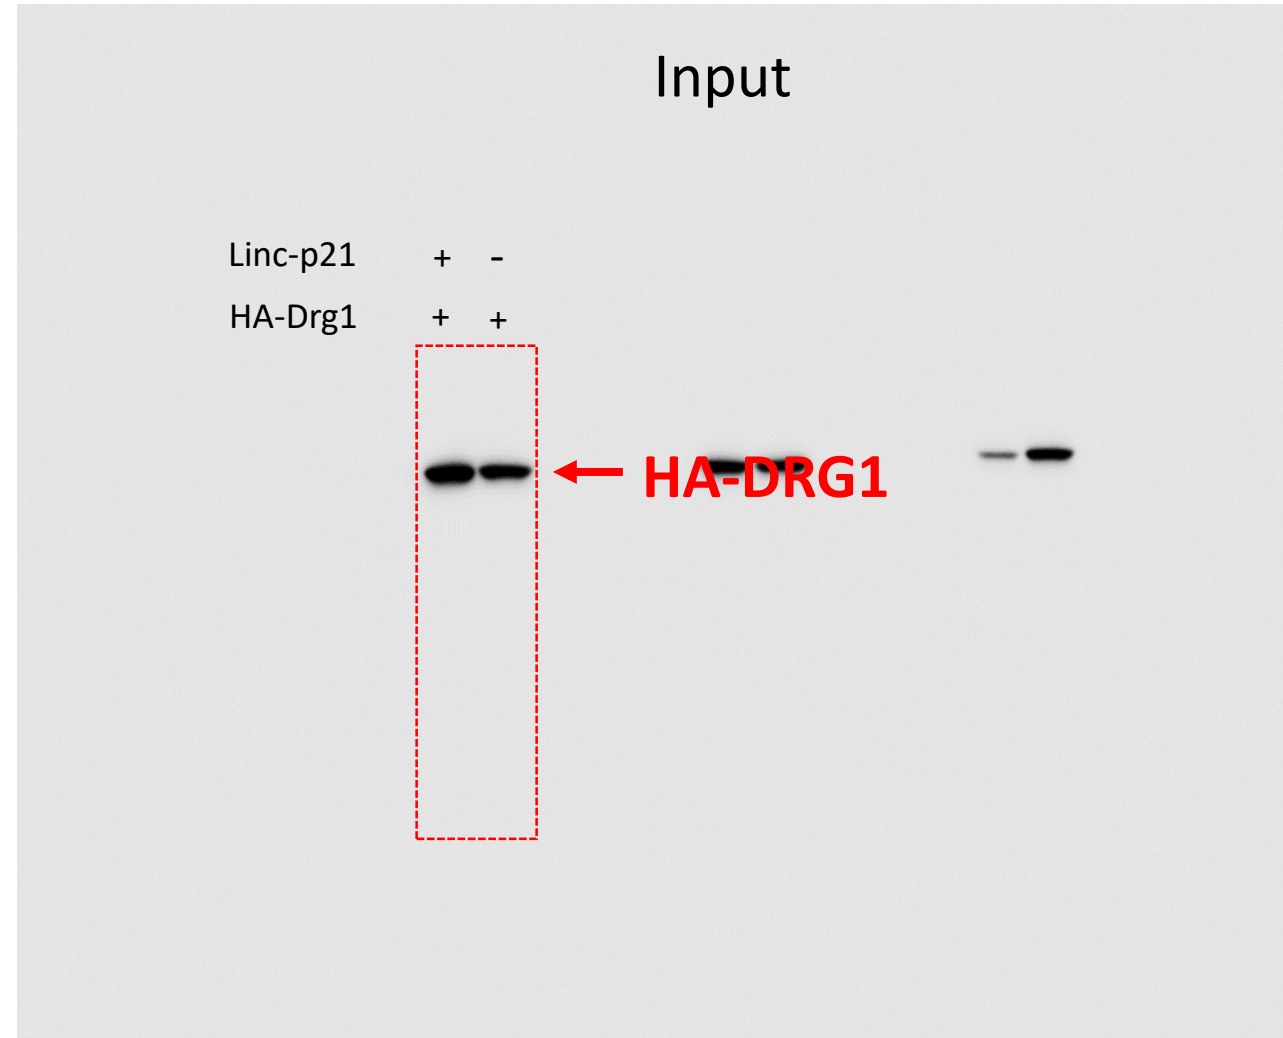

# Supplementary Figure 11C

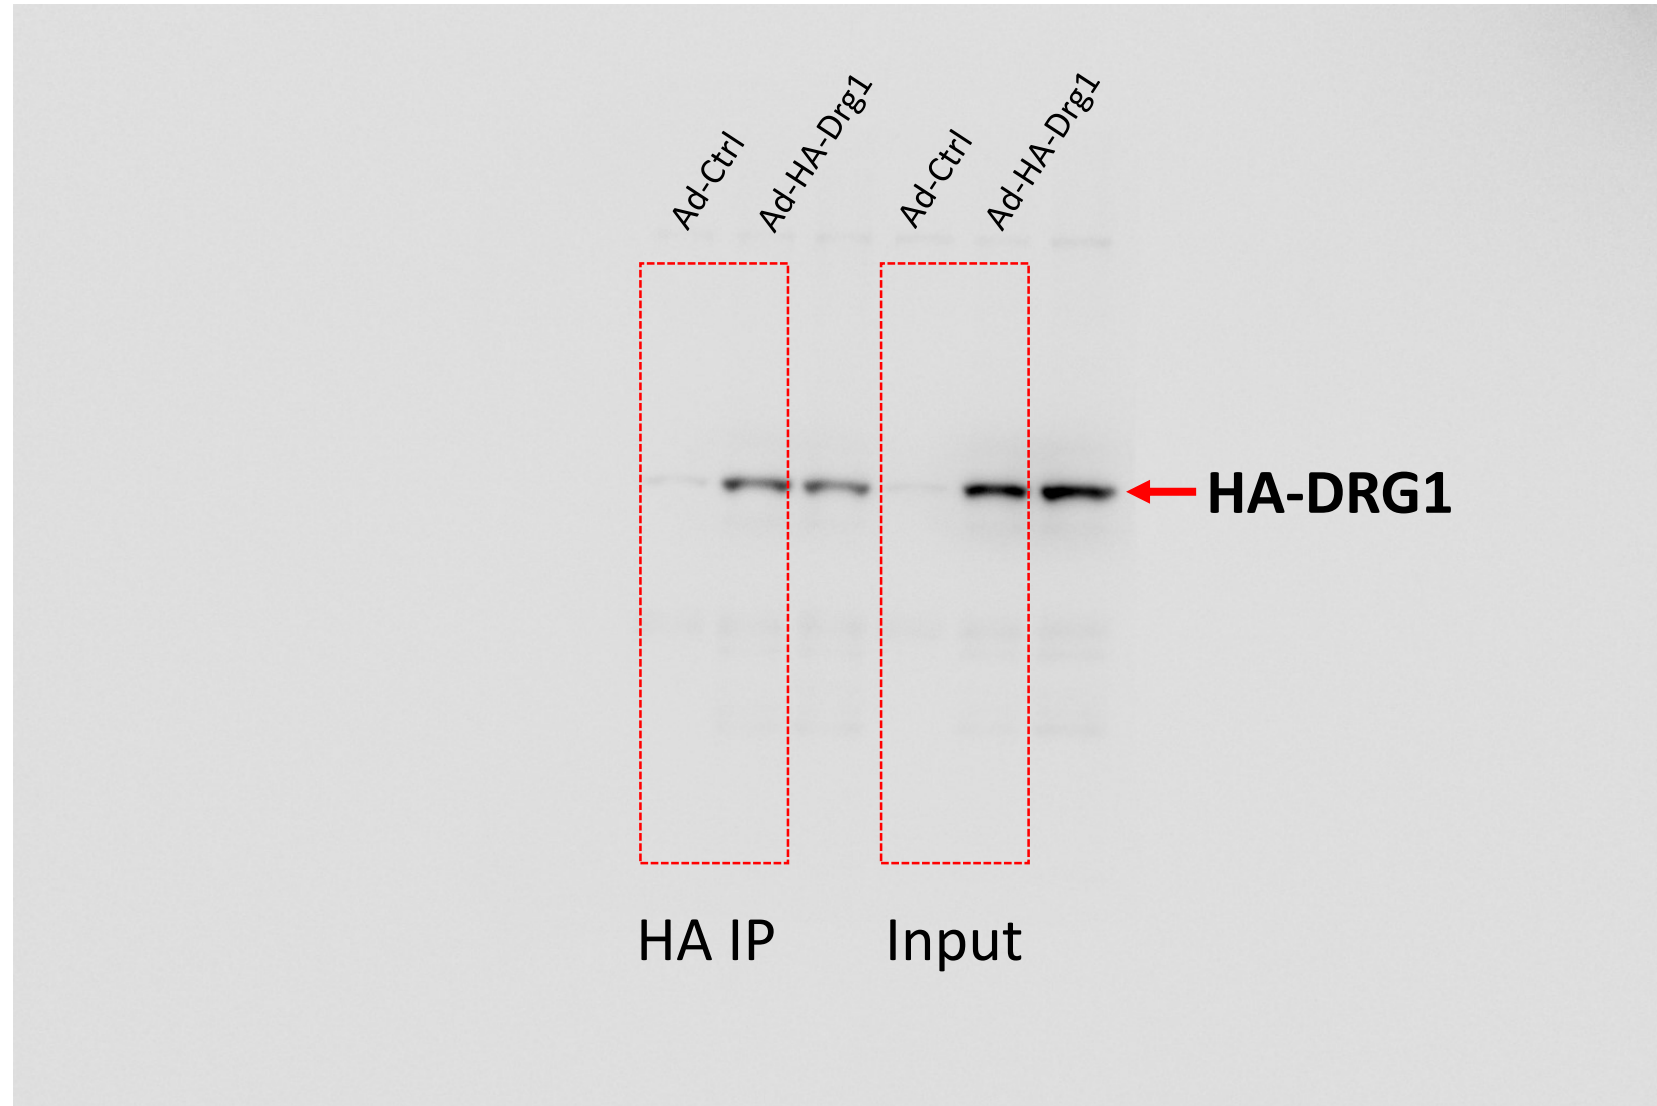

# Supplementary Figure 12A

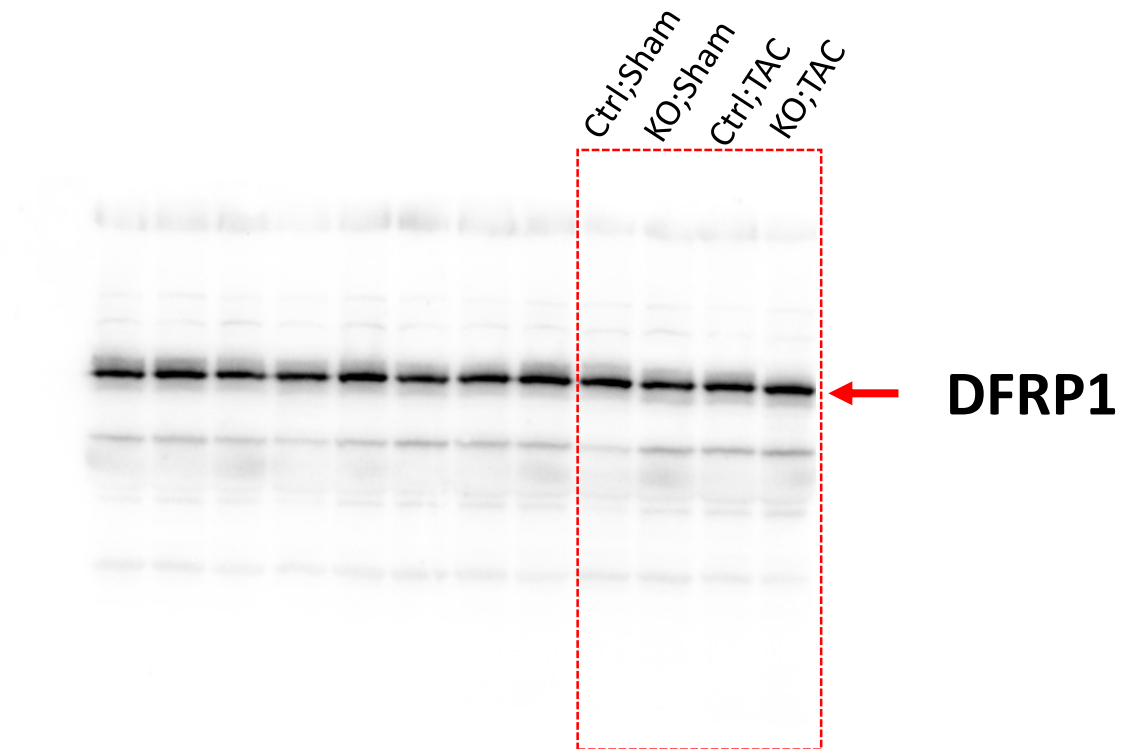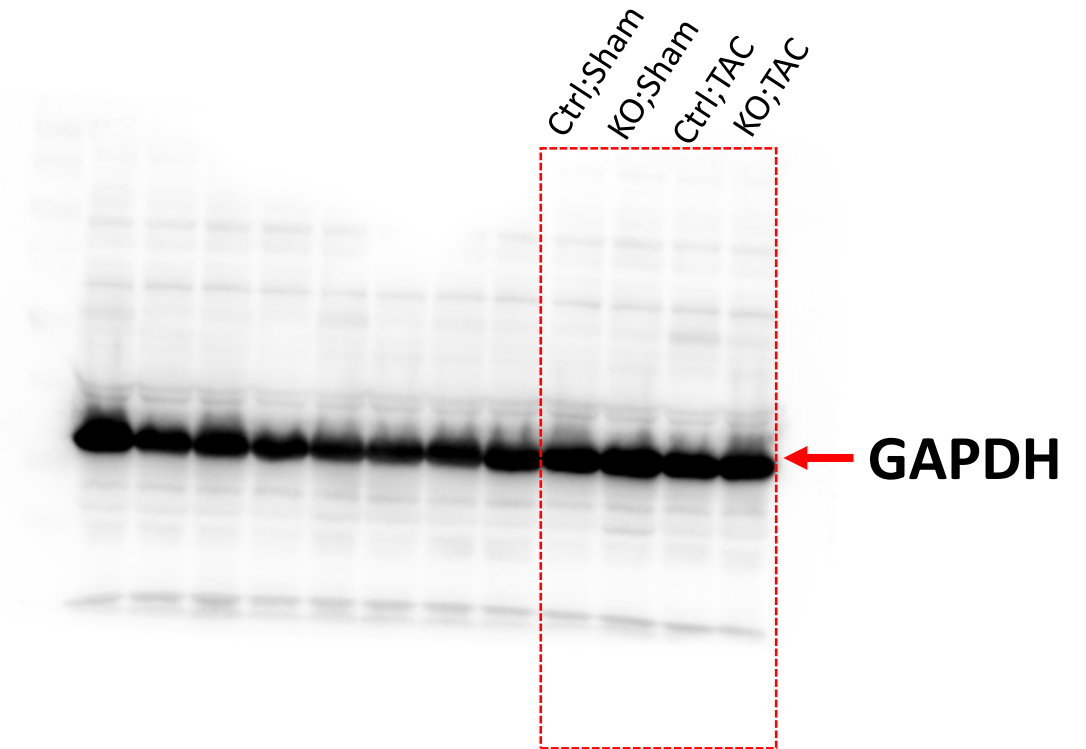

# Supplementary Figure 12D

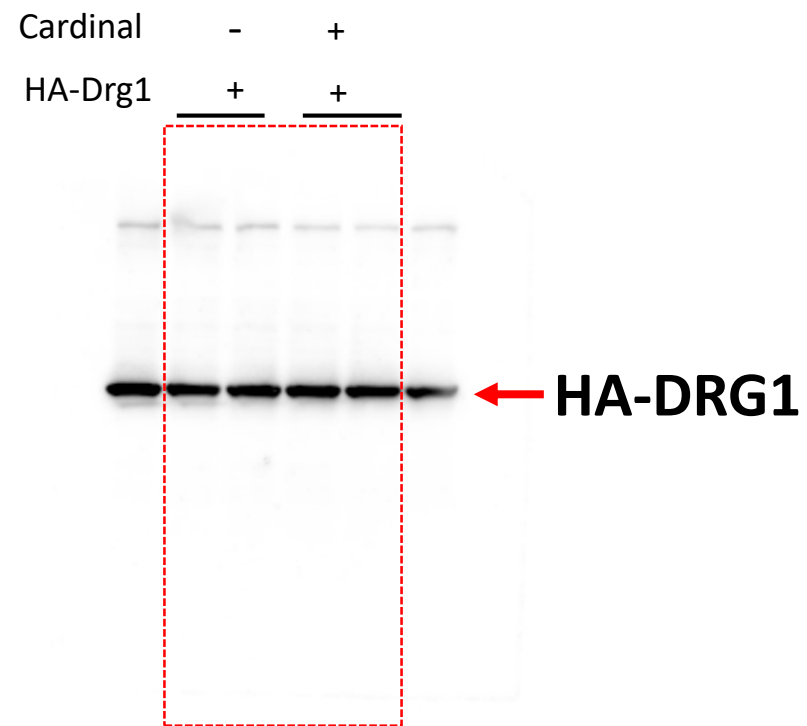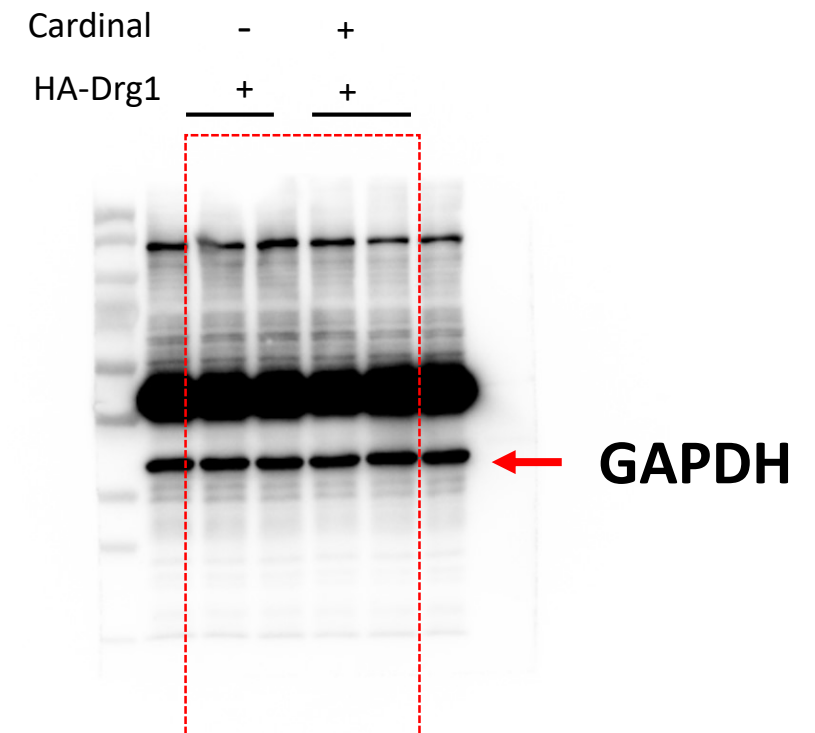

# Supplementary Figure 12E

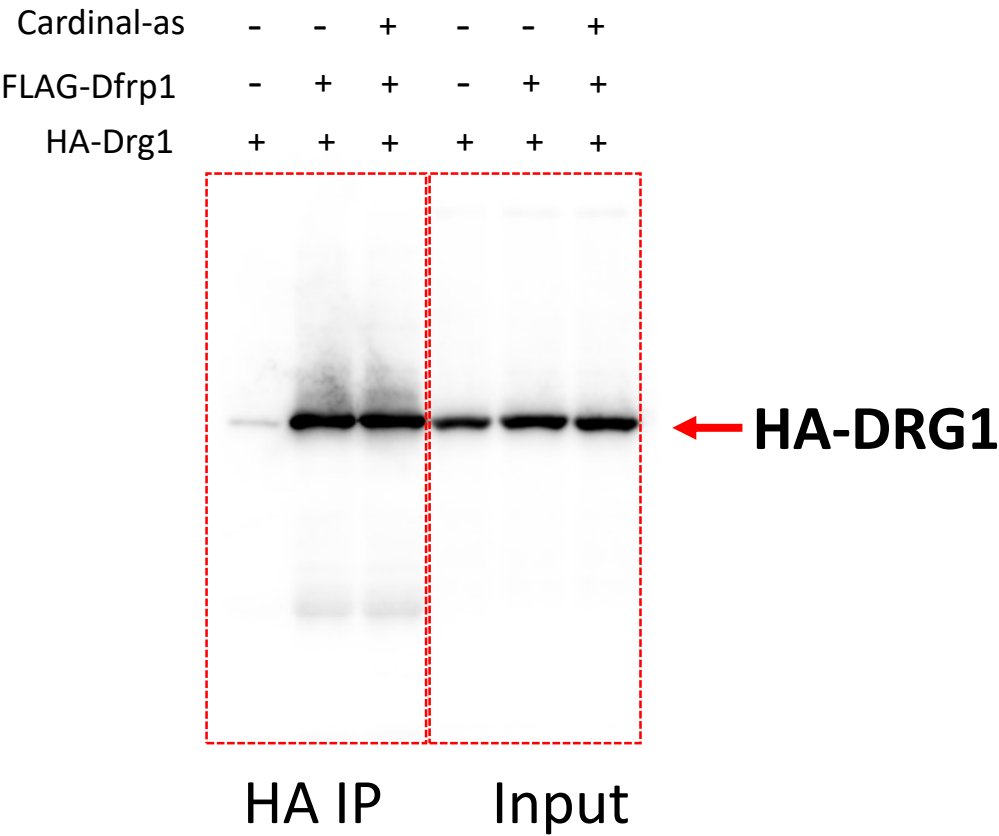

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

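Poly(A)-selected RNA from the heart apex of 16 male mice was sequenced 4 weeks after surgery, in 4 groups of 4 mice: AAV9-GFP sham, AAV9-GFP TAC, AAV9-Cardinal sham and AAV9-Cardinal TAC. The authors deposited raw read counts per Ensembl gene, with a column for each mouse and no normalization. The paper's text and the sample labels do not name the aligner, the counting program, the genome build, the annotation, the use of strand or the treatment of reads with several matches. The table held 55573 genes, of which 55394 were named with GENCODE M21 on GRCm38 and 179 were not, and no column was left unused. Totals were between 16441997 and 21904589 counts per mouse with a median of 21723766, and 3 counts correspond to between 0.137 and 0.182 CPM. This floor covers counting error only.

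The counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the expression filter for the 4 groups (16857 genes), and a quasi-likelihood fit of all 16 mice with the comparisons as contrasts. The threshold was a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes came from that fit, and CPM values and log2 CPM (prior count 2) from the TMM-normalized library sizes. Single genes and the TAC response score were compared by exact two-sided permutation of 4 mice against 4 (70 labelings, smallest p 0.029). The score genes were those with an adjusted p under 0.05 for the average TAC effect over both viruses, with Cardinal left out. Gene sets, 7 in number and written by hand from the pathways the paper names for knockout hearts, were tested with the rotation test of limma 3.58.1. The actin set held only genes for proteins named in Figure 4P. Permutation tests of mouse number used 100000 permutations within groups. Plots and the comparisons with the paper's values were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

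The genes named were every gene the paper names for hearts and, for each comparison, the 5 with the largest absolute log2 fold change among those past the threshold, with a mean of at least 1 CPM in the higher group and no overlap between the mice. Gm26825, Hspa8, Gm13054 and the single clock genes were named after their values were seen. A gene that meets this rule is not reported here, but it was kept in all tests and counts. The alternatives were DESeq2 1.42.0, other filters on low counts, only the 8 mice compared, a robust estimate of spread, mitochondrially encoded genes left out, at least a 2-fold change, mouse number as a block, other score genes and score definitions, another gene set test, and each mouse left out in turn. An offset for GC content and mouse number as a linear covariate were added after the data had been seen.

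The method was tested on simulated data with the same design, in which 200 of 16639 tested genes were changed. It called 76.0% of them (91.8% of those changed at least 2-fold and 43.9% of those changed 1.5-fold) with 6 false calls, and made 0 calls where nothing was changed. DESeq2 called 80.0% with 19 false calls. The simulated mice had the same spread in all groups for each gene, no outlying mouse and no relation to mouse number. Genes with low mean counts were not among those changed. These rates may therefore not hold for the real mice. RNA-Seq of knockout hearts, Ribo-Seq and human samples was not analysed here.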

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

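The tests of reads shared with Acta1, of the GC offset, of mitochondrial counts, of library totals, of all-or-none counts and of Gm15459 were chosen only after the results were seen. Among 160 groups of 4 mice, 16 had a mouse whose distance from the others was beyond Dixon's 95% critical value, where chance gives 8. Of these, 5 came from AAV9-Cardinal TAC replicate 1.

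AAV9-Cardinal TAC replicate 1 had Cardinal (Gm12295) at 93.9 CPM, with the other mice of its group between 18.3 and 20.6 CPM. It also had Fn1 at 56.6 CPM (others 38.8 to 41.5), Postn at 115 CPM (others 38.2 to 51.2), Tnnt2 at 4123 CPM (others 4793 to 4919) and Gm15459 at 152 CPM (others 296 to 306). Its library total was not beyond the critical value (gap 0.761 of the range), and 0% of the 50-base stretches of Gm12295 lie in other genes, so neither library size nor shared reads accounts for its Cardinal level. A difference in the dose of virus or in the severity of TAC was not tested, because the labels give neither. Whether the relation to mouse number, given under other observations, bears on the Cardinal level of this mouse was not tested either.

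AAV9-Cardinal sham replicate 4 had a total of 16441997 counts, with the others of its group between 21603910 and 21786630. Totals did not differ between the sham groups (exact permutation p = 0.57). Values apart from a group whose other mice were at 0 included Lman1l at 0.497 CPM in AAV9-Cardinal sham replicate 1 and 0.441 CPM in AAV9-GFP sham replicate 3, Ngef at 0.407 CPM in AAV9-Cardinal sham replicate 1 and 0.189 CPM in AAV9-GFP sham replicate 1, Pak3 at 0.245 CPM in AAV9-GFP sham replicate 3, and Cnmd at 0.214 CPM in AAV9-GFP TAC replicate 1. Cnmd was at 0.517 CPM in AAV9-Cardinal TAC replicate 4 (others 0.221 to 0.233), Bub1b at 1.40 CPM in AAV9-Cardinal TAC replicate 5 (others 0.846 to 0.929), and Frzb at 8.43 CPM in AAV9-GFP TAC replicate 3 (others 6.08 to 6.39). No explanation, technical or biological, was tested for these single values.

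The TAC response differed between the viruses for Bub1b, by -8.01 on the log2 scale (edgeR adjusted p = 9.9e-04), and for Gm15459, by 3.20 (edgeR adjusted p = 0.0098). Bub1b had 0 counts in every AAV9-GFP sham mouse and at least 10 in the other 12 mice, the only gene with this pattern in any of the 4 groups. In these data, 204 genes had 0 counts in some mice and at least 10 in all others. Of these, 60.3% overlap another gene's exons, against 27.8% of 2732 genes with similar counts (Fisher's exact p = 1.6e-20). Among the 16857 tested genes, the data had 147 such genes and counts simulated with the spread between mice had 4. All-or-none counting may therefore affect genes that overlap others. Bub1b has 0% of its stretches in other genes and overlaps no other gene's exons, so overlap does not account for its pattern, and no other cause of such counts was tested. For Gm15459, 98.8% of its stretches also lie in other genes. In sham hearts the overlapping gene Gm26825 moved the other way (log2 fold change 1.73). The summed counts of both did not differ between the viruses there (log2 fold change -0.26, exact permutation p = 0.46), as would follow from reads traded between them. For the difference in TAC response, Gm26825 was at -1.71 and the summed counts at 0.73 on the log2 scale. Trading between the 2 genes therefore leaves part of that difference. Of the stretches of Gm15459, 86.8% also lie in Hspa8. Hspa8 differed by 0.74 between the viruses in TAC response and by -0.26 in sham hearts, much as the summed counts did. The remainder thus moved with Hspa8, but whether reads shared with Hspa8 make it up was not tested.

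The paper's text reports no RNA-Seq for these hearts. Between the viruses, 17 genes differed in TAC hearts and 2 in sham hearts. In TAC hearts library totals did not differ (exact permutation p = 0.2), and gene length was not related to the log2 fold change across genes (Spearman rho 0.020). The largest share of another called gene's 50-base stretches that match Acta1 was 3.17% exactly and 5.88% with up to 2 mismatches, but low shares do not exclude reads from a gene as abundant as Acta1 (2324 CPM in AAV9-GFP TAC hearts). Taken the other way, 0.913% of the stretches of Acta1 lie in Gm17228, 2.02% in Gm47692 and 1.11% in Gm8543. If all such reads were counted for the pseudogenes, these shares of the fall in Acta1 between the TAC groups would come to 13.4, 29.6 and 16.2 CPM, more than the falls of 5.36, 7.39 and 7.61 CPM in these 3 pseudogenes, which are therefore consistent with reads from Acta1. No other called gene holds an exact stretch of Acta1. Mitochondrial counts took 31.0% to 31.9% in AAV9-Cardinal TAC mice and 30.3% to 31.0% in AAV9-GFP TAC mice (exact permutation p = 0.029). All 17 genes were still called with the mitochondrial genes left out, but this moved Acta1 only from -1.437 to -1.435, so it does not exclude an effect of the difference in share. GC content was related to the log2 fold change (rho -0.23, beyond the limit of 0.2). With an offset for GC content rho was -0.015, and 14 of the 17 genes were still called. GC content therefore does not fully account for the list.

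Of the 12 splits of the TAC mice that part as many same-numbered mice, only the real split gave as many as 17 genes (1 of 12), and the others gave 0. The other 23 splits part a different number of same-numbered mice, and 2 of those gave 239 and 259 genes. Both put AAV9-Cardinal TAC replicate 1 with 3 AAV9-GFP TAC mice. In sham hearts 1 of 8 such splits gave as many as 2 genes, the real split, and of the other 27 splits 1 did, with 5 genes. A share under 0.05 could not be reached among the splits that part as many same-numbered mice, so these splits do not settle whether chance divided the mice. Over all 35 splits, 3 gave as many genes in TAC hearts and 2 in sham hearts, the real split included. For the TAC response, 3 of 100 splits drawn from 192 gave as many as 2 genes, the real split included.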

How the results depend on the processing

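The linear covariate for mouse number and the offset for GC content were chosen after the data had been seen. The other alternatives given here, the comparisons with their edgeR tests and the rule for naming genes were set before the data were examined. Tests of explanations chosen later are named where they are given. The cause of the changes given here was not tested.

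With DESeq2, 428 genes differed between the viruses in TAC hearts (11 of the 17 among them) and 4 in sham hearts, and the TAC response differed for 137. Anp changed by -1.50 (DESeq2 adjusted p = 0.037, range over the alternatives, with each mouse left out included, 0.037 to 0.59) and Fn by -0.47 (DESeq2 adjusted p = 0.011, range 0.0090 to 0.50) in TAC hearts, both past the threshold. DESeq2's outlier filter gave no p for Cardinal in TAC hearts (2.97). With genes of at least 1 count in any mouse, 615 genes changed with TAC in AAV9-Cardinal hearts and 3 between the viruses in TAC hearts. Acta1 (-1.43) and Cardinal (2.97) then had an edgeR adjusted p of 0.072, where the ranges over the alternatives were 4.5e-05 to 0.41 and 2.8e-04 to 0.23. With genes of at least 10 counts in every mouse, which leaves out Bub1b, there were 49 genes between the viruses in TAC hearts, 1 in sham hearts and 1 for the TAC response.

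With only the 8 mice compared, 3 genes differed between the viruses in TAC hearts, 0 of them among the 17. Acta1 (-1.44) and Cardinal (2.96) had an edgeR adjusted p of 0.22 and 0.23 there. Cardinal in sham hearts (2.70) had an edgeR adjusted p of 0.0010 (range 4.2e-05 to 1), and 3 gene sets passed instead of 6. Without mitochondrial genes 30 genes differed between the viruses in TAC hearts, and with the linear covariate 117, each including all 17. Requiring at least a 2-fold change left 6 genes between the viruses in TAC hearts, 137 for TAC in AAV9-Cardinal hearts and 385 for TAC in AAV9-GFP hearts. The score difference was -0.50 with genes from AAV9-GFP hearts alone, a choice that favors a smaller response with AAV9-Cardinal, and -0.37 with genes at an adjusted p under 0.01, both with an exact permutation p of 0.029. Over all 7 alternatives for the score it lay between -0.50 and -0.23.

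Same-numbered mice are different animals, and their residuals had a mean correlation of 0.060 over 16 pairs (-0.040 to 0.21), against -0.012 over 80 other pairs. With mouse number as a block, TAC changed 31 genes in AAV9-Cardinal hearts, 1 gene differed between the viruses in sham hearts and 0 in TAC hearts (2528 at an unadjusted p under 0.05 without the block), 1 for the TAC response, and 0 gene sets passed. With the block, Acta1 was at -1.26 and Cardinal at 3.26 in TAC hearts (edgeR adjusted p 0.41 and 0.22), Cardinal changed by -0.017 with TAC in AAV9-GFP hearts, where the direction reversed, and the score difference was -0.43 (exact permutation p = 0.029).

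With each mouse left out in turn, the count between the viruses ranged from 0 to 535 in TAC hearts and from 1 to 3 in sham hearts, the count for TAC from 384 to 1436 in AAV9-Cardinal hearts and from 1962 to 3072 in AAV9-GFP hearts, and that for the TAC response from 2 to 79. The 535 genes came without AAV9-Cardinal TAC replicate 1 and included all 17. Between 3 and 6 gene sets passed. In TAC hearts the log2 fold change was between -1.75 and -1.28 for Acta1, -1.79 and -0.99 for Anp, -0.60 and -0.38 for Fn, and 2.00 and 3.22 for Cardinal. In sham hearts Cardinal was between 2.55 and 2.82. The score difference was between -0.38 and -0.19 (exact permutation p 0.029 to 0.2).

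The direction reversed in the following cases. Drg1 between the viruses in TAC hearts was at 0.0011 with DESeq2, 0.0038 with genes of at least 1 count in any mouse and 0.0010 without mitochondrial genes, and Fn in sham hearts was at 0.0026 with genes of at least 10 counts in every mouse and 4.1e-05 without mitochondrial genes. With mice left out, the ranges that crossed 0 were -0.20 to 0.030 for Acta1, -0.14 to 0.46 for Anp, -0.81 to 0.0080 for Bnp and -0.058 to 0.068 for Fn between the viruses in sham hearts, -0.039 to 0.039 for Drg1 and -0.071 to 0.017 for Srf in TAC hearts, and -0.67 to 0.53 and -0.22 to 0.16 for Cardinal with TAC in AAV9-Cardinal and AAV9-GFP hearts. Ribosomal protein genes, lower between the viruses in TAC hearts without passing the threshold, kept their direction in 18 of 19 settings and were higher without AAV9-Cardinal TAC replicate 1 (rotation test adjusted p = 0.79, range over the settings 0.19 to 0.87). Bnp in TAC hearts kept its direction and its side of the threshold in all 23 comparisons. Over the 57 results for other genes and comparisons, 991 of 1297 comparisons kept both, 263 became weaker, 13 stronger and 30 reversed. At these depths, genes under 0.182 CPM are not detectable in every mouse.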

Differences from the paper's values

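No test was chosen here after the results were seen. The paper's values are RT-qPCR values from its supporting data for Figure 5, with 4 AAV9-GFP sham, 7 AAV9-GFP TAC, 5 AAV9-Cardinal sham and 5 AAV9-Cardinal TAC mice, turned into differences of mean log2 values. Their errors were taken from the SDs.

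For Cardinal in TAC hearts, the difference between the viruses was 2.96 against the paper's 1.26. For TAC against sham, Cardinal changed by 0.033 against the paper's 0.92 in AAV9-GFP hearts. None of the 7 alternatives set before the data were examined closed either gap. Leaving out AAV9-Cardinal TAC replicate 1 gave 2.00 between the viruses in TAC hearts, within the error, and no fit that left out a mouse closed the gap for AAV9-GFP hearts. In AAV9-Cardinal hearts Cardinal changed by 0.30 with TAC against the paper's -0.23, a difference in sign that lies within the error. All AAV9-Cardinal TAC mice but replicate 1 lay between 18.3 and 20.6 CPM, below the lowest AAV9-Cardinal sham mouse at 26.2 CPM. The positive sign therefore rests on replicate 1 and on a measure that follows group means. None of the 7 alternatives changed the sign, and leaving out AAV9-Cardinal TAC replicate 1 did (-0.67).

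For Acta1 in TAC hearts, the difference between the viruses was -1.44 against the paper's -2.04. None of the 7 alternatives closed this gap, and leaving out AAV9-Cardinal TAC replicate 1 (-1.75) or AAV9-GFP TAC replicate 4 (-1.49) did. For Fn, TAC changed the counts by 0.73 against the paper's 2.26 in AAV9-GFP hearts, and by 0.26 against the paper's 1.52 in AAV9-Cardinal hearts. None of the 7 alternatives and none of the 16 fits that left out a mouse closed these gaps. In the supporting data, all 21 values listed for Bnp and for Fn are identical.

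The paper states lower Anp, Bnp, Acta1 and Fn in Cardinal-overexpressing TAC hearts. Over all tested genes, Anp (-1.50, edgeR adjusted p = 0.10), Bnp (-0.52, edgeR adjusted p = 0.61) and Fn (-0.47, edgeR adjusted p = 0.098) were lower but not past the threshold. Anp and Fn passed it with DESeq2, without AAV9-Cardinal TAC replicate 1 (edgeR adjusted p 0.037 and 0.0090), and when adjusted over the 5 transcripts alone (edgeR adjusted p 0.0023 and 0.0022). Bnp did not pass in any of these. The paper states sustained overexpression of Cardinal. In sham hearts the difference was 2.70 against the paper's 2.40. It was within the error in the main fit, in all 7 alternatives and in all 16 fits that left out a mouse. Every AAV9-Cardinal sham mouse was above every AAV9-GFP sham mouse. The edgeR p was 6.2e-05 unadjusted and 0.35 adjusted over all tested genes. It passed the threshold with only the 8 sham mice (edgeR adjusted p 0.0010, range over the alternatives 4.2e-05 to 1) and without AAV9-Cardinal TAC replicate 1 (edgeR adjusted p 4.2e-05). The paper describes Myh7 as strongly induced in cardiac hypertrophy. Here Myh7 changed by 0.074 with TAC in AAV9-GFP hearts (edgeR adjusted p = 0.46). Myh7 passed the threshold in 1 of the 16 fits that left out a mouse. Myh7 shares sequence with Myh6, which fell from 19200 to 15329 CPM with TAC in these hearts. How many Myh7 counts are Myh6 reads cannot be told, so this value does not settle whether Myh7 rose. The paper's Myh7 data are ribosome footprints at an earlier time after TAC and RT-qPCR in CnA-Tg hearts, so the measures also differ.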

Other observations

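The tests of chance order, of library size, of early stress genes and of reads shared between Myh7 and Myh6 were chosen only after the results were seen. The list of clock genes was written after mouse number and the first component had been seen, but before the values of its genes.

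Within groups, the mouse number in the sample labels was related to the first principal component, which holds 15.3% of the variance within groups. Over the 16 mice Pearson's r was 0.863 (permutation p = 7.0e-05, adjusted 4.2e-04) and Spearman's rho 0.875 (permutation p = 3.0e-04, adjusted 0.0017), and r was 0.856 without the 2 farthest mice. Numbers were permuted within groups, and 7 relations were adjusted together, so a chance order of the mice does not account for this. A score of 12 clock genes fell with mouse number (r -0.887, permutation p = 1.2e-04, adjusted 4.2e-04; rho -0.854, permutation p = 5.0e-04, adjusted 0.0017; r -0.879 without the 2 farthest mice). A score of 11 early stress genes rose with it (r 0.543, permutation p = 0.015, adjusted 0.015; rho 0.550, permutation p = 0.033, adjusted 0.033; r 0.625). Library size was related to the component (r -0.485, permutation p = 0.0028, adjusted 0.0049; rho -0.656, permutation p = 0.0059, adjusted 0.0082), and r was -0.140 without the 2 farthest mice, so r rests on those samples. Library size also fell with mouse number (r -0.295, permutation p = 0.0078, adjusted 0.0091; rho -0.569, permutation p = 0.013, adjusted 0.016; r -0.383 without the 2 farthest mice), and it is not set aside as an explanation. Mouse numbers may follow the order in which hearts were taken, through the time of day or a stress response of the tissue, or library size may play a part, and these tests cannot separate the explanations. What the numbers stand for is not stated in the labels. Their mean was 2.5 in both sham groups, 3.75 in AAV9-GFP TAC and 4 in AAV9-Cardinal TAC.

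It was tested whether Cardinal overexpression moves gene sets opposite to the directions the paper gives for knockout hearts. The paper gives a direction for 6 sets, for 5 of them from RNA and for actin filament genes from protein and Ribo-Seq. It states that the actin term was not among its top RNA terms. The actin set tested here held only 10 genes for proteins named in Figure 4P, so it does not stand for the whole term. In TAC hearts 6 of 6 were called in the opposite direction, with limma's rotation test adjusted over 7 sets. Fibrosis genes were lower (adjusted p = 0.0030, mean log2 fold change -0.73, 39 of 39 genes lower, 4 of 4 AAV9-Cardinal TAC mice below all AAV9-GFP TAC mice). Inflammation genes (adjusted p = 0.029, mean log2 fold change -0.28, 3 of 4 mice below) and actin filament genes (adjusted p = 0.029, mean -0.15, 2 of 4 mice below) were also lower. Fatty acid β-oxidation (adjusted p = 0.0041, mean 0.17, 4 of 4 mice above), amino acid catabolism (adjusted p = 0.0038, mean 0.20, 3 of 4 mice above) and oxidative phosphorylation genes (adjusted p = 0.029, mean 0.13, 3 of 4 mice above) were higher. Ribosomal protein genes, for which the paper gives no knockout direction, did not pass (adjusted p = 0.58). Exact two-sided permutation of the TAC mice gave p = 0.029 for the fibrosis and fatty acid β-oxidation sets. It gave 0.057 for amino acid catabolism, 0.086 for inflammation and for oxidative phosphorylation, and 0.11 for actin, all above the threshold. The call of all 6 sets therefore rests on the rotation test. The 6 directions were kept in 19 of 19 settings, but how many sets passed depended on the setting. The sets moved opposite to TAC in AAV9-GFP hearts as well, so an effect on these pathways cannot be told apart from a smaller TAC response.

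A smaller TAC response with AAV9-Cardinal was tested with the score. The difference between the viruses in the TAC change was -0.26 with an exact permutation p of 0.11 over 4900 labelings, so the prediction was not met at 0.05. Over the 3888 genes with an average TAC effect, the slope of the AAV9-Cardinal change on the AAV9-GFP change was 0.674, and 69.4% of genes changed less in AAV9-Cardinal hearts. Genes are not independent replicates, and the slope has no test.

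For TAC in AAV9-GFP hearts, 1 of the 8 splits of the mice that part as many same-numbered mice gave as many as 2934 genes, the real split, and the others gave 1 at most. The other 27 splits gave 6 at most. For TAC in AAV9-Cardinal hearts, 1 of 12 gave as many as 1092, the others gave 1 at most, and the other 23 splits gave 0. A share under 0.05 could not be reached with 8 or 12 splits. Over all 35 splits in each comparison, only the real one (1 of 35) gave as many genes.

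Of the 50-base stretches of Myh6, 20.2% also lie in Myh7. Counts on Myh7 were 17.4% of those on Myh6 in AAV9-GFP sham hearts, 23.2% in AAV9-GFP TAC hearts, 17.0% in AAV9-Cardinal sham hearts and 19.1% in AAV9-Cardinal TAC hearts, on both sides of that share. With TAC in AAV9-GFP hearts Myh6 fell from 19200 to 15329 CPM while Myh7 went from 3336 to 3511 CPM. Shared Myh6 reads alone do not give this pattern, and how many of the Myh7 counts they make up cannot be told from these data.

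Between the viruses in TAC hearts, the log2 fold change was -0.0028 for Drg1, whose exons overlap those of Sfi1 (edgeR adjusted p = 0.99), 0.065 for Zc3h15, which encodes DFRP1 (edgeR adjusted p = 0.70), 0.14 for Myocd (edgeR adjusted p = 0.67) and -0.020 for Srf (edgeR adjusted p = 0.95). Postn changed by -1.45 (edgeR adjusted p = 0.0503), Fbn1 by -0.84 (edgeR adjusted p = 0.082) and Tnnt2 by 0.23 (edgeR adjusted p = 0.099).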
